# Non-exhaustive DNA methylation-mediated transposon silencing in the black truffle genome, a complex fungal genome with massive repeat element content

**DOI:** 10.1186/s13059-014-0411-5

**Published:** 2014-07-31

**Authors:** Barbara Montanini, Pao-Yang Chen, Marco Morselli, Artur Jaroszewicz, David Lopez, Francis Martin, Simone Ottonello, Matteo Pellegrini

## Abstract

**Background:**

We investigated how an extremely transposon element (TE)-rich organism such as the plant-symbiotic ascomycete truffle *Tuber melanosporum* exploits DNA methylation to cope with the more than 45,000 repeated elements that populate its genome.

**Results:**

Whole-genome bisulfite sequencing performed on different developmental stages reveals a high fraction of methylated cytosines with a strong preference for CpG sites. The methylation pattern is highly similar among samples and selectively targets TEs rather than genes. A marked trend toward hypomethylation is observed for TEs located within a 1 kb distance from expressed genes, rather than segregated in TE-rich regions of the genome. Approximately 300 hypomethylated or unmethylated TEs are transcriptionally active, with higher expression levels in free-living mycelium compared to fruitbody. Indeed, multiple TE-enriched, copy number variant regions bearing a significant fraction of hypomethylated and expressed TEs are found almost exclusively in free-living mycelium. A reduction of DNA methylation, restricted to non-CpG sites and accompanied by an increase in TE expression, is observed upon treatment of free-living mycelia with 5-azacytidine.

**Conclusions:**

Evidence derived from analysis of the *T. melanosporum* methylome indicates that a non-exhaustive, partly reversible, methylation process operates in truffles. This allows for the existence of hypomethylated, transcriptionally active TEs that are associated with copy number variant regions of the genome. Non-exhaustive TE methylation may reflect a role of active TEs in promoting genome plasticity and the ability to adapt to sudden environmental changes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-014-0411-5) contains supplementary material, which is available to authorized users.

## Background

DNA methylation is a heritable epigenetic modification involved in the regulation of a variety of processes ranging from development to genomic imprinting, gene regulation and transposon silencing [1]. It is found in animals, plants, and some fungi, but has been lost in various invertebrate lineages [2].

A genome-wide picture of DNA methylation has emerged recently from methylome studies carried out on more than 20 eukaryotic organisms belonging to four different lineages [3–7]. As revealed by these studies, DNA cytosine methylation occurs either within symmetric CG/CHG, or asymmetric CHH sequence contexts (where H stands for A, C, or T). The latter are frequently observed in plants and fungi, whereas symmetric, especially CG methylation, predominates in vertebrate genomes (reviewed by [8]). Promoter and gene-body methylation marks are common in higher eukaryotes, where they provide an additional level of gene regulation (both negative and positive), while inactivation of transposons and other repeated elements appears to be the main purpose of DNA methylation in fungi (reviewed by [2]). DNA methylation is an essential process in both plants and animals; its disruption leads to a variety of abnormal phenotypes, including altered development and cancer, but it appears to be dispensable in the model filamentous fungus *Neurospora crassa* and in various invertebrates [2,9,10].

The multiplicity and sequence specificity of DNA methyltransferases (DMTs) is also beginning to be delineated (reviewed by [2,8]). The presence of two particular DMTs (Dnmt1 and Dnmt3) is associated with CG methylation in vertebrates and in certain plants, whereas a third DMT, the chromomethylase CMT, is associated with the non-CG methylation found in four of the six plant genomes examined so far. In filamentous fungi, the number of predicted DMTs (Dnmt1 or Dnmt1-related) ranges from one to two, but their sequence specificity and mode of action are not yet fully understood. Additional putative methyltransferases are present in some ascomycetes belonging to the Pezizomycotina (for example, the RID and Masc1 proteins of *N. crassa* and *Ascobolus immersus*), which are responsible for premeioitic genome defense processes such as “repeat-induced point mutation” (RIP) and “methylation-induced premeiotically” (MIP), respectively [11,12].

*Neurospora*, with an estimated 2% bulk methylation level and a Dnmt1-related, functionally active methyltransferase (DIM-2), is the best-studied fungus with regard to DNA methylation. The molecular mechanisms leading to 5-methylcytosine (5mC) formation that were first discovered in this fungus seem to be quite conserved and paved the way to a deeper understanding of DNA methylation in other organisms [13]. Nevertheless, a number of DNA methylation variations and idiosyncrasies appear to be present in fungi [14]. For example, fungi seem to lack RNA-dependent methylation processes [15]. Moreover, DNA methylation is not present in a variety of unicellular yeasts such as *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe*, and also in some filamentous ascomycetes evolutionarily related to *Neurospora* such as *Aspergillus nidulans* and *Aspergillus flavus* [16,17]. Another unusual situation occurs in the dimorphic yeast *Candida albicans*, where methylation has been shown to target and modulate the transcription of genes [18].

In *Neurospora*, methylated DNA is mainly found in transposable element (TE) relics produced by RIP [10], which relies on cytosine methylation coupled to 5mC deamination of CA dinucleotides brought about by the putative methyltransferase RID, leading to the accumulation of C:G to T:A transitions in repeated elements [12]. MIP is a silencing mechanism that also relies on DNA cytosine methylation, but is not directly coupled to 5mC deamination. It has been first documented in the ascomycete *A. immersus*, where it is carried out by the RID homolog Masc1, and causes the repression of methylated repeated elements as well as the suppression of homologous recombination [11]. In both *N. crassa* and *A. immersus*, DNA methylation could be reverted to varying extents by treatment with 5-azacytidine (5-aza) and other cytosine analogues [19–21]. Curiously, even in filamentous fungi lacking DNA methylation, such as *Aspergillus* spp., 5-aza has been shown to induce a mycelial phenotype modification, characterized by overgrowing and dispersed hyphae, designated as “fluffy” ([22,23] and references therein).

A general trend toward CG-targeted methylation of transposable or otherwise repetitive elements has been documented by methylome analyses of five fungi representative of the ascomycetes, basidiomycetes and zygomycetes [7]. Despite an estimated divergence time of more than 1 billion years between the three sampled basidiomycetes and the zygomycete *Phycomyces blakesleeanus*, the methylation patterns of the four fungi were overall very similar, with a marked preference for CG target sequences located within TEs or other repeated elements, and the virtual absence of gene methylation. In contrast, the methylome of *Uncinocarpus reesii*, an ascomycete distantly related to *N. crassa* that contains a DMT homologous to DIM-2 plus a RID/Masc1 homolog, revealed rather unexpected features, such as a marked preference for CG rather than CA dinucleotides predicted as RIP sites, a reduced CG methylation and appreciable levels of gene-body methylation specifically targeting exon sequences as in plants [7]. The divergent patterns observed in *U. reesii* point to the diversity of DNA methylation mechanisms in fungi and to the need for in-depth investigations across multiple closely related species, especially when they are characterized by distinctively different lifestyles and unusual genome structures.

With this goal in mind, we have determined the genome-wide DNA methylation profiles associated with the different lifecycle stages of the black truffle *Tuber melanosporum*, a macrofungus and a highly appreciated gastronomic delicacy produced by an ectomycorrhizal ascomycete symbiont found throughout southern Europe. *T. melanosporum* features one of the largest genomes (125 Mb), with an exceptionally high TE and repetitive DNA content (>58%), among the fungi that have been sequenced so far [24]. As obligate outcrossing organisms, truffles are bound to a sexual mode of propagation, which together with TEs has been proposed to be a major force driving the evolution of DNA methylation [2,25]. *T. melanosporum* belongs to the Pezizales, a largely unexplored group of ascomycetes that includes *A. immersus*, a fungus relying on premeiotic DNA methylation as a means to control repetitive element proliferation [11,26].

Our methylome analysis revealed an extensive DNA methylation that selectively targets TEs, covers about 44% of the cytosines in the truffle genome, and could be partly reverted by 5-aza treatment with a concomitant increase of TE transcription. The methylation pattern in *Tuber* shares a number of features with *Ascobolus* MIP, but it is less exhaustive, with approximately 300 unmethylated or poorly methylated TEs (especially small-sized elements) that escape modification and remain transcriptionally active. Indirect evidence in favor of a residual TE activity and its potential contribution to genome plasticity was provided by the discovery of amplified genomic regions enriched in transcriptionally active transposons leading to extensive copy number variation (approximately 7% of the reference genome size).

## Results

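Genomic DNA of FLM, FB and ECM was treated with bisulfite, which turns unmethylated cytosines into bases that are read as T, and 1 library per stage was sequenced. FLM came from a culture of the Mel28 strain grown for 5 weeks, FB from a mature fruitbody collected in Auvergne, and ECM from root tips of inoculated hazel plantlets, so that stage, isolate and growth conditions vary together. The authors aligned the reads with BS Seeker to the v1.0 assembly of the Mel28 genome, which has 398 scaffolds and 124945702 bp, and deposited the methylated reads, all reads and their ratio for each cytosine with at least 1 read. These calls list 52814490 cytosines in FB, 53500843 in FLM and 19268541 in ECM. Their mean depth is 20.1 reads per listed cytosine in FB, 19.9 in FLM and 1.35 in ECM, and it is this depth that the values rest on. The paper's Table S1 gives a coverage per strand of 34.73 in FB, 31.61 in FLM and 1.18 in ECM. Levels were recomputed from the read counts as the mean of the per-cytosine ratios, in percent. Sites in TEs and genes were taken from the coordinates in the authors' tables of 27168 classified TEs and from the reference annotation of the same assembly, to which 7420 of the 7496 genes in the authors' gene table could be matched. With 1 library per stage, no test between stages was possible. The 95% intervals come from 1000 bootstrap draws over scaffolds within a library. They cover variation along the genome and counting error, not variation between fruitbodies or cultures. Exact binomial intervals, given for shares, treat the units counted, such as cytosines, TEs or windows, as independent draws. They cover neither clustering along the genome nor variation between samples.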

We generated genome-wide DNA methylation profiles at single-base resolution of the saprobic free-living mycelium (FLM), truffle fruitbody (FB) and ectomycorrhizal (ECM) developmental stages of *T. melanosporum* (using bisulfite sequencing (BS-seq)). We aligned bisulfite-converted reads generated by an Illumina sequencer against the truffle genome [24] using the BS Seeker program [27]. We achieved 32X, 35X and 1.2X coverage per strand for FB, FLM and ECM, respectively (Table S1 in Additional file 1). The ECM sample contained substantial amounts of root cells from the hazelnut (*Corylus avellana*) host tree, whose genome has not yet been determined. Even at this low coverage (1.2X), we were able to delineate global, low-resolution methylation profiles for the symbiotic ECM stage of the *Tuber* lifecycle.

Methylation levels were estimated for each cytosine covered by at least four reads (see Materials and methods for details). 

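At this minimum, 49228849 cytosines were kept in FB, which is 91.0% of the 54076063 cytosines that have a read in at least 1 library. FLM kept 51053600 cytosines (94.4%) and ECM kept 259608 (0.480%). The median depth of the CG sites kept was 24 reads in FB, 23 in FLM and 4 in ECM.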

The results presented below are centered on the highly covered FB and FLM methylomes; most of the corresponding ECM data are separately presented in Tables S1 and S2, Figures S1 and S3-S7, in Additional file 1.

### Genome-wide DNA methylation profiles associated with the different developmental stages of *T. melanosporum*

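Cytosines with at least 4 reads in both FB and FLM numbered 48290915, of which 7331620 were CG, 8704927 CHG and 32254368 CHH sites. They make up 89.3% of all cytosines seen with a read.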

The data on common sites of FB and FLM samples cover more than 90% of the cytosines in the truffle genome. 

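A rule for calling a cytosine methylated is not given in the sources used here. With a cytosine called methylated when at least 1 of its reads was methylated, the share at the sites common to both stages was 42.3% in FB and 39.0% in FLM. The rule moved the share and the order of the stages. A 1-sided binomial test of each cytosine against the pooled level of gene bodies, with Benjamini-Hochberg adjustment, called 27.1% in FB and 27.4% in FLM.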

We found that 44% and 41% of these covered cytosines are methylated in FB and FLM, respectively. On average, the methylation level is approximately 30% for CG sites and 10% for non-CG sites (Figure 1A; Table S2 in Additional file 1). 

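Over all cytosines with at least 4 reads, the mean CG level was 28.9% in FB (95% interval 27.8 to 30.1%) and 30.3% in FLM (29.2 to 31.5%). The CHG level was 8.87% in FB (8.56 to 9.20%) and 8.07% in FLM (7.81 to 8.36%). The CHH level was 10.3% in FB (9.94 to 10.6%) and 10.1% in FLM (9.78 to 10.4%). Pooling the reads over sites, which gives weight to depth, moved the CG level most, to 18.0% in FB and 19.5% in FLM.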

Similar to previous reports in plants and mammals, CG methylation levels in truffle display a bimodal distribution, with CG sites either highly (>80%) or weakly (<10%) methylated. 

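Of the CG sites, 67.6% in FB and 65.2% in FLM had a level below 10%, and 26.3% in FB and 27.1% in FLM had a level above 80%. The 2 ends together held 94.0% of the CG sites in FB and 92.3% in FLM. With at least 10 reads per site they held 96.3% and 94.5%.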

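A level below 50% was found at 96.0% of the CHG sites in FB and 96.5% in FLM. The corresponding share of CHH sites was 94.3% in both stages.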

Most non-CG sites have lower levels of methylation (<50% on average) (Figure S1 in Additional file 1). 

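Bulk levels of FB and FLM were compared at the common sites. The mean CG level was 28.2% in both stages, with a difference (FB minus FLM) of -0.0117 percentage points and a 95% interval of -0.205 to 0.165 that includes 0. The CHG level was 8.80% in FB and 7.91% in FLM, a difference of 0.886 points (0.823 to 0.952). The CHH level was 10.1% in FB and 9.88% in FLM, a difference of 0.259 points (0.197 to 0.324). The CG difference was the most sensitive to the processing. With pooled reads it was -0.771 points (-1.04 to -0.525), and with at least 10 reads per site 0.00563 points.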

FB and FLM have very similar bulk methylation levels, although FB is slightly more methylated (∆ methylation levels = +0.6, +2.3, and +0.8% for CG, CHG, and CHH sites, respectively; Table S2 and Figure S2 in Additional file 1).

**Figure 1:**
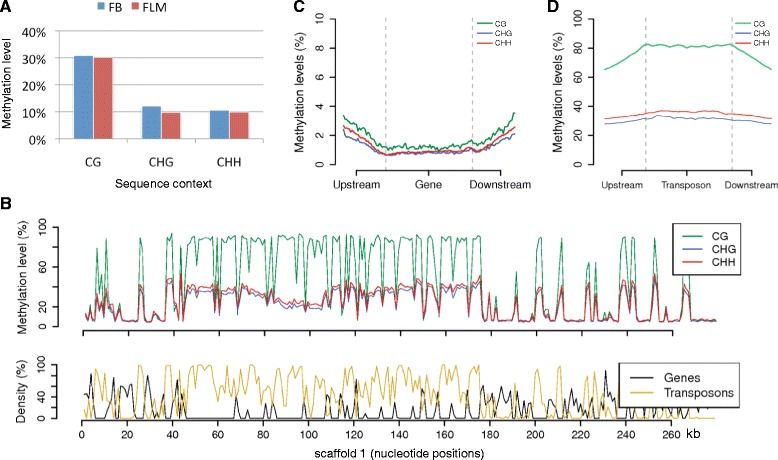
**Global patterns of DNA methylation in** ***T. melanosporum.*** **(A)** Average methylation levels in fruitbody (FB) and free-living mycelium (FLM). **(B)** Methylation levels of CG, CHG, and CHH sites in scaffold 1 (FB); density of genes and transposons in the same scaffold is shown in the bottom track. **(C,D)** Meta-plots of FB methylation levels in genes (C) and transposable elements (D).

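For the comparison with ECM, cytosines with at least 4 reads in each of FB, FLM and ECM were used. They numbered 253626, of which 55147 were CG, 51918 CHG and 146561 CHH sites.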

We used 260,000 common cytosines (58K CG, 54K CHG, and 147K CHH sites), sufficiently covered in all three samples, for the comparison with ECM. Despite the lower methylation levels of the common sites utilized for this comparison, we found a relative distribution (and a preference for CG sites) similar to that observed in FB and FLM. 

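At these sites the CG level was 6.55% in FB and 6.59% in FLM, the CHG level 3.38% and 2.80%, and the CHH level 3.29% and 2.91%.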

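In ECM, the mean level at the sites common to the 3 stages was 6.29% for CG (95% interval 5.67 to 6.98%), 3.41% for CHG (3.12 to 3.73%) and 3.39% for CHH (2.97 to 3.80%). The level depended strongly on the depth asked of ECM. With 1 ECM read or more, it was 19.5% for CG, 7.23% for CHG and 8.72% for CHH.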

The average methylation level for ECM is about 8%, 5% and 4% for CG, CHG and CHH sites, respectively (Table S2 in Additional file 1). Average global methylation levels are highest in FB, followed by ECM, and lowest in FLM, although they differ by no more than 2% from each other. It should be noted, however, that due to the generally lower mapability of ECM reads, weakly methylated gene-rich regions are likely to be over-represented.

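At the common sites, ECM minus FB was -0.252 percentage points for CG (95% interval -0.422 to -0.0927), 0.0375 for CHG (-0.0626 to 0.135) and 0.104 for CHH (0.0184 to 0.180). ECM minus FLM was -0.298 points for CG (-0.486 to -0.131), 0.610 for CHG (0.505 to 0.711) and 0.477 for CHH (0.349 to 0.603). The small CHG difference between ECM and FB changed sign when 1 or 2 ECM reads were enough, to -0.0177 and -0.0473 points.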

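Of the sites covered in all 3 stages, 32.4% lay in genes and 11.7% in TEs. Among the sites with at least 4 reads in FB and FLM, 15.3% lay in genes and 38.0% in TEs.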

A large-scale view of FB methylation levels measured in different sequence contexts (that is, CG, CHG, and CHH) across the first *T. melanosporum* genome scaffold is shown in Figure 1B. 

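In 1385 windows of 2 kb along scaffold 1, the Spearman correlation of the FB CG level with the share of the window taken by TEs was 0.635, and with the share taken by genes -0.567.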

Similar plots for FLM and ECM are reported in Figure S3 in Additional file 1, and genome-wide views for the three samples are shown in Figure S4 in Additional file 1. 

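Over the whole genome, the CG level of 2 kb windows was compared with their TE and gene content. The Spearman correlation with TE content was 0.659 in FB (62050 windows, 95% interval 0.642 to 0.674) and 0.646 in FLM (0.630 to 0.660). The correlation with gene content was -0.480 in FB and -0.482 in FLM. In FB, windows with at least 80% of their length in TEs and no gene had a median CG level of 83.6%, and windows with at least 80% in genes and no TE had 0.479%. In windows of 10 kb the correlation with TE content rose to 0.799 in FB and 0.794 in FLM. Intervals rest on 200 bootstrap draws, and windows of a genome are not independent replicates.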

Methylation profiles exhibit a mosaic pattern [28], with DNA methylation concentrated in TE-rich regions and generally depleted in genes (Figure 1B). 

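Mean levels were computed over all sites within TEs and within genes. In FB, the CG level was 75.2% in TEs (95% interval 73.6 to 76.5%) and 1.10% in genes (0.820 to 1.40%). The CHG level was 15.8% in TEs and 0.741% in genes, and the CHH level 17.9% and 0.813%. In FLM, TEs had 75.6% CG, 14.2% CHG and 17.3% CHH methylation and genes 0.897%, 0.517% and 0.606%. In ECM, where 1 read per site was enough, TEs had 70.1% CG, 15.5% CHG and 18.3% CHH methylation, and genes 0.976%, 0.853% and 0.938%.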

As further shown in the meta-plots (Figure 1C,D; Figure S5 in Additional file 1), methylation profiles determined across genes and TEs in FB confirm that genes and exons are indeed very weakly methylated (approximately 1%), whereas TEs are highly methylated at both CG (approximately 80%) and non-CG (approximately 30%) sites. Despite the strikingly different methylation levels associated with genes and TEs, the sequence motifs for CG and non-CG methylation and their relative preference turned out to be essentially the same when determined on total or transposon-associated DNA (Figures S6 and S7 in Additional file 1). Although the rDNA cluster is not fully assembled in the present version of the *T. melanosporum* genome, multiple rRNA genes were identified on scaffolds 298 and 355 and they were found to display a high (70 to 90%) level of DNA methylation.

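Scaffold 298 (60243 bp) had a mean CG level of 65.6% in FB over 1830 sites, with an SD between sites of 41.4, and 70.7% in FLM and 63.4% in ECM. Scaffold 355 (12744 bp) had 71.1% in FB over 136 sites, 71.3% in FLM and 70.2% in ECM. The median depth over all CG sites of scaffold 355 was 3 reads in FB. Its mean CG depth in ECM was 9.97 times the genome mean, against 0.512 times in FB and 0.590 times in FLM. On scaffold 298 the ECM depth was 2.21 times the genome mean. The ECM sample also holds hazelnut root cells, and whether host reads add to these ECM levels was not tested.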

These results indicate a strong and preferential TE methylation in all three developmental stages of *T. melanosporum* and suggest that DNA methylation is likely involved in the control of transposon activity.

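The CG level of TEs exceeded that of genes by 74.1 percentage points in FB (95% interval 72.5 to 75.5), 74.7 in FLM (73.4 to 75.9) and 69.1 in ECM (67.4 to 70.6). Pooling the reads over sites moved this most, to 67.6 points in FB. From the contrast between TEs and genes in the 3 stages, the paper concludes that TEs are strongly and preferentially methylated, and it proposes that the methylation takes part in the control of transposon activity.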

### DNA methylation is negatively associated with transposon expression, but not gene expression

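RNA of FB and FLM was sequenced in 1 library per stage with reads of 50 nt. The authors aligned the reads with TopHat to the transcripts of genes and TEs, kept unique alignments that lay entirely in a single gene or TE, counted them with HTSeq and deposited the read counts with RPKM values. The FB library has 23397373 reads on genes and 5592136 on classified TEs, and the FLM library 23816308 on genes and 194684 on classified TEs. Of the 7496 genes, 7331 had a read in FB and 7301 in FLM. RPKM values were used as deposited, and a feature's methylation was computed where it had at least 4 sites of the context with at least 4 reads. Correlations are Spearman correlations across genes or TEs within a library, with bootstrap intervals over scaffolds. Genes and TEs are not independent replicates, and no p-value was computed across them.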

We next examined the relationship between DNA methylation and expression using an RNA-seq dataset generated from the same biological samples (FLM and FB) used for the methylation analysis. Since gene methylation is generally low, we expected a weak association with gene expression. 

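For gene bodies with RPKM above 0, the correlation of CG methylation with expression was 0.0637 in FB (95% interval 0.0418 to 0.0859, 7300 genes) and -0.00400 in FLM (-0.0283 to 0.0175, 7275 genes). The median CG level of these genes was 0.485% in FB and 0.268% in FLM. For the 1 kb upstream of the genes whose strand is known, the correlation was 0.0568 in FB (0.0142 to 0.0982, 2918 genes) and 0.0302 in FLM (-0.00395 to 0.0611, 2896 genes).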

Not surprisingly, we found essentially no correlation between gene (promoters and gene bodies) methylation and gene expression (Figure S8 in Additional file 1).

In contrast, we found a significant negative correlation between TE expression and TE methylation levels in both FB and FLM (Figure 2; Figure S9 in Additional file 1), where highly expressed TEs were found to be significantly less methylated than lowly expressed TEs. 

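Across TEs with RPKM above 0, the correlation of CG methylation with RPKM was -0.521 in FB (95% interval -0.571 to -0.470, 1393 TEs) and -0.381 in FLM (-0.434 to -0.327, 1118 TEs). It was -0.319 in FB and -0.230 in FLM as a partial correlation given TE length. The choice of TEs moved it most. Among TEs with RPKM above 1, it was 0.104 in FB (-0.0274 to 0.234, 227 TEs) and 0.0195 in FLM (-0.117 to 0.141, 232 TEs). These TEs had a median CG level of 0.558% in FB and 0.242% in FLM, and 96.5% of them in FB and 94.8% in FLM lay below 10%. TEs with an RPKM above 0 and up to 1 had a median of 0.897% in FB and 0.369% in FLM, with 65.2% and 74.7% of them below 10%. TEs with RPKM 0 had a median of 83.6% in FB and 84.2% in FLM, with 11.5% and 11.0% below 10%. From the lower methylation of expressed TEs, the paper proposes that TE methylation in Tuber is associated with transcriptional repression of TEs.

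**Figure D1:**
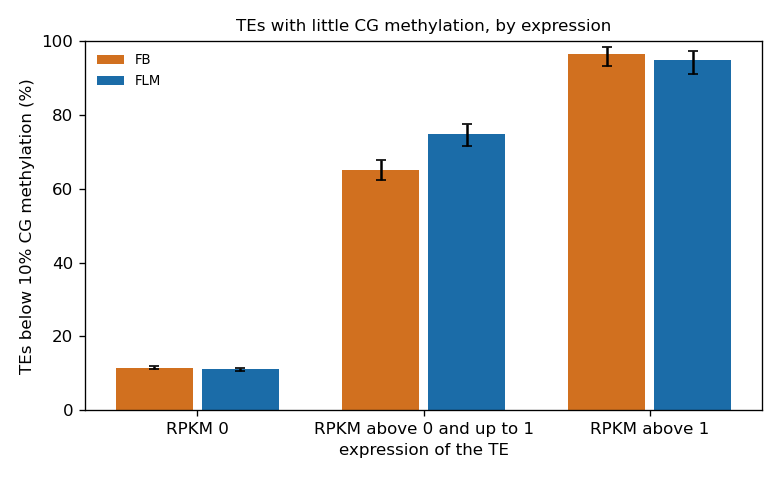
Share of classified TEs with a CG methylation level below 10% (vertical axis, percent) in 3 bins of RPKM in FB (orange) and FLM (blue). Error bars are exact binomial 95% intervals. The share rises from 11.5% at RPKM 0 to 96.5% above RPKM 1 in FB.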

In accordance with previous reports indicating that methylation acts as a TE silencing mechanism [29,30], these results suggest that TE methylation levels in *Tuber* are associated with transcriptional repression of TEs.

**Figure 2:**
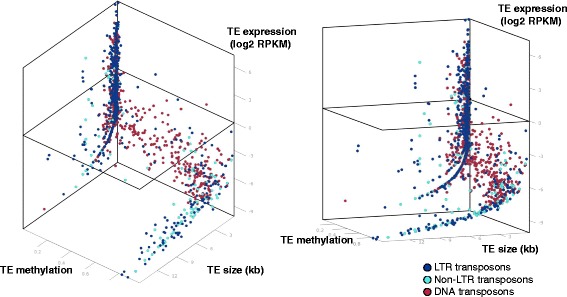
**Transposon methylation and expression.** CG methylation levels of individual TEs plotted against their size (kb) and expression levels (Log2 RPKM (reads per kilobase per million mapped reads)) in FB. A three-dimensional scatter plot is shown from two views. TEs belonging to different classes are displayed as different color dots as indicated. Only TEs with detectable expression levels (RPKM >0) are shown; a total of 1,414 TEs for FB. The plane cut at log2 RPKM = 0 (corresponding to RPKM = 1) was set as a threshold for expressed TEs. The results of a similar analysis conducted on FLM and on TEs with undetectable expression levels are shown in Figure S9 in Additional file 1.

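In the deposited table, 1433 classified TEs had a read in FB, 1393 of them with at least 4 CG sites of sufficient depth. Of the TEs with a read, 36.9% had 1 read.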

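Across all classified TEs with measured methylation, the Spearman correlation of length with CG methylation was 0.0890 in FB (95% interval 0.0675 to 0.112, 25352 TEs) and 0.0551 in FLM (0.0332 to 0.0781, 25430 TEs). With TEs of 1 CG site or more it was 0.0458 in FB and 0.0127 in FLM, where the interval of -0.0102 to 0.0370 includes 0. With at least 10 CG sites per TE it was 0.157 in FB (0.133 to 0.181) and 0.128 in FLM (0.104 to 0.152).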

TE methylation also correlates with transposon size. As shown in Figure 2 and Figure S9 in Additional file 1, small TEs exhibit a wide-range of CG methylation levels, while larger TEs (>1.5 kb) are more methylated. Furthermore, and in accordance with the above described inverse relationship between TE methylation and expression, large TEs tend to be expressed at very low levels: only 0.23% of those larger than 1.5 kb are expressed at all (that is, above a RPKM (reads per kilobase per million mapped reads) = 1 threshold), whereas 1.64% of TEs smaller than 1.5 kb appear to be expressed. 

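In FB, TEs of up to 1.5 kb had a median CG level of 81.7% with an interquartile range of 43.9 to 91.6%, and larger TEs a median of 83.7% with a range of 78.5 to 87.4%. A level below 10% was found in 20.4% of the small and 5.48% of the large TEs in FB, and in 19.9% and 4.41% in FLM.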

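In at least 1 stage, 27 of 9642 large TEs had an RPKM above 1, which is 0.280% (exact binomial 95% interval 0.185 to 0.407%). Of the 17526 small TEs, 288 did, which is 1.64% (1.46 to 1.84%). In FB alone the shares were 0.207% of large and 1.22% of small TEs, and in FLM alone 0.207% and 1.24%. With a threshold of RPKM above 0.5, 2.25% of the small and 0.322% of the large TEs were expressed in at least 1 stage.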

In both FLM and FB, the most highly expressed TEs are small (≤1.5 kb) and lowly methylated (Figure 2; but see also Figure S9 in Additional file 1). 

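The 3 TEs with the highest RPKM in FB are copies of the LTR element Tmel-B-R538-MAP6_classI-LTR-comp. The copy of 4896 bp on scaffold 298 had 3161 RPKM, the copy of 8231 bp on the same scaffold 2981 RPKM, and the copy of 3194 bp on scaffold 24 had 2487 RPKM. The CG level in FB was 73.2% over 124 sites in the 8231 bp copy and 69.4% over 21 sites in the 3194 bp copy. Copies of this element took 98.5% of the reads on classified TEs in FB, and 89.3% of these lay on the rDNA scaffolds 298 and 355. In FLM, the highest RPKM belonged to Tmel-B-G5797-MAP4_classI-LTR-comp, a Copia element of 317 bp with 559.6 RPKM, to Tmel-B-G12832-MAP3_classI-LTR-incomp, a Gypsy element of 217 bp with 331.3 RPKM, and to Tmel-B-G11572-MAP11_classI-LTR-comp, a Gypsy element of 274 bp with 227.5 RPKM. Each of these 3 overlaps an annotated gene, and each had a CG level of 0% in FLM, over 10, 8 and 8 sites.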

We analyzed TE methylation and expression levels in more detail with respect to previously classified groups of *Tuber* TEs [24]. 

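The authors' table assigns 13248 TEs to Gypsy, which is 48.8% of the classified TEs. Their summed length is 36445191 bp, or 29.2% of the assembly.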

In *T. melanosporum*, nearly half of the classified TEs are class I retroelements belonging to the long terminal repeat (LTR) retrotransposon Ty3/Gypsy superfamily, accounting for about 30% of the genome of this fungus (Figure 3A). 

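Among the other classified TEs, 8599 are DNA transposons (31.7%), 2852 are LINE (10.5%), 2270 are LTR elements outside Gypsy (8.36%) and 199 are non-LTR, non-LINE elements (0.732%).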

The second most abundant class comprises class II DNA transposons (21% of all classified TEs), followed by LINE non-LTR-retrotransposons (10% of all classified TEs), non-Gypsy LTR retrotransposons (8%) and a small fraction of non-LTR, non-LINE retrotransposons (less than 1%) [24]. Additional, unclassified repetitive elements (“Other repetitive elements” in Figure 3A) rarely contain recognizable open reading frames typically associated with TEs (<1%) and were thus excluded from analysis. 

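With RPKM above 1 as the threshold, 78 TEs were expressed in FB only, 82 in FLM only and 155 in both stages, 315 in all. A threshold of 0.5 moved the total to 425 TEs and a threshold of 2 to 233. The order of the stages was not stable. With a threshold of 2, 65 TEs were expressed in FB only and 57 in FLM only, and with the 2 stages' read totals in the order of the methods, a setting added after the data were seen, 93 and 65.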

As shown in Figure 3B, a few transposable elements in each class are expressed (RPKM >1) in at least one developmental stage (78 TEs expressed in FLM, 81 in FB, and 149 TEs expressed in both stages). The fraction of TEs expressed at RPKM >1 ranges from 0.4% for LINE non-LTR retrotransposons in FB to 2.8% for non-Gypsy LTR-retrotransposons in FLM (Figure 3B).

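The share of TEs with RPKM above 1 in FB and FLM was 0.634% and 0.611% for Gypsy, 2.07% and 2.82% for other LTR elements, 0.351% and 0.491% for LINE, 1.04% and 0.884% for DNA transposons, and 1.51% and 1.01% for non-LTR, non-LINE elements. The exact binomial 95% interval of the lowest share, LINE in FB with 10 TEs, was 0.168 to 0.644%, and that of the highest, other LTR elements in FLM with 64 TEs, was 2.18 to 3.59%.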

**Figure 3:**
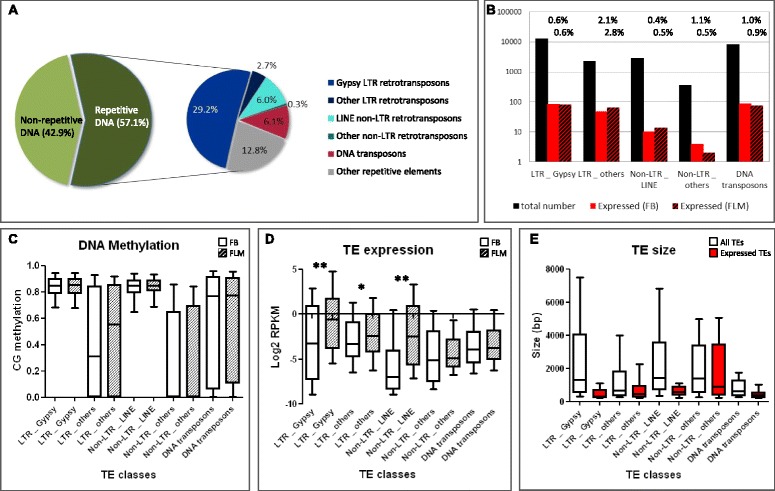
**DNA methylation and expression levels in different TE subclasses. (A)** Pie-chart diagram of TE distribution and relative occupancy (expressed as cumulative size) in the *T. melanosporum* genome. **(B)** The total number of TEs in each subclass (black bars) and the number of expressed TEs (RPKM >1) in FB (red bars) and FLM (striped red bars) are indicated. Percentage values shown above solid red and striped bars indicate the fraction of expressed TEs in each subclass. **(C,D)** Box plots of CG methylation **(C)** and expression levels **(D)** for the indicated TE subclasses in FB (white bars) and FLM (striped bars). Median methylation levels in **(C)** are close to zero for non-LTR retrotransposons. TE classes with different expression levels in FB and FLM are indicated (*t*-test significance: **P-value <0.001; *P-value <0.05). Log2 RPKM values in **(D)** are only reported for TEs with at least one mapped read (RPKM >0). **(E)** Box plot of all TEs (white bars) and TEs expressed in at least one developmental stage (FB/FLM) (red bars).

Members of the Gypsy and LINE superfamilies, representing 59% of all classified TEs in *T. melanosporum*, are the most methylated, while non-LTR, non-LINE retrotransposons are the least methylated (Figure 3C). 

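The median CG level was 84.8% in FB and 85.3% in FLM for Gypsy and 84.9% and 84.8% for LINE elements. DNA transposons had medians of 74.97% and 75.75%, other LTR elements 22.9% and 51.6%, and non-LTR, non-LINE elements 0.673% and 0.670%.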

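Expression in FLM and FB was compared in the TEs with RPKM above 0 in both stages. The median log2 ratio of FLM over FB was 0.22 for 153 Gypsy (95% interval -0.13 to 0.67), 0.22 for 160 other LTR (-0.35 to 0.42), 0.22 for 23 LINE (-0.28 to 1.22), 0.12 for 391 DNA transposon (-0.20 to 0.22) and -1.37 for 17 non-LTR, non-LINE elements (-4.41 to 1.59). All of these intervals include 0. In 78 of the 744 TEs the read counts of both stages were equal, which the deposited totals turn into a log2 ratio of 0.22. Among 10000 random lists of TEs matched on mean expression, the Gypsy median lay at the percentile 94.4 and the non-LTR, non-LINE median at 0.420. The sign depended on the TEs kept. With all TEs detected in at least 1 stage and log2(RPKM + 0.1), the median was -0.033 for Gypsy, -0.053 for other LTR, -0.043 for LINE and -0.11 for DNA transposons. With the 2 stages' read totals in the order of the methods, a setting added after the data were seen, it was -0.22 for Gypsy (-0.56 to 0.24), -0.22 for other LTR (-0.79 to -0.011), -0.22 for LINE (-0.72 to 0.78) and -0.31 for DNA transposons (-0.63 to -0.22). With log ratios centred on the median gene, it was 0.40 for Gypsy (0.057 to 0.86). The paper's Figure 3D shows TEs with a mapped read. When the median of each stage was taken over its own detected TEs, FLM minus FB was 2.68 for Gypsy and 4.46 for LINE on the log2 scale. It was 0.82 for other LTR elements, 0.16 for DNA transposons and 0.17 for non-LTR, non-LINE elements. These medians rest on different TEs in the 2 stages. Detected Gypsy elements numbered 280 in FB and 192 in FLM, and detected LINE elements 91 and 46. Expressed TEs had a median length of 316 bp against 1333 bp for other TEs in Gypsy, 384 against 632 bp in DNA transposons, 567 against 1436 bp in LINE, and 483.5 against 671.5 bp in other LTR elements.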

Interestingly, in each class, TE expression levels are generally higher in FLM than in FB (*P* < 0.001 for Gypsy and LINE elements; *P* < 0.05 for non-Gypsy LTR retrotransposons; Figure 3D), and expressed TEs are usually smaller than non-expressed TEs (Figure 3E). 

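Of the non-LTR, non-LINE elements, 5 had an RPKM above 1 in at least 1 stage. Their lengths ran from 217 to 5071 bp with a median of 887 bp, and the elements below the threshold had a median of 1389 bp.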

The sole exception is represented by non-LTR, non-LINE retrotransposons, for which the six expressed elements exhibit a fairly broad size range (Figure 3D,E).

Further evidence in favor of an inverse relationship between TE methylation and expression was provided by BS-seq and RNA-seq analyses of mycelia treated with the demethylating agent 5-aza. Given the known instability of 5-aza in aqueous solution and the lack of information on the timing of its potential effects and toxicity in *Tuber*, we initially explored different 5-aza concentrations and treatment conditions. As shown in Figure 4A, a dose-dependent transition to a fluffy-like phenotype, without any apparent toxicity, was observed in *T. melanosporum* mycelia cultured for 45 days in the presence of different 5-aza concentrations. This change was maximal at 100 μM and mycelia treated with this 5-aza concentration, along with control untreated mycelia, were used as sources of genomic DNA and RNA for BS-seq and RNA-seq. 

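The untreated and the 5-aza-treated mycelia, both of the Mel28 strain, were grown at 23°C for 45 days with an addition every 5 days, the last 24 hours before harvest. Each gave 1 BS-seq library with reads of 51 nt and 1 RNA-seq library with reads of 50 nt, without replicates. The authors deposited methylated and total reads per cytosine, and read counts and RPKM per gene and TE. The calls list 49271688 cytosines in the untreated library with a mean of 7.35 reads and 49884850 in the treated library with a mean of 8.64. At least 4 reads covered 39165342 cytosines (72.4%) and 43267006 (80.0%). The paper's Table S1 gives a coverage per strand of 7.21 and 8.44. The RNA-seq libraries have 22446163 and 21802480 reads on genes and 489103 and 217221 on classified TEs. Methylation was compared at the 36496217 cytosines with at least 4 reads in both libraries, of which 11348596 lie in TEs. Expression was compared in TEs with RPKM above 0 in both libraries, without a pseudocount. The median log2 ratio (5-aza over untreated) of 7297 genes was 0.030, so the deposited RPKM values were not rescaled.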

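Over all common sites, the CG level was 23.6% in both mycelia, the CHG level 7.98% in untreated and 6.59% in treated mycelia, and the CHH level 9.46% and 7.87%. The change (treated minus untreated) was -0.0526 percentage points for CG (95% interval -0.0587 to -0.0468), -1.39 for CHG (-1.46 to -1.33) and -1.58 for CHH (-1.66 to -1.51). The CG change moved most with pooled reads, to -0.148 points (-0.325 to -0.0131). The CHH change was -1.85 points with 1 read or more and -1.33 with at least 10 reads.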

As revealed by this analysis (Figure 4B), a decrease of global and TE-associated methylation levels (see also Tables S3 and S4 in Additional file 1) was detected in 5-aza-treated mycelia. Importantly, TE demethylation primarily affected symmetric (CHG) and asymmetric (CHH) non-CG sites and was accompanied by an increase of TE expression (Figure 4C-F).

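At common sites within TEs, the CG level was 77.8% in untreated and 77.6% in treated mycelia, the CHG level 17.3% and 14.3%, and the CHH level 20.1% and 16.7%. The change was -0.139 percentage points for CG (-0.688 with pooled reads, 95% interval -0.806 to -0.581), -3.05 for CHG (95% interval -3.13 to -2.98) and -3.37 for CHH (-3.44 to -3.30). In genes it was -0.0340 points for CHG and -0.0407 for CHH. A loss of more than 5 percentage points was found in 6339 TEs for CHG (24.5%), 6449 for CHH (24.0%) and 1032 for CG (4.33%), while 1008 TEs gained more than 5 points of CG methylation. Of the 1259 TEs with reads in both libraries and measured CHH methylation, 48 had lost more than 5 points. Their median log2 ratio (5-aza over untreated) was 0.62 (95% interval 0.034 to 1.03), and 30 of the 48 had more reads after 5-aza, 12 equal and 6 fewer. The median lay at the percentile 96.6 among 10000 random lists of TEs matched on mean expression. Their median number of reads was 2 in the untreated and 3 in the treated library. The other TEs had a median log2 ratio of 0.034, which is the ratio that equal read counts give. Summed over the 6446 TEs with such a CHH loss outside the rDNA-associated LTR element, including those read in 1 library only, the reads went from 354 to 328. The median was 0.034 for 62 TEs that had lost CHG methylation and -0.17 for 6 TEs that had lost CG methylation. Among TEs with a CHH loss, it was 0.77 for 27 DNA transposons and 0.78 for 16 Gypsy elements. A pseudocount of 1 moved the median for CHH loss most, to 0.017. No TE with a CHH loss over 5 points had an RPKM of 1 or more after 5-aza. From the loss at non-CG sites and the expression change of TEs that lost CHH methylation, the paper draws further evidence for an inverse relationship between TE methylation and expression.

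**Figure D2:**
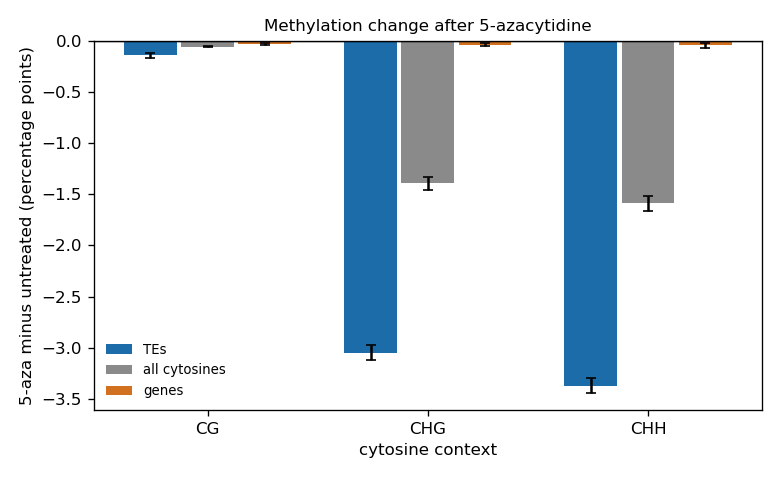
Change of mean methylation (5-aza minus untreated, vertical axis, percentage points) by cytosine context at sites with at least 4 reads in both mycelia, in TEs (blue), over all cytosines (grey) and in genes (orange). Error bars are 95% intervals from a bootstrap over scaffolds. The change in TEs is -3.05 points for CHG and -3.37 points for CHH.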

**Figure 4:**
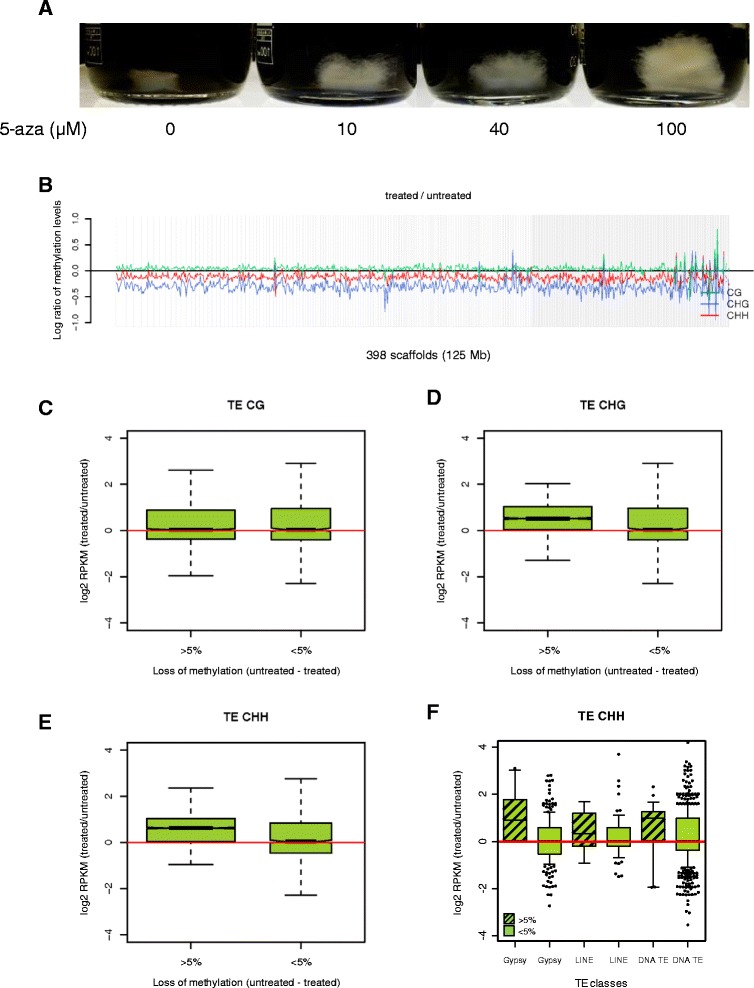
**DNA methylation profiles and TE expression levels of free-living mycelia treated with 5-azacytidine. (A)** Dose-dependent induction of the ‘fluffy‘ phenotype in free-living mycelia treated for 45 days with increasing concentrations of 5-aza. **(B)** Genome-wide comparison of DNA methylation levels in 5-aza (100 μM)-treated versus untreated mycelia. **(C)** Box plot representation of the fold-change in expression levels of TEs with different CG delta methylation levels (5-aza untreated - treated). **(D,E)** Same as (C) for CHG and CHH delta methylation levels as indicated. *t*-Test *P*-values for TE expression changes associated with CHG and CHH delta methylation levels are 0.1436 and 0.01367, respectively. **(F)** Fold-change TE expression levels as a function of CHH methylation levels for the indicated TE subclasses; delta CHH methylation levels (untreated - treated) >5% or <5% are shown as striped and unstriped bars, respectively. Only TE subclasses with at least 10 members are shown.

### The association between TE methylation and nearby gene expression

In *Arabidopsis thaliana*, a repressive effect of DNA methylation-mediated TE silencing on the expression of nearby genes has been reported, resulting in the preferential loss of methylated TEs from gene-rich chromosomal regions [29]. To investigate whether a similar phenomenon occurs in truffle, we determined the methylation levels of TEs located at a relatively close distance (upstream or downstream) from genes. 

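TEs were given to their nearest gene by the shortest distance between the 2, with overlap as distance 0. Genes of the authors' table were ranked by RPKM in each stage, and the top 25% and bottom 25% were compared. In FB these were the genes above 21.0 RPKM and those up to 3.09 RPKM. The mean CG level over TEs was taken within 0.5 kb and between 0.5 and 1 kb, with bootstrap intervals over scaffolds.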

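Within 0.5 kb in FB, 203 TEs near genes of the top 25% had a mean CG level of 40.8% and 212 TEs near genes of the bottom 25% had 44.0%, a difference of -3.26 percentage points with an interval of -14.2 to 9.06. Between 0.5 and 1 kb the means were 56.4% and 38.4%, a difference of 18.0 points (6.32 to 27.8). The difference depended on the unit of comparison and on TEs that overlap a gene. With cytosines of TEs placed by their own distance to the gene, an alternative added after the data were seen, the mean CG level within 0.5 kb was 23.4% near genes of the top 25% and 42.4% near genes of the bottom 25%, a difference of -18.9 points (-30.5 to -6.82), and between 0.5 and 1 kb the difference was 5.19 points (-4.82 to 15.3). With TEs that overlap no gene, the difference within 0.5 kb was 7.59 points (-2.61 to 17.3).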

As shown in Figure 5, we found that the cytosines of TEs close to highly expressed genes (up to 1 kb, upstream or downstream of the transcription start or termination sites) tend to be less methylated than those located near lowly expressed genes and that this difference increases with increasing proximity to the genes (*t*-test *P*-value of 2.2 × 10^-16^ for TE-gene distances ≤0.5 kb). 

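In FLM, the difference between TEs near genes of the top 25% and TEs near genes of the bottom 25% was -2.33 points (-13.6 to 9.29) within 0.5 kb and 13.1 points (3.93 to 21.6) from 0.5 to 1 kb. By cytosine, it was -22.5 points (-35.4 to -8.88) within 0.5 kb and -0.609 points (-11.1 to 9.64) beyond. For CHG sites of whole TEs, the difference within 0.5 kb was 3.07 points in FB (0.212 to 5.97) and 2.60 in FLM (0.0841 to 5.24). For CHG sites counted by cytosine, the difference within 0.5 kb was -2.90 points in FB (-5.48 to -0.0741) and -3.23 in FLM (-5.68 to -0.918), and from 0.5 to 1 kb it was 4.01 points in FB and 2.87 in FLM.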

The same pattern is observed in both FB and FLM, in CG as well as non-CG sequence contexts (Figure S10 in Additional file 1), whereas no difference with respect to DNA methylation was observed for non-TE regions close to highly or lowly expressed genes (Figure S11 in Additional file 1).

**Figure 5:**
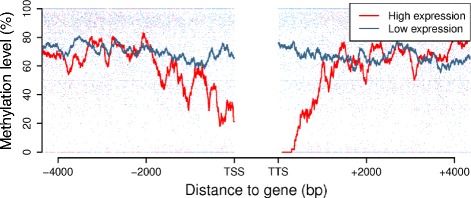
**TE methylation in the proximity of genes with different expression levels.** CG methylation levels of TEs located upstream or downstream of highly expressed genes (top 25%; red dots) and lowly expressed genes (bottom 25%; blue dots). Red (highly expressed genes) and blue (lowly expressed genes) lines represent the moving average of methylation levels in 100 bp windows. *t*-Test *P*-values of the differences in percentage TE methylation between highly and lowly expressed genes were 2.2 × 10^-16^ for TE-gene distances ≤0.5 kb and ≤10^-5^ for TE-gene distances between 0.5 and 1 kb.

We also asked whether gene-neighboring TEs (that is, TEs preceded and/or followed by a gene within a 1 kb distance) are more likely to be expressed. In the truffle genome only 2.2% of TEs are located at a distance less than 1 kb from coding genes. This likely reflects the structural organization of the *Tuber* genome, which is made of small blocks of genes interspersed within large TE islands [24]. 

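By the shortest distance, 1382 of the 27168 classified TEs lay within 1 kb of an annotated gene, which is 5.09% (exact binomial 95% interval 4.83 to 5.35%). Of these, 289 overlap a gene. Within 0.5 kb there were 825 TEs (3.04%).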

Despite the low frequency of gene-proximal TEs, we found that these TEs are preferentially located near genes with high to median expression levels. Also, in accordance with the observation that cytosine residues of TEs close to highly expressed genes tend to be less methylated and that expressed TEs exhibit a clear trend toward hypomethylation, we found that about 14% of expressed TEs are close to genes (an over six-fold enrichment with respect to the total fraction of gene-proximal TEs).

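When all placed genes are split into 4 groups of equal size by their RPKM in FB, the genes nearest to the gene-proximal TEs fall into the lowest group for 24.8% of these TEs, into the next for 25.3%, into the third for 24.7% and into the highest for 25.2%. By the RPKM in FLM, the shares from the lowest to the highest group are 25.5%, 24.6%, 24.8% and 25.1%.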

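Of the 315 TEs with RPKM above 1 in at least 1 stage, 145 lay within 1 kb of a gene, which is 46.0% (exact binomial 95% interval 40.4 to 51.7%). Relative to all TEs this is 9.05-fold (bootstrap interval 7.73 to 10.6). Among the expressed TEs, 94 overlap a gene. Without the TEs that overlap a gene, a setting chosen after seeing the values, the fold was 4.02. Among the alternatives set in advance, the distance moved it most, to 12.8 within 0.5 kb and 5.71 within 2 kb. The paper sets the share of expressed TEs near genes beside the lower methylation of TEs close to highly expressed genes and of expressed TEs.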

### DNA methylation and genome plasticity

The coverage of BS-seq data across the genome also revealed copy number variation (CNV) between FLM and FB. Specifically, we identified 107 genomic regions with significant CNV (defined as a 100 kb window with a |Log coverage ratio (FLM/FB)| ≥ 0.3), corresponding to 7.3% of the genome, 102 (95%) of which were independently confirmed by standard Illumina sequencing performed on non-bisulfite-treated FLM genomic DNA (Table S1 in Additional file 1). Most of these regions (96%) are amplified in FLM with respect to FB (Figure 6A). 

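Coverage was taken as the number of reads summed over cytosines in the deposited calls. For each 100 kb window it was divided by the genome mean of its library, and the natural log of the ratio (FLM/FB) was taken. The 398 scaffolds give 1468 windows, of which 1465 have coverage in both stages.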

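With a threshold of 0.3 on the absolute log ratio, 110 windows on 35 scaffolds were called, which is 7.21% of the genome. Of these, 78 have the full 100 kb and the others are shorter, at scaffold ends. A threshold of 0.4 gave 86 windows and 0.2 gave 141. The window size moved the count most, to 222 windows of 50 kb and 1350 of 10 kb, or 7.91% and 10.6% of the genome. Unconverted genomic DNA of FLM was not analysed here.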

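Of the 110 windows, 104 (94.5%) had more coverage in FLM. These fell into 30 runs of adjacent windows, 14 of them with at least 2 windows and 88 windows together. The longest run covers scaffold 15 from 1 to 1207611 (13 windows, 1.69-fold higher in FLM, log ratio 0.524) and holds 44 genes and 311 TEs. The next covers scaffold 6 from 600001 to 1662392 (11 windows, 1.50-fold, log ratio 0.408) with 45 genes and 253 TEs. The third covers scaffold 28 from 1 to 985988 (10 windows, 1.61-fold, log ratio 0.475) with 7 genes and 257 TEs. In the untreated mycelium of the 5-aza experiment, set against FB, the log ratio was 0.650 on the first run, -0.0670 on the run of scaffold 6 and 0.536 on that of scaffold 28.

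**Figure D3:**
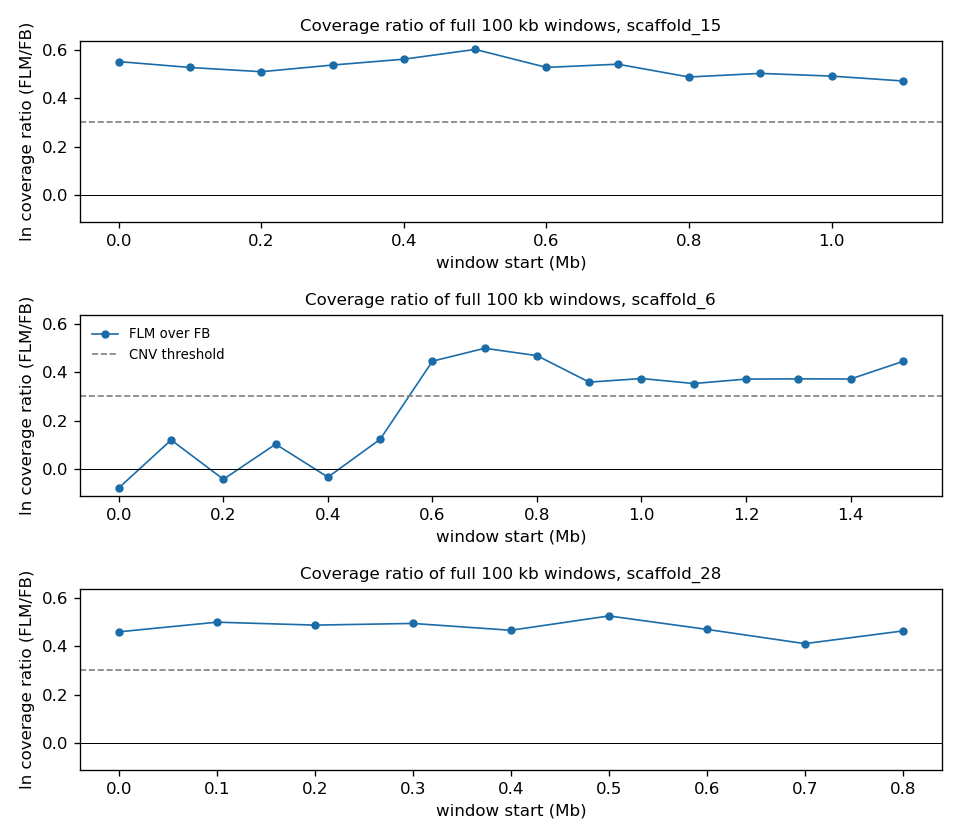
Natural log of the coverage ratio (FLM/FB, vertical axis) of full 100 kb windows along scaffolds 15, 6 and 28 of the v1.0 assembly (horizontal axis, window start in Mb), which hold the 3 longest runs. Points are windows and the dashed line is the threshold of 0.3. On scaffold 6, the windows from 600001 onward lie above the threshold.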

Interestingly, CNV regions weakly correlate with methylation fold change; that is, they are, on average, more methylated in the genome (and developmental stage) in which they are amplified (Figure 6B).

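Over the CNV windows, the Pearson correlation of the log ratio of CG methylation (FLM/FB) with the log ratio of coverage was -0.150 (95% interval -0.543 to 0.474, 108 windows) and the Spearman correlation 0.1002 (-0.235 to 0.353). Over the other 1353 windows they were -0.0698 (-0.148 to 0.0171) and -0.0770 (-0.156 to 0.00155). For CHG methylation the Spearman correlation was -0.283 over CNV windows (-0.467 to -0.0479) and -0.547 over the others (-0.588 to -0.503), and for all contexts together -0.249 (-0.448 to 0.0263) and -0.475 (-0.527 to -0.416). With windows of 50 kb, the Pearson correlation in CNV windows was -0.0795. The mean CG level went from 30.8% in FB to 31.4% in FLM in CNV windows, a difference of 0.568 points, and by -0.0302 points elsewhere. For CHG sites the difference (FLM minus FB) was -0.857 points in CNV windows and -0.888 elsewhere.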

**Figure 6:**
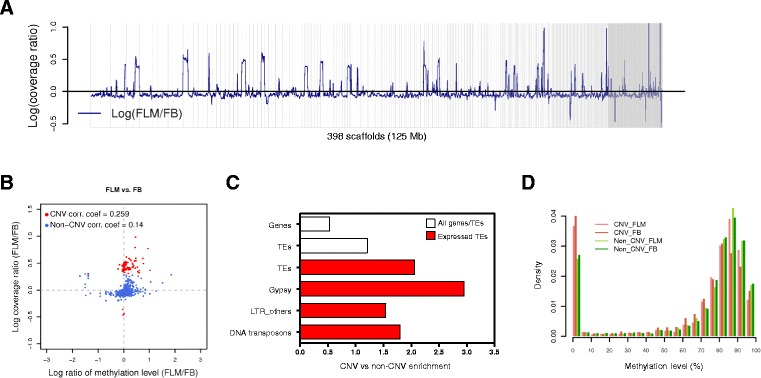
**Copy number variation analysis. (A)** Log (ln) ratio of read coverage between the FLM and the FB genomes. **(B)** Scatter plot of copy number variation versus methylation differences between FB and FLM; the log ratio of methylation levels (FLM/FB) and the log (ln) ratio of coverage are on the x-axis and y-axis, respectively. **(C)** Fold-enrichment of genes and TEs and associated expression features in CNV versus non-CNV regions. **(D)** Distribution of methylation levels in CNV and non-CNV regions.

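CNV windows held 24.8 TEs per 100 kb and the other windows 21.5, a ratio of 1.15 (95% interval 1.08 to 1.22). They held 3.27 genes per 100 kb against 6.15, a ratio of 0.531 (0.388 to 0.697).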

CNV regions are characterized by a 20% increase in TEs and a 50% depletion of genes compared to the rest (non-CNV portion) of the genome (Figure 6C). When the analysis is restricted to TEs only, a comparison of the distributions of transposon methylation in non-CNV versus CNV regions shows that TEs are significantly less methylated in CNV than in non-CNV regions (Kolmogorov-Smirnov test, *P* < 10^-5^; Figure 6D) and that these TEs are also more likely to be expressed (Figure 6C). For example, the approximately 7% of genomic DNA associated with CNV regions comprises approximately 9% of the TEs present in the reference genome and this fraction rises to approximately 14% if one specifically considers expressed TEs. 

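Among TEs, the mean CG level in FB was 64.1% for 2085 TEs in CNV windows and 69.9% for 23267 TEs elsewhere, a difference of -5.84 percentage points with a bootstrap interval over scaffolds of -12.4 to 0.827. In FLM the difference was -4.73 points (-11.3 to 2.03). The threshold of 0.4 moved it most in FB, to -5.46 points. A level below 10% was found in 20.0% of the TEs in CNV windows and 14.2% of the others in FB, and in 18.9% and 13.6% in FLM. At CHG sites of TEs the difference was -2.11 points in FB (-3.90 to -0.0859) and -1.87 in FLM (-3.44 to -0.233), and at CHH sites -2.25 (-4.13 to -0.236) and -2.02 (-3.74 to -0.322). At a threshold of 0.4, the intervals for CHG in FB (-1.95, -4.09 to 0.442), CHG in FLM (-1.97, -3.81 to 0.0332) and CHH in FB (-2.15, -4.36 to 0.160) include 0. Of the TEs in CNV windows, 1.93% had an RPKM above 1 in at least 1 stage, against 1.09% elsewhere, a ratio of 1.77 (1.07 to 2.54). With a threshold of 0.4 on the log ratio of coverage, the ratio was 2.15 (1.37 to 2.91), and with RPKM above 0.5 it was 1.56 (0.968 to 2.18). The ratio was 1.65 (0.957 to 2.47) in FB alone and 1.75 (0.980 to 2.71) in FLM alone.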

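CNV windows contained 2231 of the 27168 TEs, which is 8.21%, and 43 of the 315 expressed TEs, which is 13.7% (exact binomial 95% interval 10.1 to 17.9%). They contained 294 of 7420 genes (3.96%).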

The latter group is particularly enriched in expressed Gypsy elements, whose members located in CNV regions account for approximately 19% of the entire subset of expressed Gypsy retrotransposons in the *T. melanosporum* genome (Figure 6C).

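Of the Gypsy elements with RPKM above 1 in at least 1 stage, 19 lay in CNV windows, which is 18.8% of them (exact binomial 95% interval 11.7 to 27.8%). The share of expressed Gypsy elements was 2.61 times that of other windows (bootstrap interval 0.819 to 5.76).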

Collectively, these data further indicate that DNA methylation and TE repression are less extensive in FLM than in FBs, and even more so in CNV regions of the genome.

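Over all contexts, the level at TE sites common to both stages was 24.3% in FB and 23.8% in FLM, a difference of 0.491 percentage points (95% interval 0.366 to 0.604). Without the rDNA-associated LTR element, TEs had 3.66 reads per 1000 gene reads in FB and 4.00 in FLM. With the 100 most counted TEs left out, TE reads came to 0.0767% of gene reads in FB and 0.0639% in FLM. Among the TEs detected in both stages, 53.5% had a higher RPKM in FLM (exact binomial 95% interval 49.8 to 57.1%), a share that counts the 78 TEs with equal reads as higher. It was 38.6% (35.1 to 42.2%) with the 2 stages' read totals in the order of the methods, a setting added after the data were seen, 43.7% over all TEs detected in at least 1 stage, and 56.6% (52.9 to 60.2%) with centring on the median gene. From the methylation, the expression and their differences in CNV regions, the paper concludes that methylation and repression of TEs are less extensive in FLM than in FB.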

### DNA methyltransferases

Two putative DNA methyltransferases, TmelDnmt1 and TmelDnmt2, are encoded by the truffle genome [24]. A similar DMT multiplicity is common in filamentous fungi regardless of their evolutionary relatedness [2,15]. Notable exceptions are the presence of only one RID/Masc1-like gene in some aspergilli lacking DNA methylation [16,17] and the postulated existence of a third DMT in *A. immersus* [11]. The latter is confirmed by a homology search conducted on the recently sequenced genome of *A. immersus* (accessible at the US Department of Energy Joint Genome Institute) that revealed the presence of an additional putative DMT designated as Masc3.

To gain insight into the putative methyltransferases of *T. melanosporum*, we first aligned their predicted catalytic domains (DCM) with those of a large set of fungal methyltransferases, including a few functionally validated DMTs. Based on specific motif signatures, sequence similarity to known non-fungal DMTs and/or origin from a RIP- or MIP-proficient fungus (*N. crassa* and *A. immersus*, respectively), we assigned these DMTs to either the DIM-2/DNMT1 or the RID/Masc1 classes. Following this initial classification, we used the above methyltransferases and known bacterial, plant, and metazoan DMTs [7] for a maximum likelihood phylogenetic analysis aimed at identifying the orthologs of the two putative *Tuber* DMTs. As shown in Figure 7, which also illustrates the predicted domain composition of a specific subset of fungal methyltransferases, the orthologs of TmelDnmt1 and TmelDnmt2 are *Ascobolus* Masc1 and Masc3, respectively.

**Figure 7:**
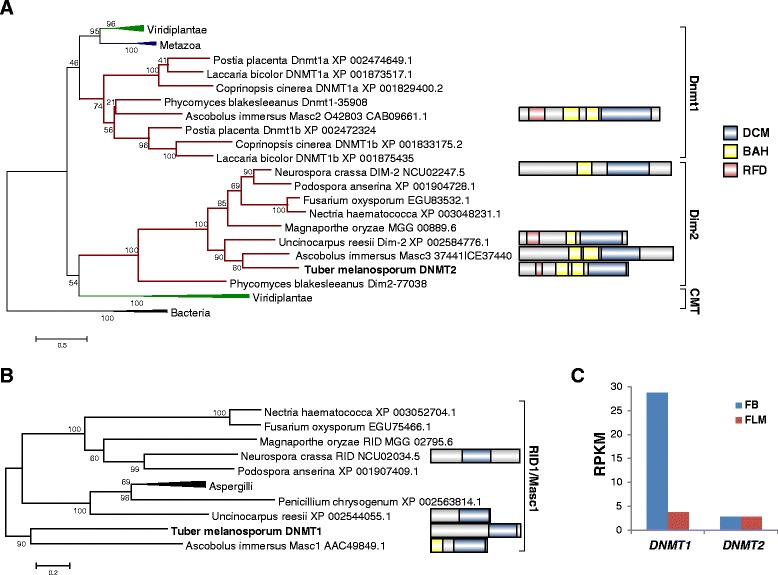
**Phylogeny and expression levels of putative** ***T. melanosporum*** **DMTs. (A)** Maximum likelihood tree based on the catalytic domains of DNMT1 and DNMT1-related DMTs. Bacterial DMTs were used as outgroup; divergent enzymes belonging to the DNMT3 group were not considered. **(B)** Maximum likelihood analysis conducted as in (A) on RID-like proteins from various fungi. Source organism name and accession numbers are indicated for each sequence. Bootstrap values (1,000 replicates) are indicated for each branch. Additional DNMT1 domains, besides the catalytic domain (DCM), are indicated on the right side near to ‘reference’ fungal proteins (BAH, bromo-adjacent homology; RFD, replication foci domain). **(C)** Expression levels (RPKM) of the RID/Masc1-like (TmelDNMT1, GSTUMT00012206001; left bars) and the DIM-2-like (TmelDNMT2, GSTUMT00003328001; right bars) *Tuber* DMTs in FB (blue bars) and FLM (red bars).

Clustering of fungal DIM-2 with Viridiplantae CMT methyltransferases as well as clustering of fungal, Viridiplantae and Metazoa DNMT1 methyltransferases is apparent in Figure 7A and resembles a previously reported DMT tree topology [2,7].

Both *Tuber* DMTs are expressed at above background levels in FLM and FB, with a stronger expression of *TmelDnmt1* in the latter developmental stage (Figure 7C). Also present in *Tuber* are expressed homologs of all the components (for example, the histone methyltransferase DIM-5, the H3K9me3-binding protein HP1, the H3S10p phosphatase PP1, and the DNA methylation modifier DMM-1) that assist DNA methylation in *Neurospora* [13] (Figure S12 in Additional file 1).

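TmelDnmt1 (GSTUMT00012206001) had 7906 reads and 28.8 RPKM in FB and 867 reads and 3.67 RPKM in FLM, a log2 ratio of FB over FLM of 2.97. With log ratios centred on the median gene it was 2.79. TmelDnmt2 (GSTUMT00003328001) had 661 reads in FB and 569 in FLM and 2.77 RPKM in both stages. Its log2 ratio was -0.0012 as deposited and -0.18 with centring, and it was 0.43 with the 2 stages' read totals exchanged, a setting added after the data were seen. Across all genes, TmelDnmt1 ranked at the percentile 82.6 in FB and 29.7 in FLM and TmelDnmt2 at 24.2 in both. Background levels were not measured, and the stages have no replicates.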

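The homolog of DIM-5 (GSTUMT00003241001) had 32.7 RPKM in FB and 12.2 in FLM, a log2 ratio of FB over FLM of 1.42. The homolog of HP1 (GSTUMT00000912001) had 8.23 and 27.4 RPKM, with a log2 ratio of -1.73, and that of DMM-1 (GSTUMT00000976001) had 2.08 and 5.40 RPKM, with a log2 ratio of -1.38. The homolog of PP1 (GSTUMT00009673001) had 59.3 and 84.5 RPKM, with a log2 ratio of -0.51. It lies in the CNV run of scaffold 6. Each of these signs was the same with centring on the median gene and with the 2 stages' read totals exchanged, where the ratio of PP1 was -0.075. The lowest read count among the 4 genes was 606, for DMM-1 in FB.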

While *U. reesii*, whose putative DIM-2 DMT belongs to the same cluster as TmelDnmt2 (Figure 7B), is thought to be a RIP-proficient fungus (albeit with a different target site preference compared to *N. crassa* [7]), *A. immersus* is a member of the same group of filamentous ascomycetes (Pezizales) to which *Tuber* belongs [26] and the fungus in which MIP was first discovered [11].

Previous *in silico* analyses based on RIPCAL [24,31] and on dinucleotide frequency distribution analysis [32] found no evidence for RIP in *T. melanosporum*. We obtained a similar result from a cross-species comparison using the composite RIP index (CRI) [33] (see Materials and methods) to measure CA > TA enrichment within repeated sequences from *Tuber* and other organisms’ genomes. As shown in Figure S13A in Additional file 1, *N. crassa* has the highest score for CA to TA transitions and the lowest score for CG to TG mutations, whereas the opposite situation (Figure S13B in Additional file 1) is observed in *U. reesii*, a filamentous ascomycete predicted to be RIP’d at CG dinucleotides [7]. Compared to these two reference fungi, *T. melanosporum* did not show any significant enrichment in either mutation, with score distributions similar to those determined for RIP-lacking organisms such as the yeast *S. cerevisiae*.

## Discussion

The goal of this work was to determine how an extremely TE-rich organism such as *T. melanosporum* exploits DNA methylation to cope with the more than 45,000 repeated elements that populate its genome. In *Tuber*, DNA methylation targets TEs in a nearly exclusive manner. The functional consequence of this preferential targeting is that TE, but not gene, expression is largely repressed and that the extent of such repression is proportional to methylation levels. A significant difference compared to the other fungi that have been examined at the methylome level so far [7] is the extent of DNA methylation, which in the truffle genome covers more than 44% of cytosine residues, with a marked preference for CpG dinucleotides. This is considerably higher than the methylation levels estimated in other fungi and sets *Tuber* in the top rank of methylation-proficient organisms, including plants [2,8,34].

Two TE silencing mechanisms, RIP and MIP, both of which rely on DNA methylation albeit with some major differences, have been documented in filamentous fungi. The hallmark of RIP is irreversible, repeated sequence mutation via methylation coupled to deamination of C residues within the CpA dinucleotide context [12]. In MIP, instead, which has so far been described only in the pezizalean ascomycete *A. immersus*, repeated sequence silencing primarily relies on heritable cytosine methylation, which may be followed by, but is not strictly coupled to, 5mC deamination [11]. Therefore, while RIP is a predominantly irreversible genetic mechanism, MIP more closely resembles reversible epigenetic control as in higher eukaryotes.

No evidence for RIP in *Tuber* was provided by *in silico* analyses used to estimate the TpA/ApT ratio (the expected consequence of methylation-coupled 5mC deamination) throughout the truffle genome (Figure S13A,B in Additional file 1) [24,32]. We also compared the sequence context surrounding methylated and unmethylated cytosines in the *Tuber* genome and found that methylated, but not unmethylated, sites (especially CG sites) are enriched in TA dinucleotides (Figures S6 and S7 in Additional file 1). In principle, this might be viewed as evidence for RIP, where RIP’d sites (bearing CA to TA transitions) have been shown to act as signals for the subsequent methylation of nearby cytosines regardless of their sequence context [15]. It should be noted, however, that in *Neurospora*, multiple and fairly extensive A:T-rich sequences (for example, [TAAA]n or [TTAA]n), rather than relatively short 5mC-flanking T/A sequences as we find in *Tuber*, have been shown to represent the strongest signals for methylation [35]. Furthermore, G:C base pairs adjacent to ApT dinucleotides, as in the *Tuber* sequence context, tend to suppress DNA methylation in *Neurospora* [13,35]. An alternative possibility is that A:T enrichment close to methylated cytosines reflects spontaneous deamination of heavily methylated (MIP’d) regions, as observed in the genomes of higher-eukaryotic non-RIPping organisms, including humans [28,36], rather than a RIP signature. Indeed, both in FB and FLM, SNP density, and specifically C > T transitions, is much higher in highly methylated (CG methylation >40%) compared to hypomethylated (CG methylation <40%) transposons (Figure S14 in Additional file 1). A further potential cause of the increased mutation rate (SNP density) observed in sequences neighboring highly methylated TE regions, including the *Tuber* genome, may be error-prone repair of gaps generated near to deaminated 5-methyl cytosines [37].

Additional distinguishing features of MIP and RIP, whose evolutionary consequences are expected to be very different, include: i) the marked preference for symmetric CpG methylation sites observed in *Ascobolus* MIP’d regions, compared to the more ubiquitous and less sequence context-dependent cytosine methylation observed in *Neurospora*; ii) the more coextensive nature of MIP-associated DNA methylation compared to RIP methylation, which, by taking place after initial RIPping and being actually signaled by RIP’d sequences, tends to extend beyond the borders of the duplicated regions; and iii) a more prevalent role of so-called “maintenance methylation” in the propagation of MIP-derived DNA methylation, as opposed to the recurrent *de novo* methylation events triggered by RIP mutations [11].

Also with regard to these specific differential features, our methylome data strongly favor MIP as the process responsible for TE silencing in *T. melanosporum*. In fact, we observed a marked (approximately 3:1) bias for CpG versus non-CpG sites, and TE methylation was found to be largely coextensive with repeat size. In fact, TEs exhibited highly methylated profiles compared to their flanking regions (Figure 1D), whereas the opposite situation was apparent in the case of genes, especially highly expressed genes, where TE methylation was found to be strongly reduced near to transcription initiation and termination sites (Figures 1C and 5; Figures S5 and S10 in Additional file 1). TE-restricted methylation resembling the so-called ‘mosaic methylation’ typical of invertebrate, but also plant (especially *Arabidopsis*), genomes could be instrumental in preventing spreading of potentially repressive effects associated with TE methylation, particularly in the case of highly expressed genes. Specific *trans*-acting components such as the *Neurospora* DNA methylation modulator-1 (DMM-1) protein [19], an expressed homolog of which is present in the *T. melanosporum* genome (Figure S12 in Additional file 1), can also prevent spreading of DNA and histone methylation from inactivated TEs to nearby genes. Another important safeguard element, in this regard, may be represented by the very structure of the *Tuber* genome, where relatively small blocks of genes are separated by large TE-containing, intergenic regions, with relatively few cases of genes nested within TE-rich regions and vice versa [24]. Indeed, less than 5% of TEs are found within a 2 kb distance from genes in the *T. melanosporum* genome, with a preference for genes expressed at high or median levels. This fraction increases by about four-fold if only expressed TEs are taken into account, suggesting that the predominantly unmethylated state of genes, especially highly expressed genes, can spread into (or otherwise influence the methylation state of) neighboring TEs.

The third point bears on ‘maintenance methylation’, which in the case of MIP implies the faithful and long-term perpetuation of the methylation state first established in the premeiotic stage. As suggested by the high overall similarity of the methylation profiles determined in a field-collected FB and in vegetative FLM propagated *in vitro* for multiple generations, a rather robust maintenance capacity appears to be another distinguishing feature of DNA methylation in *Tuber*.

Sequence repeats with an identity ≥80% and a size ranging from a minimum of approximately 400 bp to approximately 600 bp depending on their tandem or ectopic arrangement, respectively, are targeted by both MIP and RIP [11]. A similar, but somewhat broader size range for TE methylation was revealed by the *Tuber* methylome, where varying methylation levels are associated with small TEs, whereas TEs larger than 1.5 kb are consistently more methylated. Importantly, TE expression appears to be inversely related to methylation levels, yet about 300 unmethylated or lowly methylated TEs, especially small-sized elements, were found to be transcriptionally active, with a trend toward higher expression levels in free-living mycelium compared to FBs (Figures 2 and 3). Conversely, a higher DNA methylation level, at both CpG and non-CpG sites, was detected in FBs (Figure S2 in Additional file 1).

Ascospores represent a tiny fraction of *Tuber* FBs, which are mainly composed of maternal haploid cells forming the so-called gleba [38]. Since we used total FB tissue for methylome analysis, it is unlikely that the higher DNA methylation and the generally lower TE expression levels observed in FB are due to a more stringent TE control during the sexual stage of the *Tuber* lifecycle. A more plausible explanation is that the different methylation levels detected in FB and FLM reflect the different origins of the two samples. In fact, while the FB tissue was derived from a natural FB immediately frozen after harvest, genomic DNA for FLM methylome analysis was extracted from a *T. melanosporum* vegetative mycelium (strain Mel28 [24]) cultured *in vitro* for more than 20 years. Therefore, despite the overall consistency of DNA methylation maintenance suggested by the high global similarity of the FB and FLM methylomes, it is not too surprising that some methylation loss, and concomitant TE activation, may have occurred during such an extended period of *in vitro* culture. Such a scenario, which is consistent with the decreased methylation levels brought about by 5-aza treatment, is reminiscent of the situation in plants, where even short-term *in vitro* culture has been shown to act as an abiotic stress inducing TE activation [39-41].

Direct evidence for a possible role of TEs in genome structural variation was provided by the detection of multiple instances of TE-enriched CNV regions. In line with the view that TE silencing in FLM is less exhaustive than in FB, most amplified regions (96%) were found in free-living vegetative mycelia, where a significant fraction of the associated TEs was found to be transcriptionally active and hypomethylated. This suggests that a mechanism relying on hypomethylated TE copies, such as nonallelic (ectopic) recombination, may be responsible for the observed gain of genomic material.

On a more global scale, the results of genome-wide analyses of sequence similarity versus alignment length in different fungi also point to a less robust repeated element control in *T. melanosporum* compared to other fungi (Figure S13 in Additional file 1C). In fact, a broad and highly populated distribution centered around 200 to 900 bp, but extending to sizes larger than 4,000 bp, is observed in *Tuber*, whereas a much narrower and considerably less populated distribution, centered around 200 bp and rarely exceeding 2,000 bp, is present in the genomes of the RIP-proficient ascomycete *N. crassa*. In nearly all cases, both members of *Tuber* sequence pairs are methylated (>70%), with a trend toward higher methylation levels (>90%) for repeats smaller than 1,000 bp. Although genome-wide similarity analyses are not yet possible for *Ascobolus*, in which TEs comprise an estimated 14% of the genome, evidence derived from targeted experiments suggests very tight repeated element control also in this close relative of *Tuber* [21,42,43].

The extremely large fraction of the *Tuber* genome occupied by TEs - 6- to 20-fold higher than that of most filamentous fungi sequenced to date and about 4-fold higher than the relative TE content of *Arabidopsis* [44] - can itself be considered the result of a less comprehensive repeated element control. This suggests that incomplete TE methylation in *Tuber*, which may also be due to a less than perfect ‘maintenance methylation’, might reflect the inability to fully control such a massive amount of TEs, as indicated by the decrease of methylation levels observed also at symmetric CHG sites following 5-aza treatment. An alternative possibility is that somewhat leaky TE silencing may represent an evolutionary strategy aimed to support TE-mediated genome shaping and adaptation capacity. According to recent views on the generative role played by TEs in genome evolution [45], the latter situation might reflect the trade-off between the burden of TE maintenance and the possible role of such elements in promoting genome plasticity and the ability to adapt to sudden environmental changes [46,47]. It has also been proposed that genome shaping (for example, via CNV) and a robust adaptation capacity may be especially critical for organisms, such as plants, that cannot rely on behavioral responses to cope with stressful environments [45]. The same situation applies to fungi, especially plant pathogenic fungi and oomycetes that need to continuously evolve/update their host-pathogen interaction capacity [46], but may also be dramatically relevant in *Tuber* because of its hypogeous-plant symbiotic lifestyle and lack of an active spore dispersal system.

Truffles are not ideal model experimental organisms. However, they display a geographic area-restricted species distribution and because of their reputation as gastronomic delicacies, some of them, such as the highly prized black truffle *T. melanosporum*, are actively sought out and increasingly cultivated. This provides easy access to FB specimens from diverse habitats, which often exhibit distinct phenotypic features, including different volatile (‘aroma’) profiles [48]. It will thus be interesting to extend epigenomic surveys, such as the one presented in this work, to different *T. melanosporum* ecotypes. It will also be important to investigate the existence and possible functional significance of other TE silencing mechanisms (for example, RNA-induced post-transcriptional gene silencing) besides DNA methylation. Future studies in this direction may also help to explain the puzzling observation that TEs, but not protein-coding genes, have undergone a dramatic expansion in the *Tuber* genome.

## Conclusions

This work describes the selective methylation and associated transcriptional silencing of transposons in a complex fungal genome with massive repeat element content. Methylation profiles are highly similar amongst the three developmental stages that were investigated (FLM, FB and mycorrhiza), suggesting common, rather than tissue/stage-specific, roles for DNA methylation in truffles. Distinctive features of the *T. melanosporum* methylome compared to the few other fungi whose genome-wide methylation profiles have been determined so far are an extremely high level of cytosine methylation (>44% of total cytosine residues) with a marked preference for CG sites and large-sized (>1.5 kb) TEs. Along with other evidence, including the reduction of DNA methylation levels brought about by 5-aza treatment, this suggests that a reversible MIP-like process operates in truffles. Also remarkable is the non-exhaustive nature of TE methylation in *T. melanosporum*, which appears to be finely tuned with respect to genome location, in addition to TE size, with a clear trend toward hypomethylation for TEs located within a 1 kb distance from genes (especially highly expressed genes), rather than segregated in TE-rich regions of the genome. Indeed, over 300 hypomethylated or unmethylated TEs were found to be transcriptionally active, with higher expression levels in FLM compared to FB. Importantly, in FLM we also identified multiple instances of genome structural variations in the form of TE-enriched CNV regions bearing a significant fraction of hypomethylated and expressed TEs. This is likely due to prolonged *in vitro* culture, a stress known to stimulate TE activation in other organisms, and may represent novel evidence in favor of the postulated role of active TEs as genome plasticity and adaptation promoting elements. Non-exhaustive TE methylation and controlled TE activity, two features shared by various higher eukaryotic genomes, including the human genome, may be particularly important for the genome adaptation capacity of *Tuber* because of its hypogeous-plant symbiotic lifestyle and lack of an active spore dispersal system.

## Materials and methods

### Biological material

*T. melanosporum* (Vittad.) mycelium from the Mel28 strain, the same strain utilized for reference genome sequencing [24], was grown on 1% malt agar (Cristomalt-D, Difal, Villefranche-sur-Saône, France) for 5 weeks before harvesting. A mature FB collected in Auvergne was used for the FB library. ECM tips were from common hazel (*C. avellana* L.) plantlets inoculated with a *T. melanosporum* mycelium slurry (Raggi Vivai, Cesena, Italy*).* For 5-aza treatment, *T. melanosporum* mycelia (Mel28 strain) were grown in the dark at 23°C in synthetic liquid medium as described [49]. 5-Aza was added to *T. melanosporum* mycelia every 5 days at 10, 40, and 100 μM concentrations (from a 10 mM stock solution in water) for 45 days (‘treated’), with the last addition made 24 hours before harvesting of mycelia and DNA/RNA extraction. The same volume of water, instead of 5-aza, was added in parallel to control samples (‘untreated’).

### Library preparation and whole-genome bisulfite sequencing

Genomic DNA (gDNA) from FLM, FB and ECM was extracted by grinding in liquid nitrogen followed by DNeasy Plant Mini kit (QIAGEN, Hilden, Germany) purification. For nucleic acid extraction from 5-aza-treated and parallel control mycelia, tissues were ground in liquid nitrogen, extracted in 50% phenol-50% extraction buffer (100 mM Tris-HCl pH 8.0; 100 mM NaCl; 20 mM EDTA; 1% SDS) at 65°C for 10 minutes and centrifuged at 14,000 rpm for 10 minutes. The aqueous phase was transferred to new tubes and extracted twice with phenol:chloroform (1:1) and once with chloroform. Following ethanol precipitation, samples were resuspended in H_2_O. LiCl precipitation (2 M LiCl) was used to separate RNA (pellet) from gDNA (supernatant). gDNA was precipitated with ethanol and resuspended in H_2_O. Extracted gDNA was further purified with an additional phenol:chloroform extraction and sheared by sonication to generate DNA fragments in the 150 to 300 bp size range. Bisulfite treatment and library preparation were carried out as described [50], except that the EpiTect kit (QIAGEN) was utilized for bisulfite treatment. Two consecutive rounds of conversion were performed for a total of 10 hours. The resulting libraries were sequenced by Illumina sequencing technology (Illumina Hiseq 2000 sequencer; Illumina, San Diego, CA, USA). Reads were aligned to the reference genome (Tuber_melanosporum_v1.0) using BS Seeker [27]. Genome-wide DNA methylation profiles were generated by determining methylation levels for each cytosine in the genome. Since bisulfite treatment converts unmethylated cytosines (Cs) to thymines (Ts) after PCR amplication, the methylation level at each cytosine was estimated as #C/(#C + #T), where #C is the number of methylated reads and #T is the number of unmethylated reads. The methylation level per cytosine serves as an estimate of the percentage of cells bearing a methylated cytosine at a specific locus. We only included cytosines that are covered by at least four reads (except for the ECM methylome, which has a considerably lower overall coverage). The resulting methylation profiles per sample covered more than 90% of the cytosines.

### RNA-seq library preparation and data analysis

Total RNA was extracted as described above, dissolved in H_2_O after LiCl precipitation and purified with the RNeasy Plant Mini kit followed by on-column DNase I digestion (QIAGEN) as per the manufacturer’s instructions. RNA integrity was verified with a Bioanalyzer, which yielded RNA integrity number (RIN) scores of 7.0 and 6.5 for FB and FLM, respectively. RNA was quantified with the Qubit RNA BR Assay Kit (Life technologies, Carlsbad, CA, USA) and 1 μg of purified RNA was utilized as starting material for library construction, which was carried out with the Illumina TruSeq RNA Sample Preparation kit as per the manufacturer's instructions. Libraries were sequenced with a HiSeq 2000 System (Illumina) using 50-bp single-end reads. Reads were mapped against transcripts of genes and TEs using TopHat [51] allowing up to two mismatches, and only unique alignments were kept. The quality of alignments was checked using FastQC [52]. The resulting alignment files were processed with the HTSeq (version 0.5.4p3) [53] program to create a gene matrix for downstream analysis. Only reads mapping entirely to a single gene or TE were kept for further analysis. Reads corresponding to similar, but not identical, repeats were also mapped, albeit with a lower mapability compared to a regular gene alignment. In total, 63,742,213 and 74,109,065 reads from FB and FLM, respectively, were uniquely mapped, corresponding to an overall 93.34% and 84.88% mapping. 

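The totals behind the deposited RPKM values can be computed back from counts and lengths. They are 74109065 for FB and 63742213 for FLM, with no variation between genes. Summed over genes and all repeats, 29657006 reads were counted in FB and 24619494 in FLM. In the deposited tables, counts are given per gene and per repeat without normalization.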

Expression levels were computed as RPKM (Additional files 2 and 3). Gene length was calculated as the union length of all possible exons. An expression level of at least 1 RPKM was set as threshold for expressed genes and TEs [54].

### Phylogenetic analysis

Predicted amino acid sequences of putative DMTs from bacteria, viridiplanta and metazoa [7] and from a susbset of fungi were used for phylogenetic analysis. Accession numbers are reported in the Figure 7 legend, except for the sequences from *Aspergillus* spp. (*A. nidulans* (GenBank:EAA58167.1), *Aspergillus fumigatus* (GenBank:EDP47610.1), *Aspergillus niger* (GenBank:XP_001396716.1), *Aspergillus oryzae* (GenBank:BAE61916.1); viridiplanta (*A. thaliana* MET1 (GenBank:NP_199727) and CMT3 (GenBank:NP_177135.1), *Oryza sativa* MET1 (GenBank:B1Q3J6.1) and CMT3 (GenBank:NP_001049442.1), *Selaginella moellendorffii* MET1 (GenBank:EFJ35559.1), *Physcomitrella patens* MET1 (GenBank:XP_001758167), *Chlorella variabilis* MET1 (GenBank:EFN59320.1) and CMT3 (GenBank:EFN55234.1)); metazoa (*Mus musculus* DNMT1 (GenBank:P13864), puffer fish DNMT1 (Swiss-Prot:Q4RHE4), *Apis mellifera* Dnmt1 (GenBank:XP_001122269.1)); and bacteria (*Escherichia coli* EcoO109IM (GenBank:BAH79224.1), *Azoarcus* sp. BH72 (GenBank:YP_932275.1)). The third putative DMT of *A. immersus* (Masc3) was retrieved at the US Department of Energy Joint Genome Institute [55] by a BLASTP search using Masc1 and Masc2 as queries. Conserved domain composition was deduced by an RPS-BLAST search [56]. Phylogenetic analysis was performed with MEGA version 5 [57]. Amino acid sequences of predicted RID-like proteins and DMT catalytic domains were aligned with MUSCLE; maximum likelihood, using a substitution model with evolutionary rate variation among sites (Gamma distributed with five categories), was employed for phylogeny reconstruction. A parallel phylogenetic analysis, which yielded an essentially identical tree topology for both RID-like and DMT-like proteins, was conducted with neighbor-joining using uniform rates among sites. The bootstrap method of interior-branch test [58] was used to assess tree reliability.

### Genome annotation

The *T. melanosporum* reference genome sequence utilized for the present study (NCBI reference sequence: NZ_CABJ00000000.1) refers to assembly v_1.0. Annotations were downloaded from MycorWeb INRA-Nancy [59]. TEs were classified as in [24] with minor modifications. Repeat annotations for *N. crassa*, *U. reesii, A. nidulans*, and *S. cerevisiae* were predicted from the corresponding genome sequences [60-63] by RepeatMasker [64].

### Other procedures

Differentially methylated regions were identified by first searching for TEs with significantly different methylation levels between the FLM and FB methylomes. TEs with at least four CG or non-CG (CHG, CHH) sites in both samples were selected for differential methylation analysis. For each CG site, we calculated the delta methylation (∆m), that is, the difference in methylation levels between the two groups. We then calculated the z score of the average ∆m level for each TE as a measure of differential methylation within a given TE. A TE was considered as differentially methylated if the absolute z score value was larger than 1.96 and mean methylation levels between the two samples differed by at least 20% (Figure S2 in Additional file 1). 

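By this rule, 1431 of 25251 TEs differed in CG methylation between FB and FLM, of which 893 were higher in FLM and the others higher in FB. The SD of the mean difference over TEs was 13.6 percentage points. A difference of at least 30% moved the number most, to 1198, and taking the z score of each TE from its own standard error gave 1629. For CHG, 78 of 26786 TEs differed, 58 of them higher in FB, and for CHH 46 of 27011, 29 of them higher in FLM. With 1 library per stage, the number has no false discovery rate.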

Differentially methylated genes were identified in the same way, except for a reduced (10%) difference between the mean methylation levels of the two samples, to take into account the generally much weaker methylation of genes compared to TEs.

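Of 7404 genes, 11 differed in CG methylation by this rule, 8 of them higher in FLM.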

The CRI was calculated as (RIP product) - (RIP substrate) [33]. The RIP product score $$ \left(\frac{TpA}{ApT}\right) $$ measures the frequency of RIP products taking into account potential false positives due to local density, while the RIP substrate score $$ \left(\frac{CpA+ TpG}{ApC+ GpT}\right) $$ measures the depletion of RIP targets and their reverse complement (for example, CpA and TpG). Computing CRI details, including raw data, processed data, scripts (python and R) and output files are available in Additional files 4 and 5 and can be accessed at [65].

### Data access

Methylation and RNA-seq data can be accessed at the UCSC Genome Browser [66] and at Gene Expression Omnibus (GSE49700).

## Additional files

Additional file 1
**Supplementary Tables S1 to S4 and all supplementary figures.**
Additional file 2
**Table S5, which lists TE methylation and expression data.**
Additional file 3
**Table S6, which lists gene methylation and expression data.**
Additional file 4
**The source Python and R scripts as well as a brief manual for CRI computation.**
Additional file 5
**The 10 output CRI files used to generate the plots shown in Figure S13A,B in Additional file** 1 **.**

## Abbreviations

5-aza: 5-azacytidine
5mC: 5-methylcytosine
bp: base pair
BS-seq: bisulfite sequencing
CMT: chromomethyltransferase
CNV: copy number variation
CRI: composite RIP index
DMT: DNA methyltransferase
ECM: ectomycorrhiza
FB: fruitbody
FLM: free-living mycelium
gDNA: genomic DNA
LINE: Long interspersed nuclear element
LTR: long terminal repeat
MIP: methylation induced premeiotically
RIP: repeat-induced point mutation
RPKM: reads per kilobase per million mapped reads
SNP: single-nucleotide polymorphism
TE: transposable element

# Supplementary material for: Non-exhaustive DNA methylation-mediated transposon silencing in the black truffle genome, a complex fungal genome with massive repeat element content
**Source:** Genome Biol. 2014 Jul 31;15(8):411. doi: 10.1186/s13059-014-0411-5
**Supplement:** Additional file 1 — Supplementary Tables S1 to S4 and all supplementary figures.

## Table S1. Sequence and mapping data for bisulfite-treated (BS-seq) and non-bisulfite-treated (WG-seq) genomic DNA.

| sample | library/ strategy | # raw reads | # uniquely mapped | mapability | read length | coverage per strand (X) |
| --- | --- | --- | --- | --- | --- | --- |
| FLM | BS-seq | 122,903,319 | 78,983,505 | 64.26% | 100 | 31.61 |
| FB | BS-seq | 184,692,678 | 86,778,157 | 46.99% | 100 | 34.73 |
| ECM | BS-seq | 182,286,685 | 3,268,721 | 1.79% | 90 | 1.18 |
| 5-aza treated | BS-seq | 58,665,936 | 41,349,427 | 70.48% | 51 | 8.44 |
| 5-aza untreated | BS-seq | 50,362,313 | 35,348,536 | 70.19% | 51 | 7.21 |
| FLM | WG-seq | 57,386,669 | 45,239,191 | 78.83% | 51 | 9.23 |
| FB | WG-seq | 70,844,918 | 50,646,551 | 71.49% | 51 | 10.34 |

### Table S2. Bulk methylation levels: “common cytosines” shared by FB and FLM, and FB, FLM and ECM.

|  | **CG** | **CHG** | **CHH** |
| --- | --- | --- | --- |
| 49M common sites shared by FB and FLM | | | |
| FB | 30.8% | 12.1% | 10.6% |
| FLM | 30.2% | 9.8% | 9.9% |
| 260K common sites shared by FB, FLM, and ECM | | | |
| FB | 8.7% | 5.2% | 3.7% |
| FLM | 7.8% | 3.4% | 2.8% |
| ECM | 8.4% | 4.7% | 3.5% |

### Table S3. Bulk methylation levels: total “common cytosines” shared by untreated and 5-aza-treated genomic DNA from free-living mycelia.

|  | **CG** | **CHG** | **CHH** |
| --- | --- | --- | --- |
| 36M common sites shared by  5-aza treated and untreated samples |  |  |  |
| 5-aza untreated | 23.62% | 7.98% | 9.46% |
| 5-aza treated | 23.57% | 6.59% | 7.87% |

### Table S4. Bulk methylation levels: TE “common cytosines” shared by untreated and 5-aza-treated FLM genomic DNA.

|  | **CG** | **CHG** | **CHH** |
| --- | --- | --- | --- |
| 11M common sites within TEs shared by  5-aza treated and untreated samples |  |  |  |
| 5-aza untreated | 77.76% | 17.33% | 20.06% |
| 5-aza treated | 77.62% | 14.28% | 16.69% |

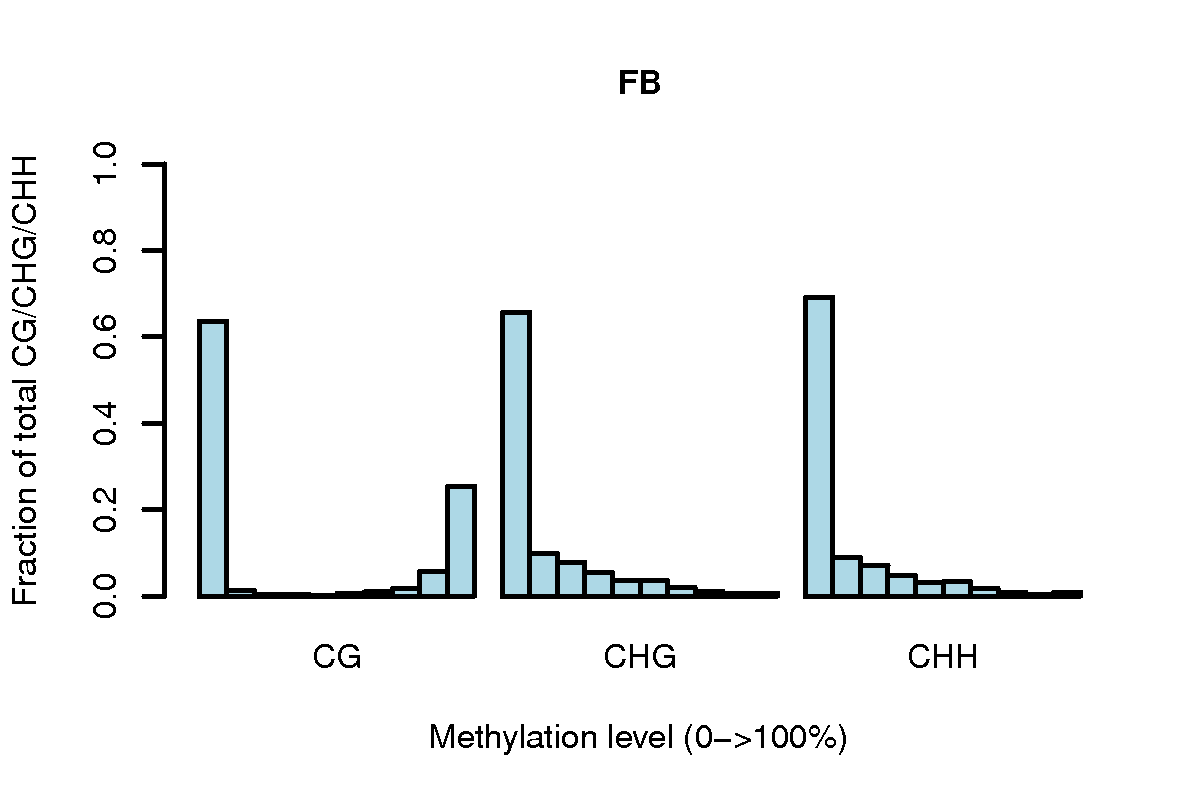

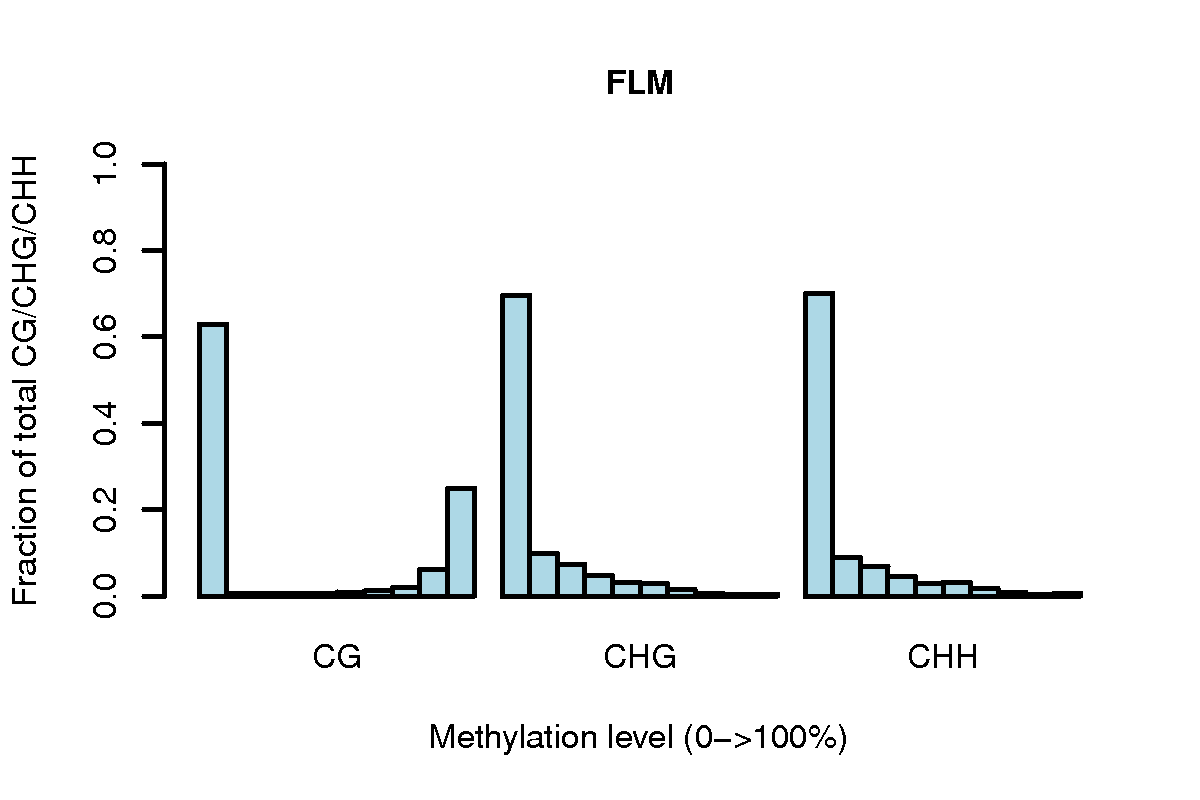

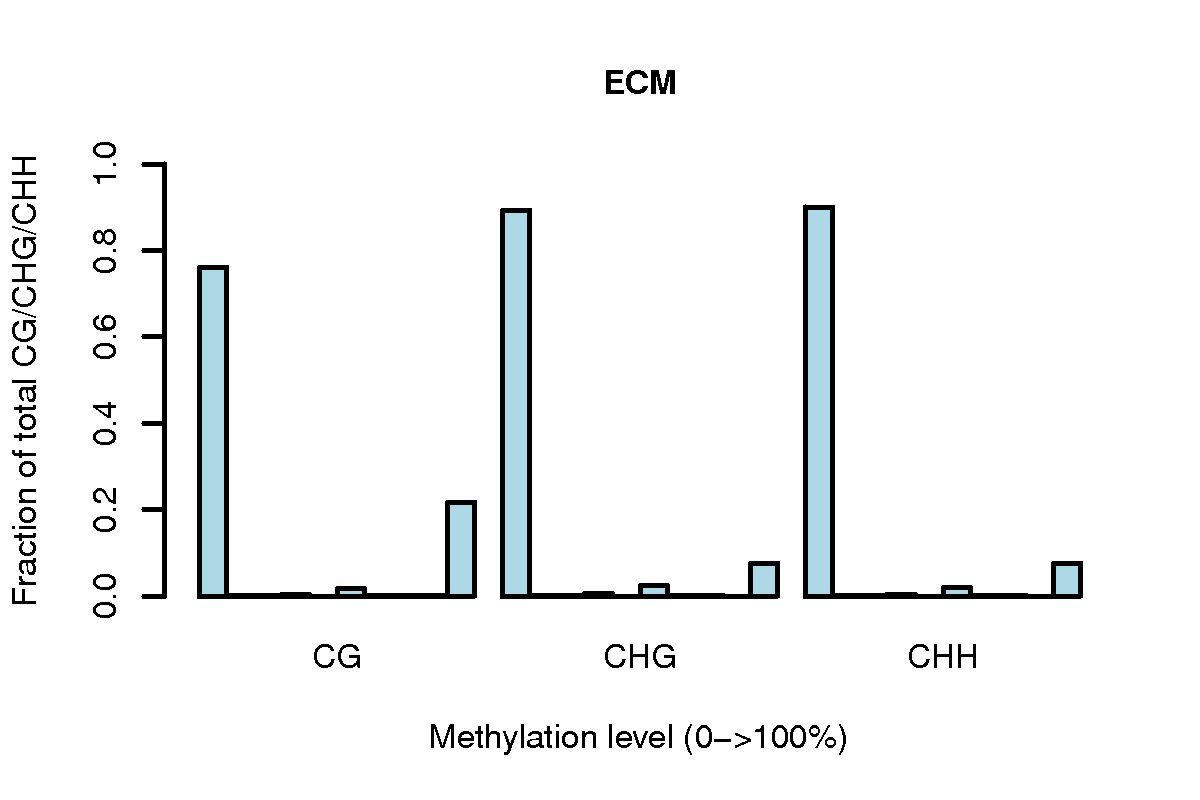

### Figure S1. Histogram representation of DNA methylation levels (0-100%) in FB, FLM, and ECM as a function of sequence context (CG, CHG, and CHH).

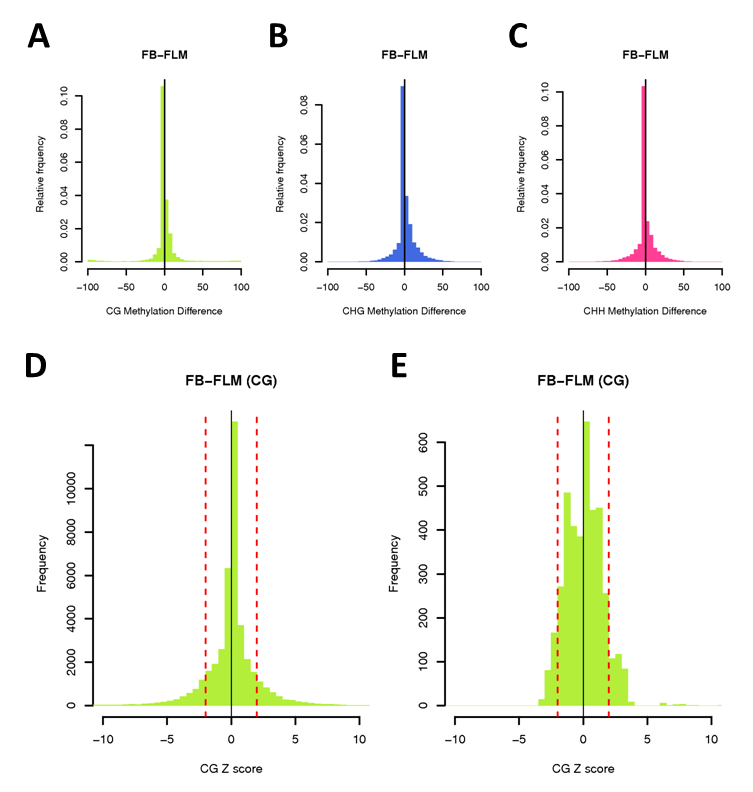

**Figure S2.** Histogram of ∆ methylation levels (FB-FLM). Average ∆ methylation of FB vs. FLM was 0.57 (**A**), 2.32 (**B**) and 0.77% (**C**) for CG, CHG, and CHH sites, respectively. The distributions of standardized Z scores for ∆ methylation levels (FB vs. FLM) within TEs and genes are shown in panels (**D**) and (**E**).

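Split by annotation, the mean difference (FB minus FLM) at common sites within TEs was 0.0539 percentage points for CG (95% interval -0.408 to 0.471), 1.50 for CHG (1.39 to 1.61) and 0.303 for CHH (0.212 to 0.406). Within genes it was 0.205 for CG, 0.227 for CHG and 0.208 for CHH.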

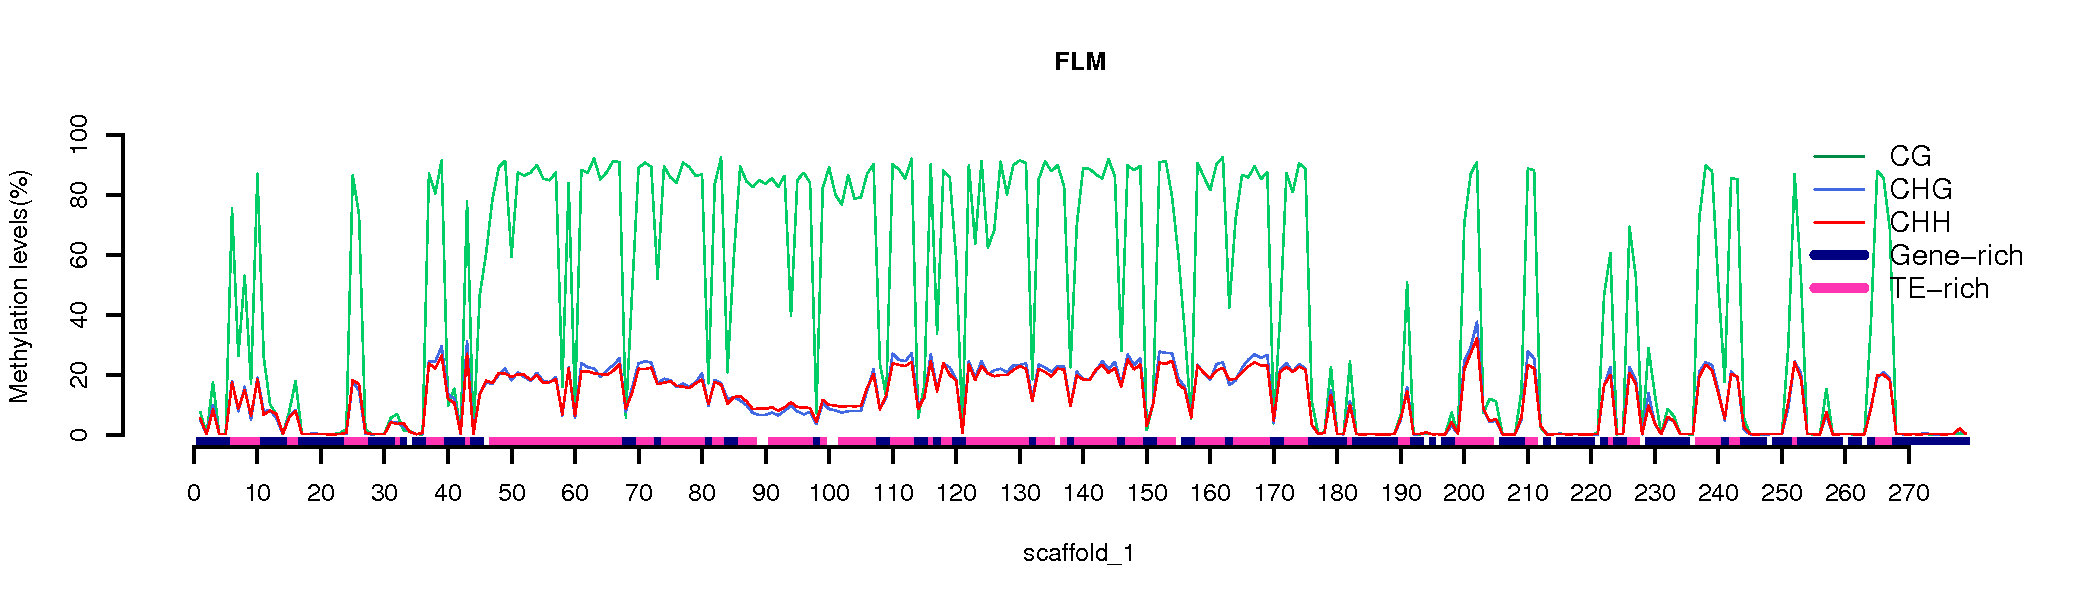

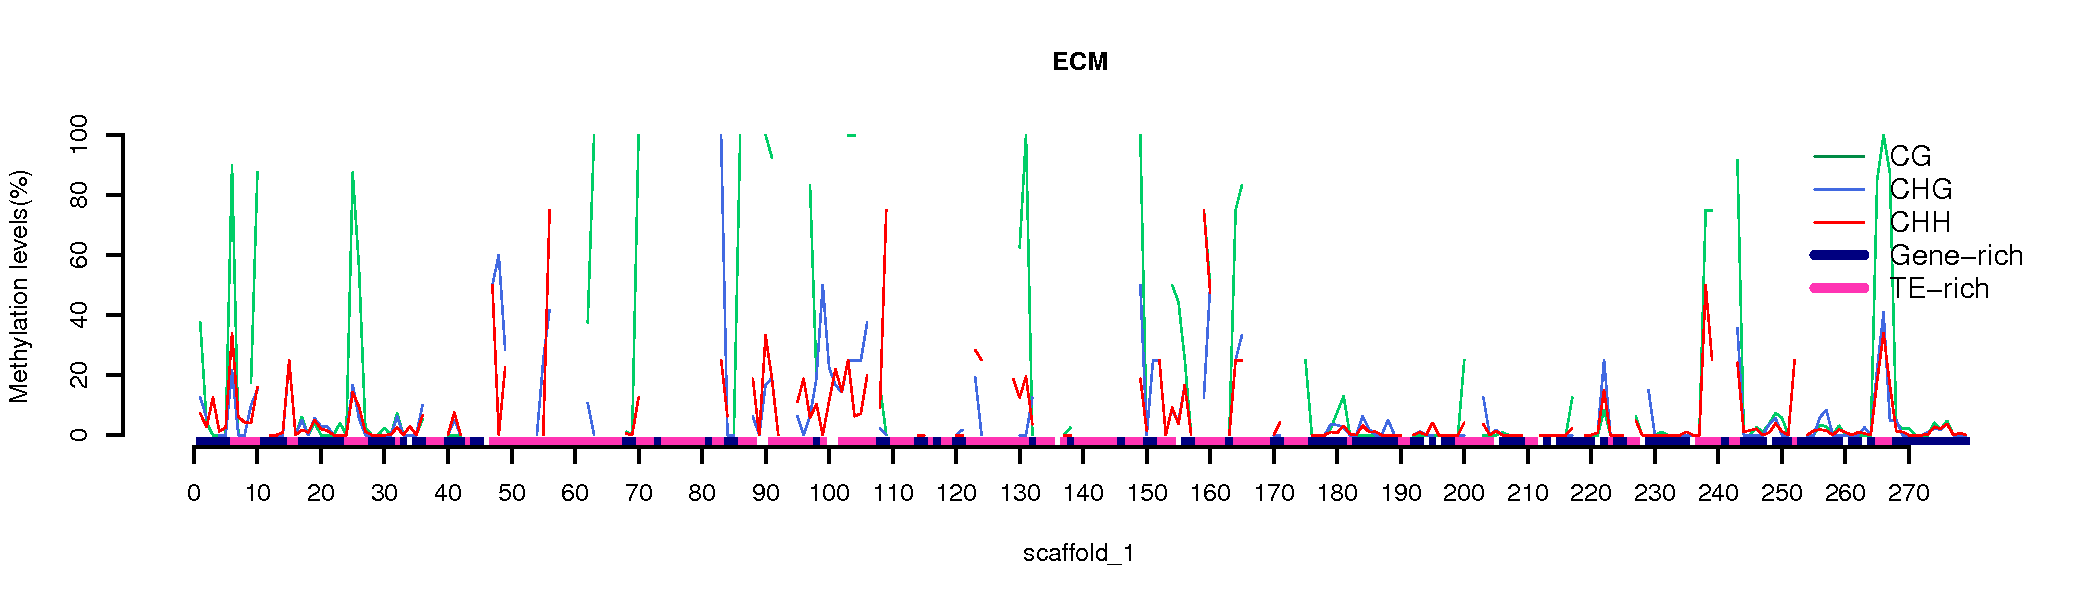

**Figure S3.** Large-scale view (scaffold 1) of DNA methylation levels in FLM and ECM. Methylation levels at CG, CHG, and CHH sites are plotted along scaffold 1 for FLM (*top*) and ECM (*bottom*); gene- or TE–rich regions are shown in the bottom tracks.

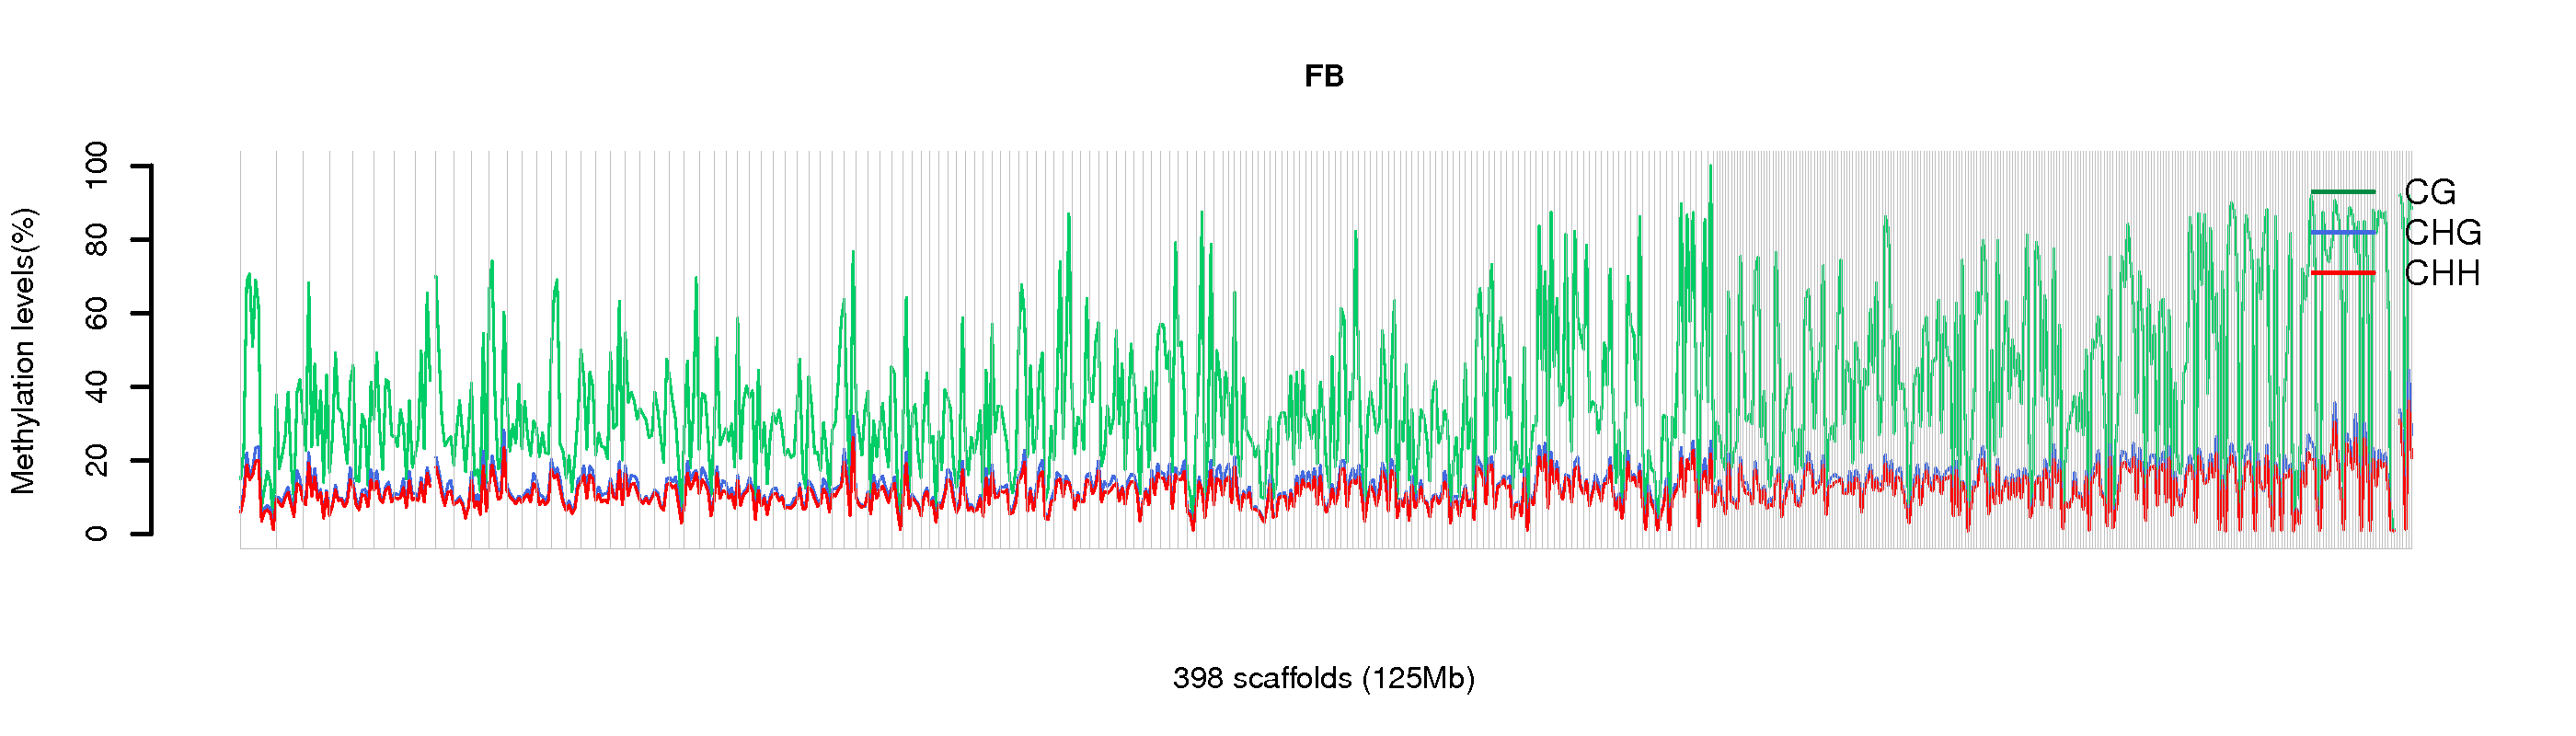

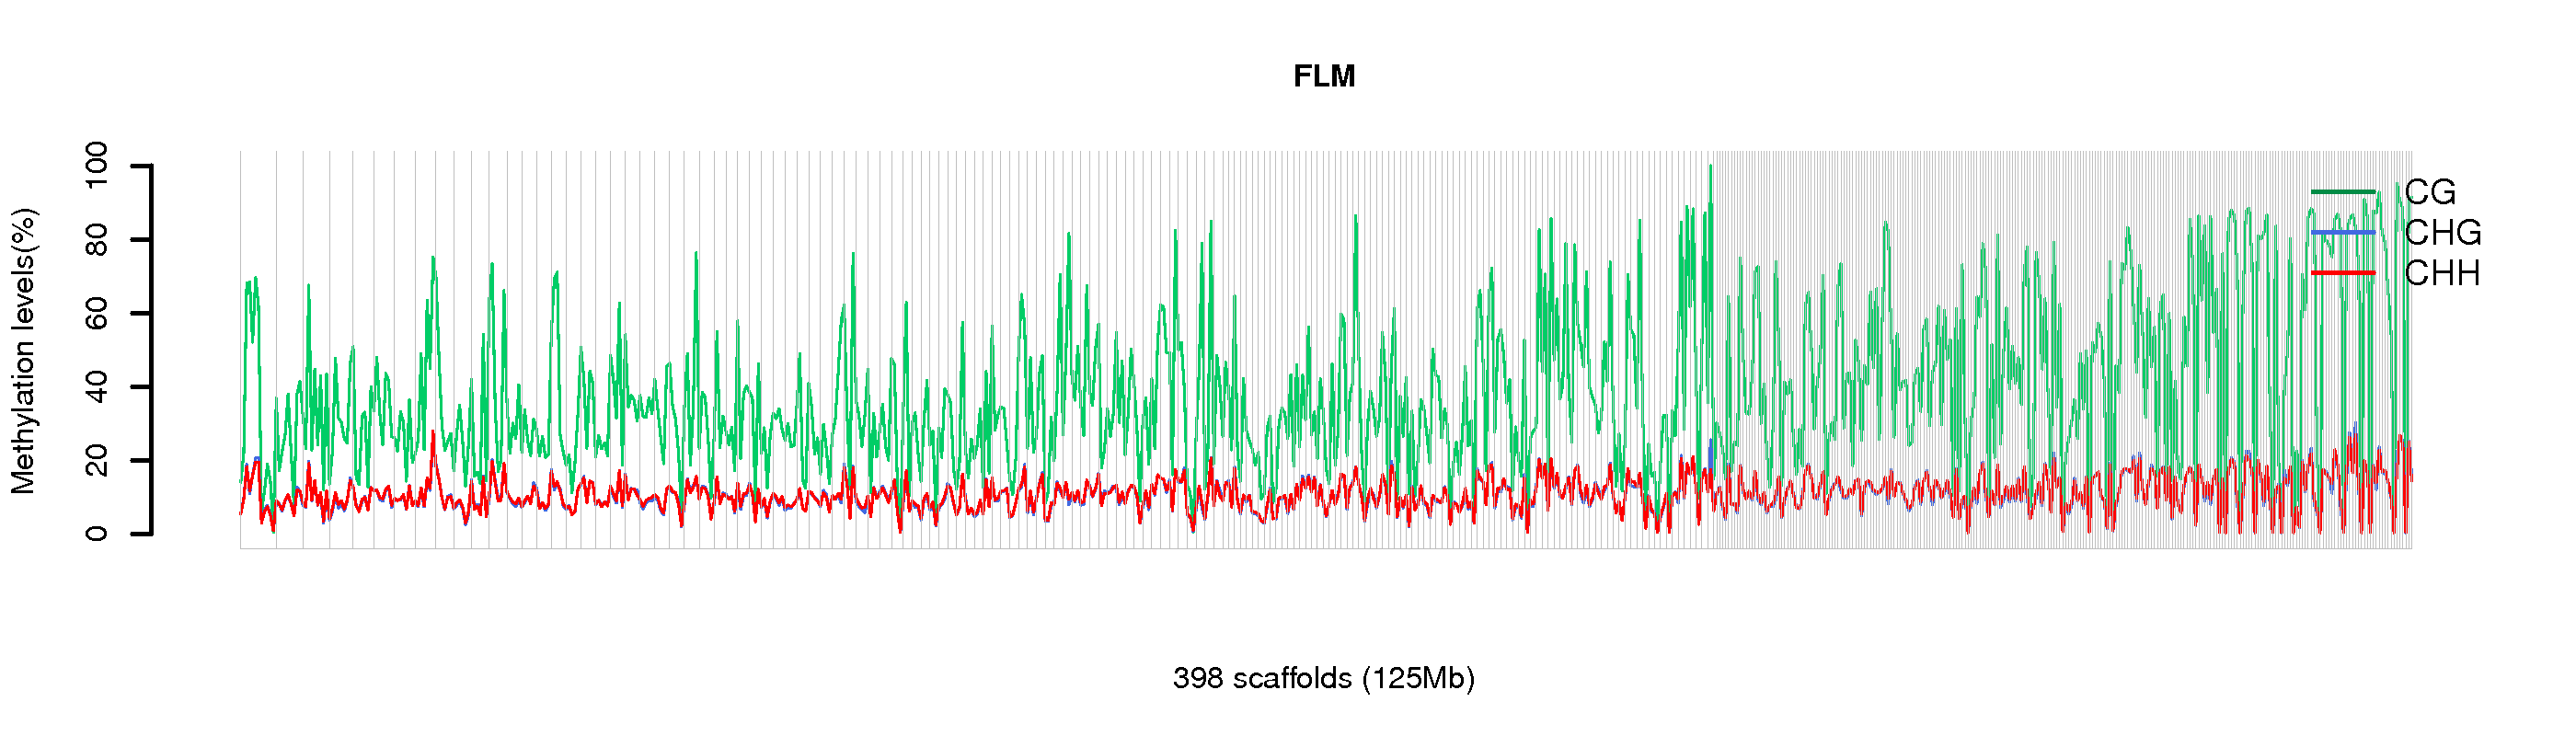

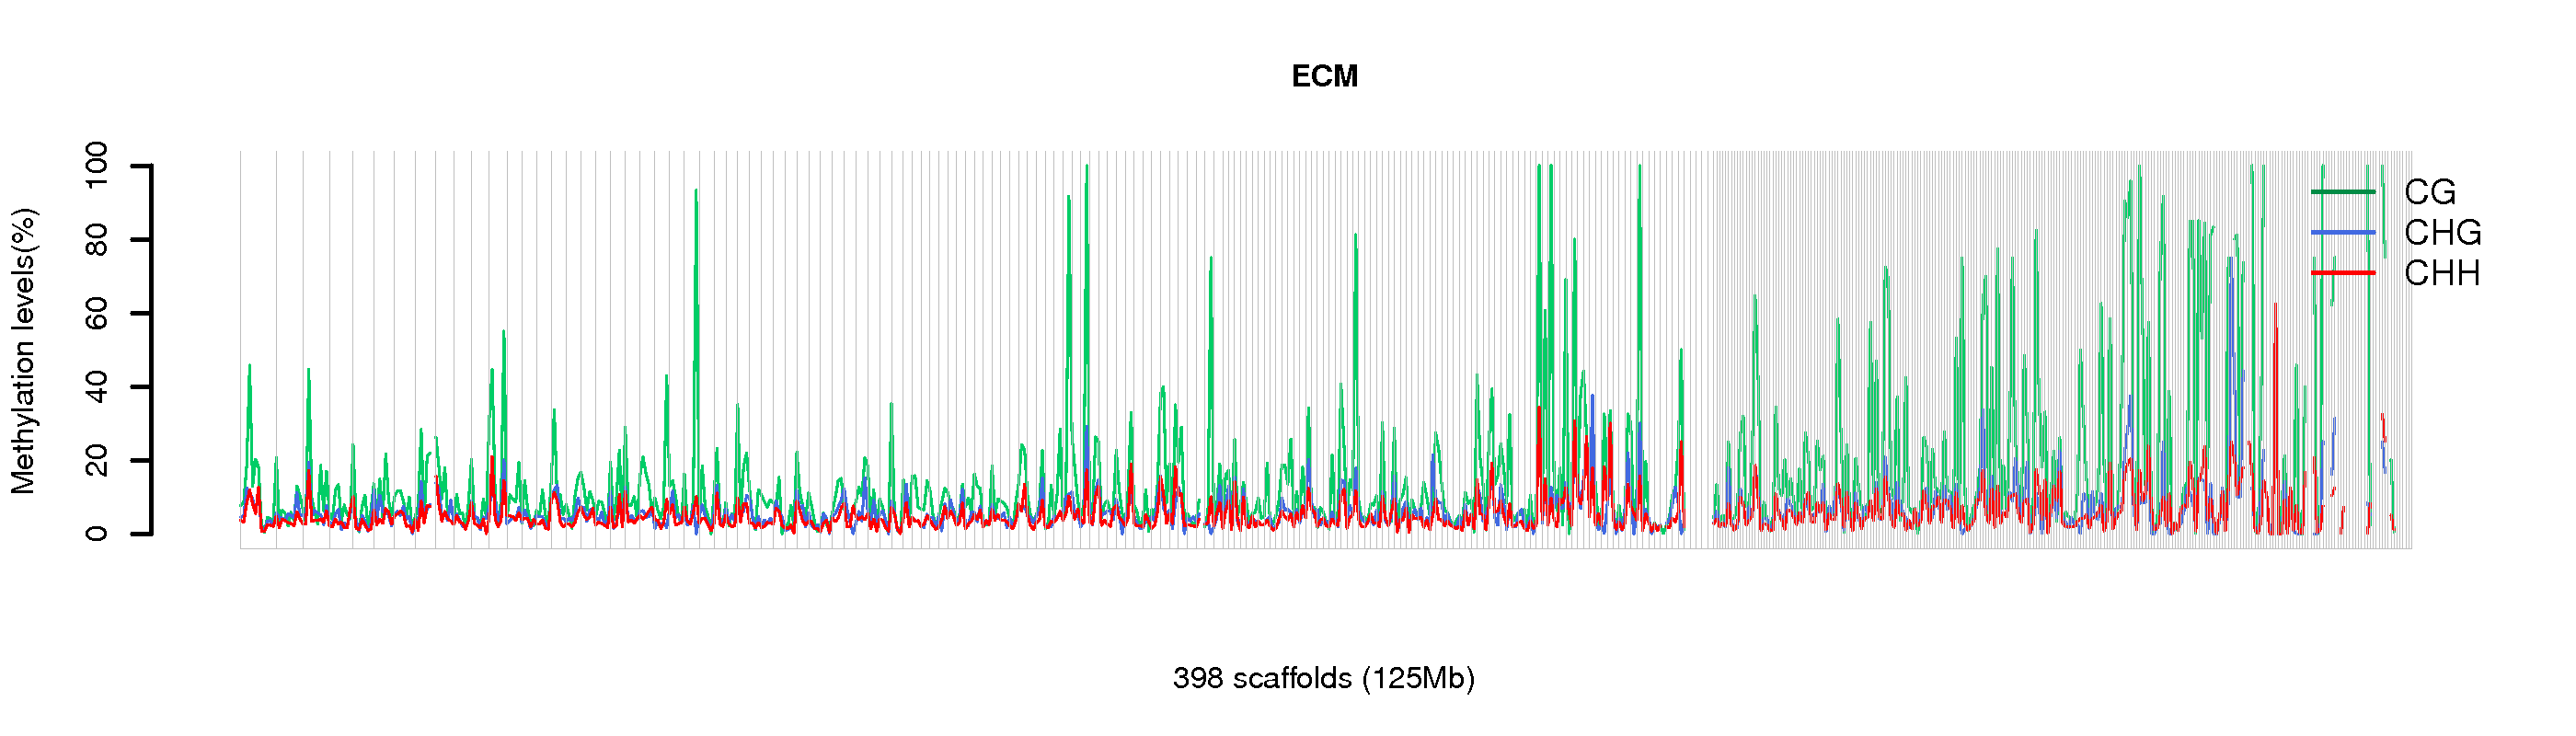

**Figure S4.** Genome-wide view of DNA methylation levels at CG, CHG and CHH sites in FB (*top*), FLM (*middle*) and ECM (*bottom*).

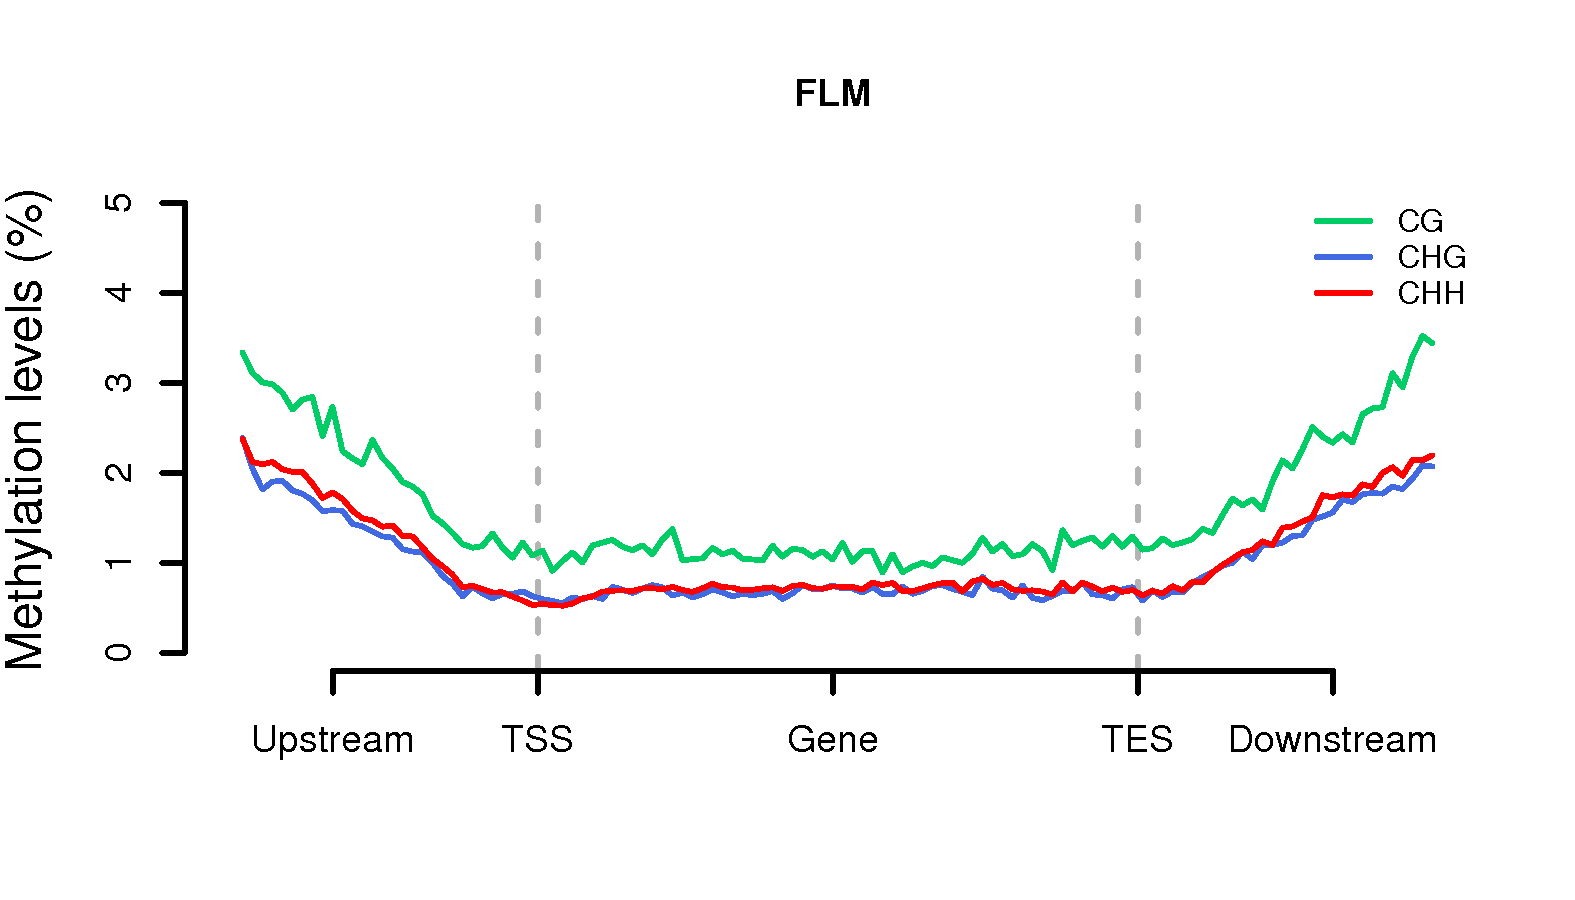

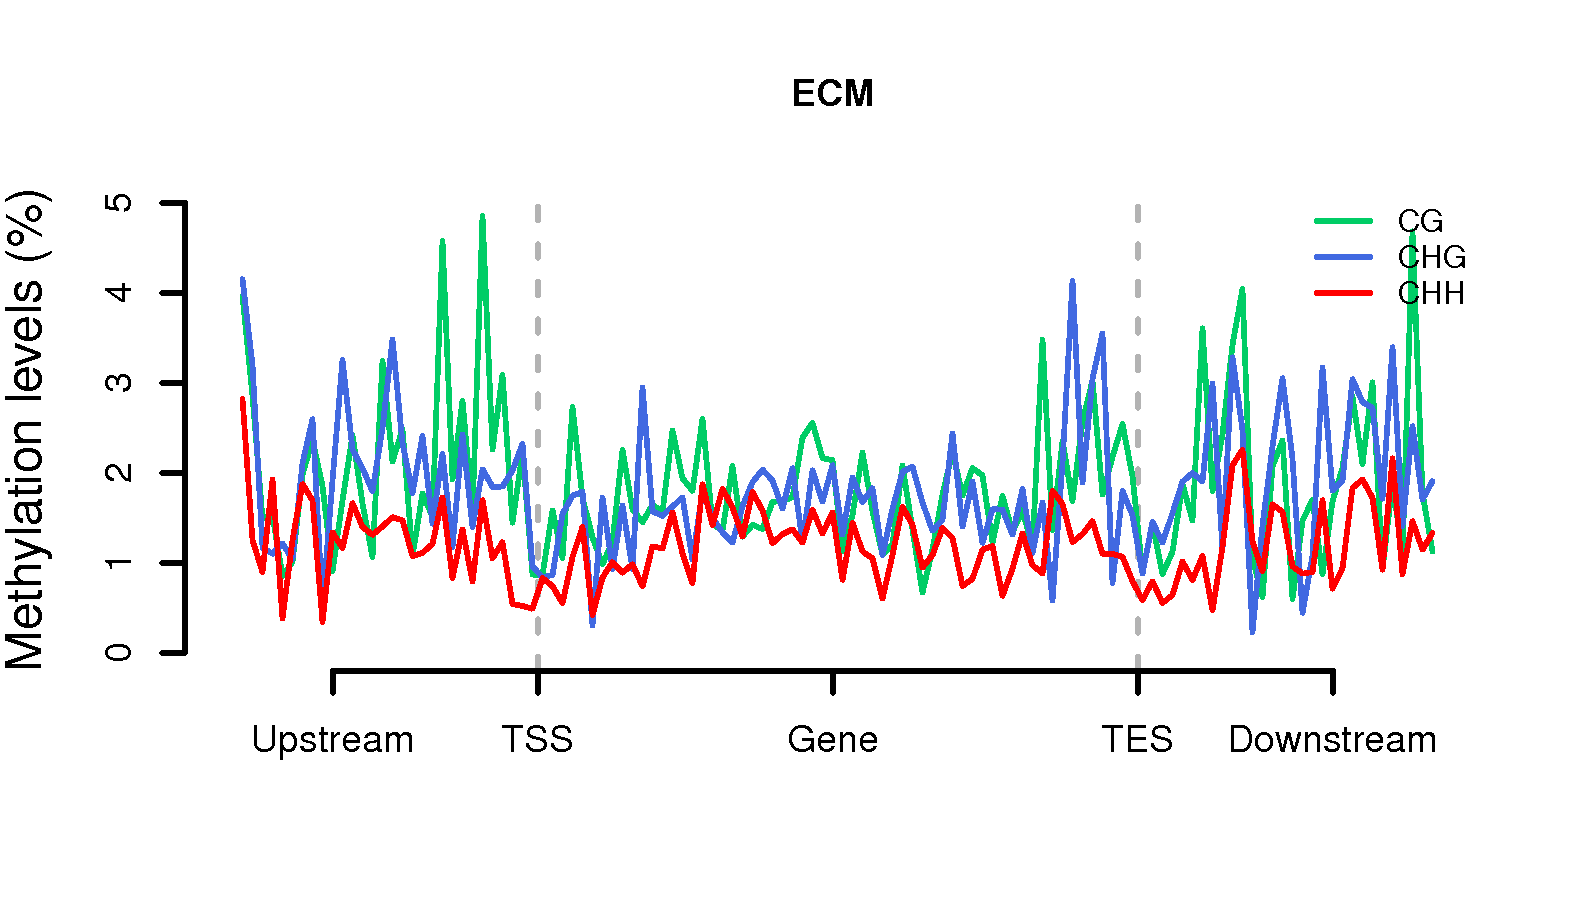

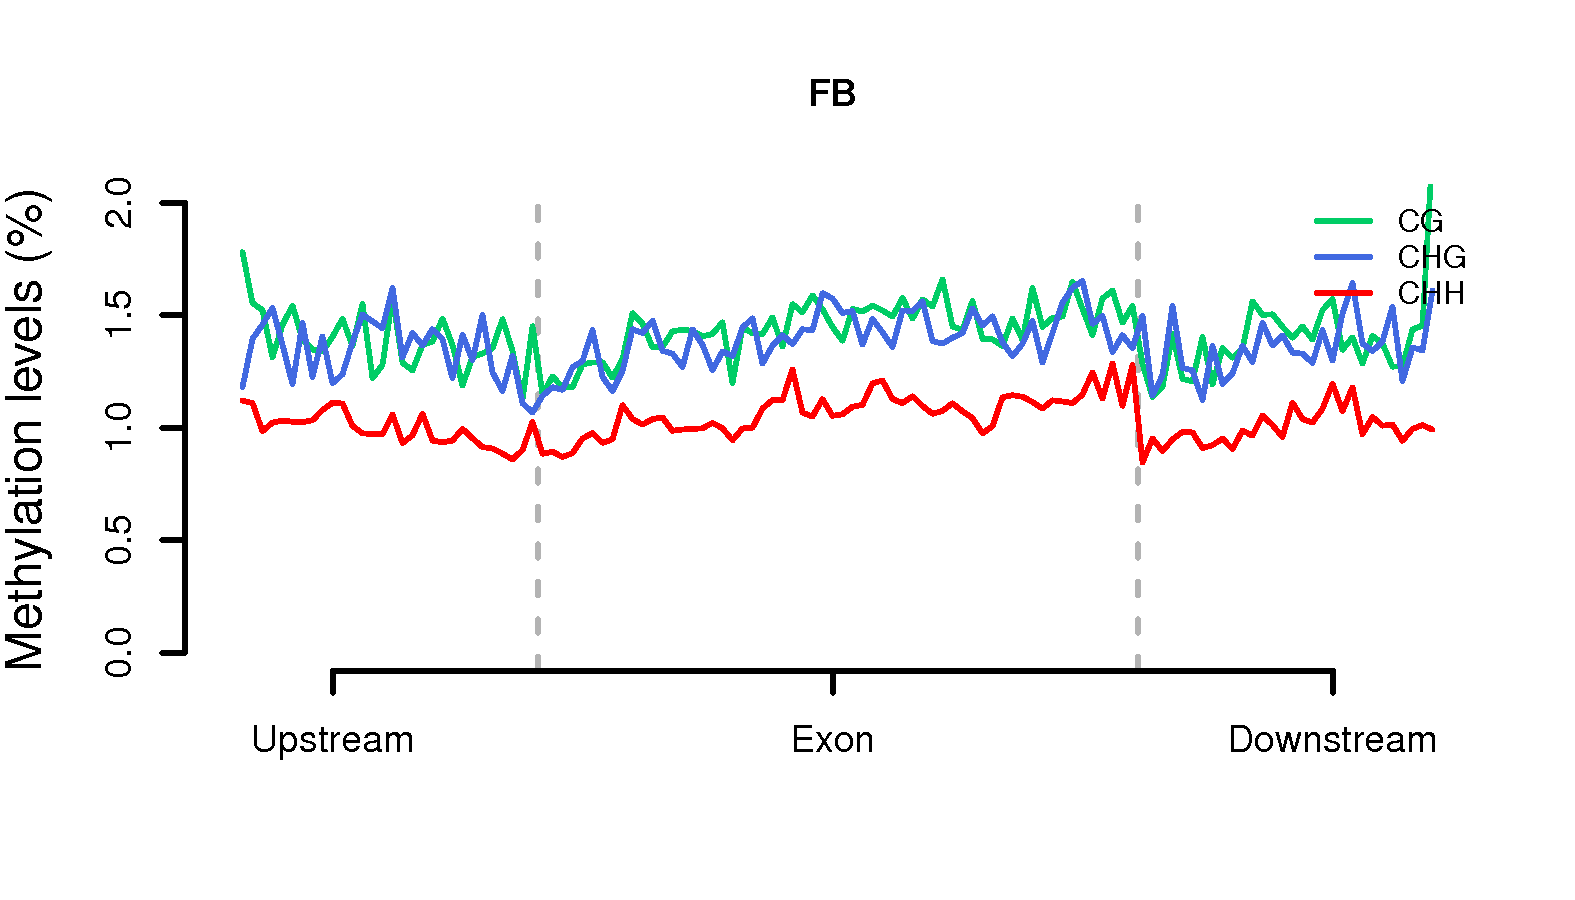

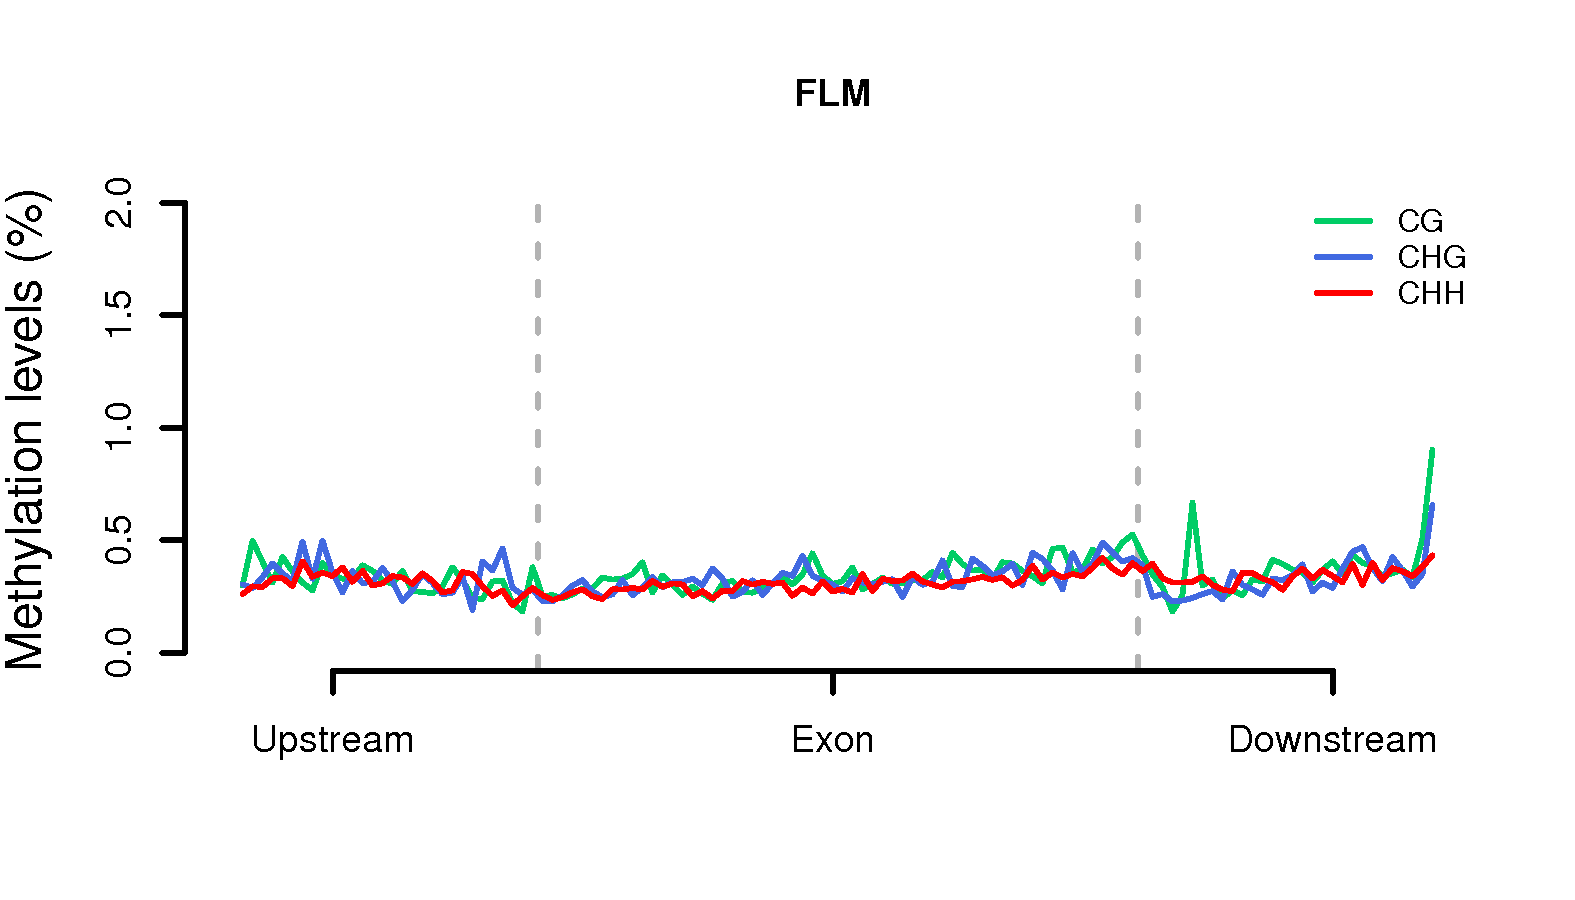

**Figure S5.** Meta-plots of DNA methylation levels in genes (*top panels*: FLM and ECM) and exons (*bottom panels*: FB and FLM). Plotted values are average methylation levels within upstream, core genomic (genes, exons) and downstream regions.

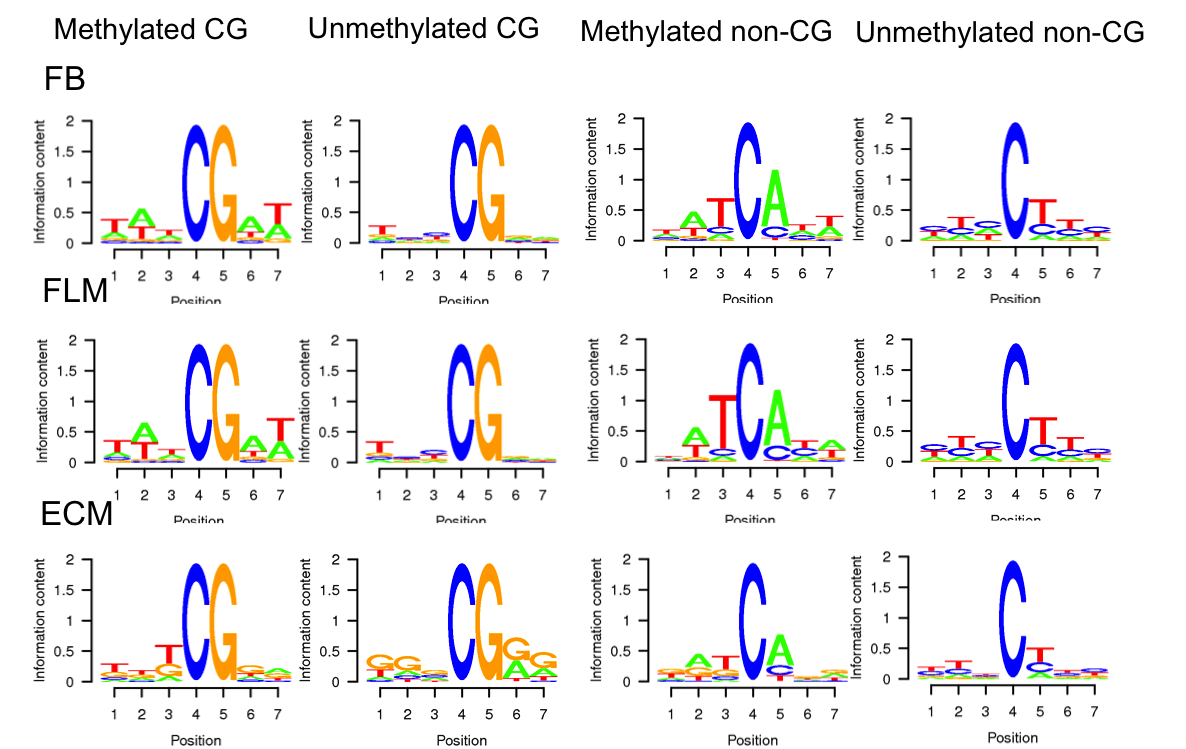

**Figure S6.** Logo-plots of sequences proximal to methylated and unmethylated sites in CG and non-CG sequence contexts.

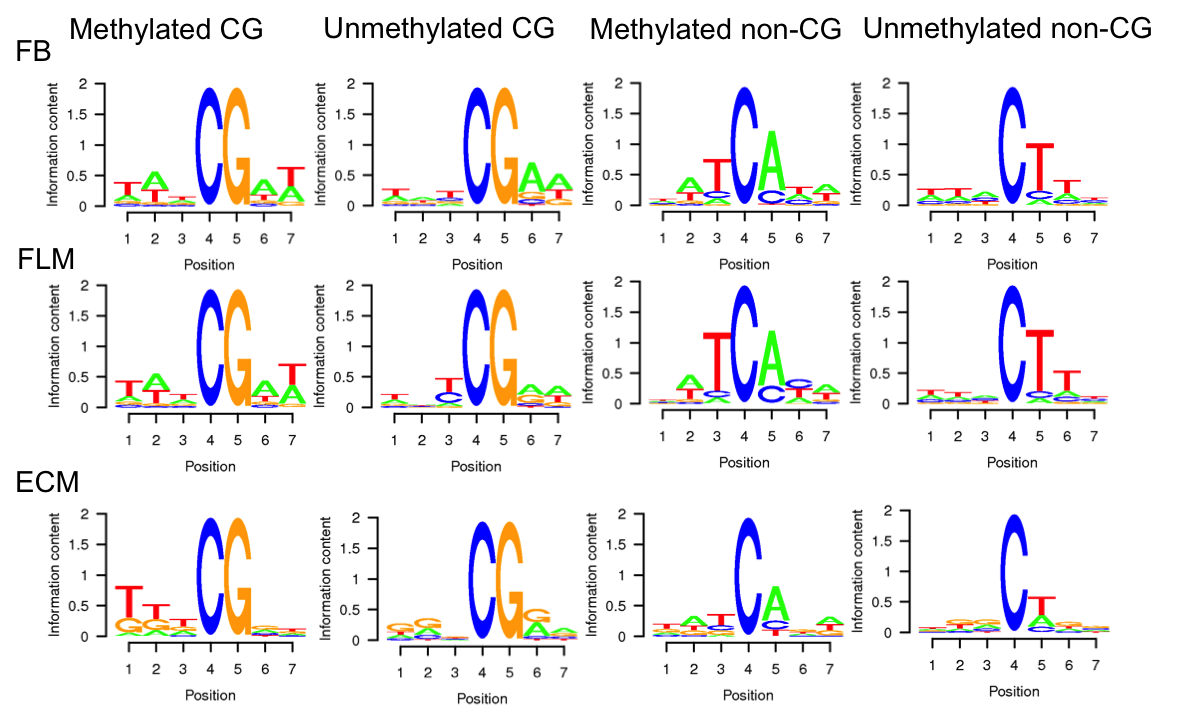

**Figure S7.** Logo-plots of sequences proximal to transposon-associated, methylated and unmethylated sites within CG and non-CG sequence contexts.

***
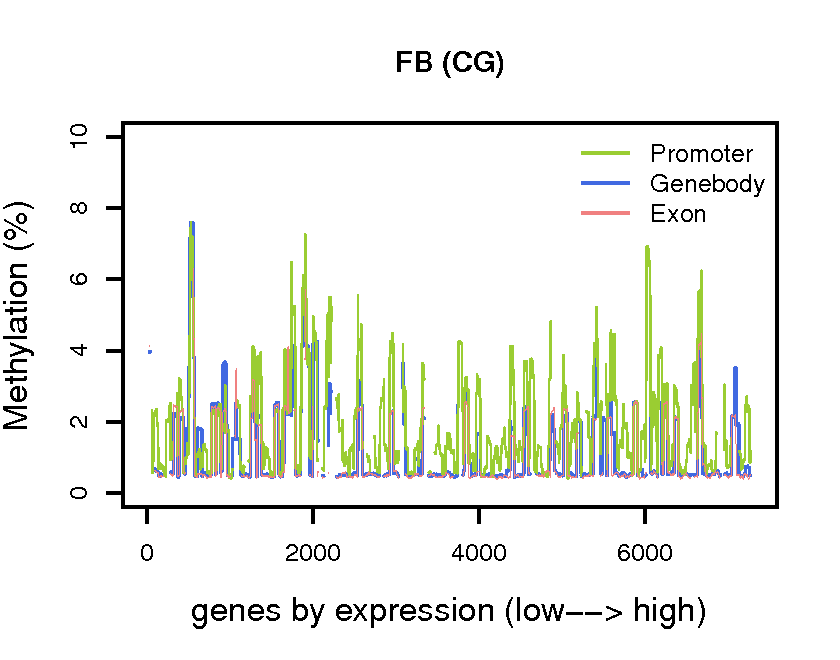

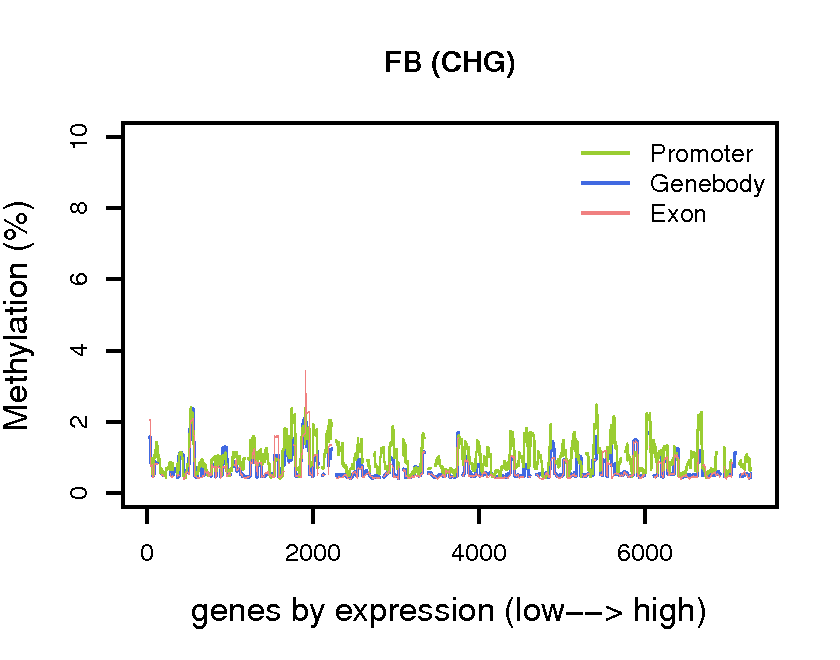

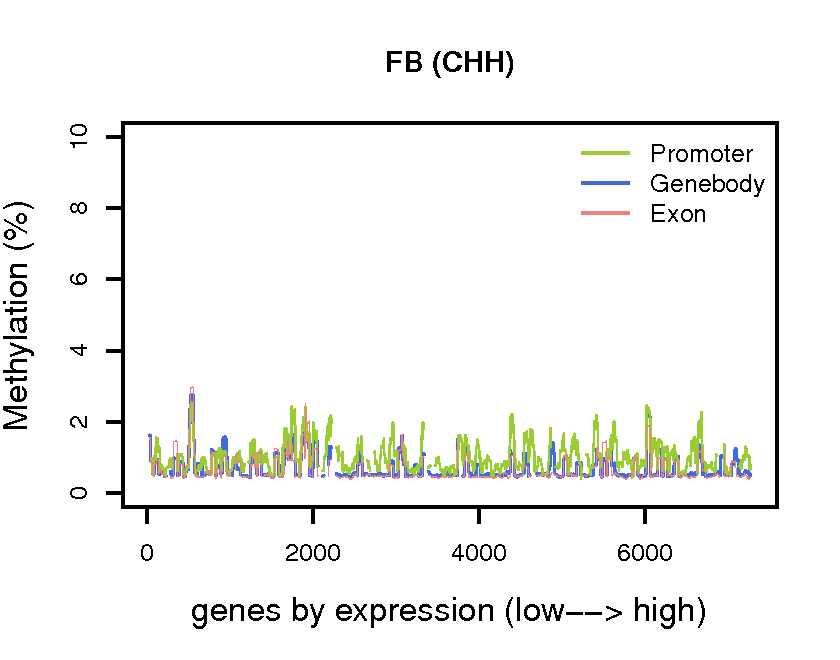
***

***
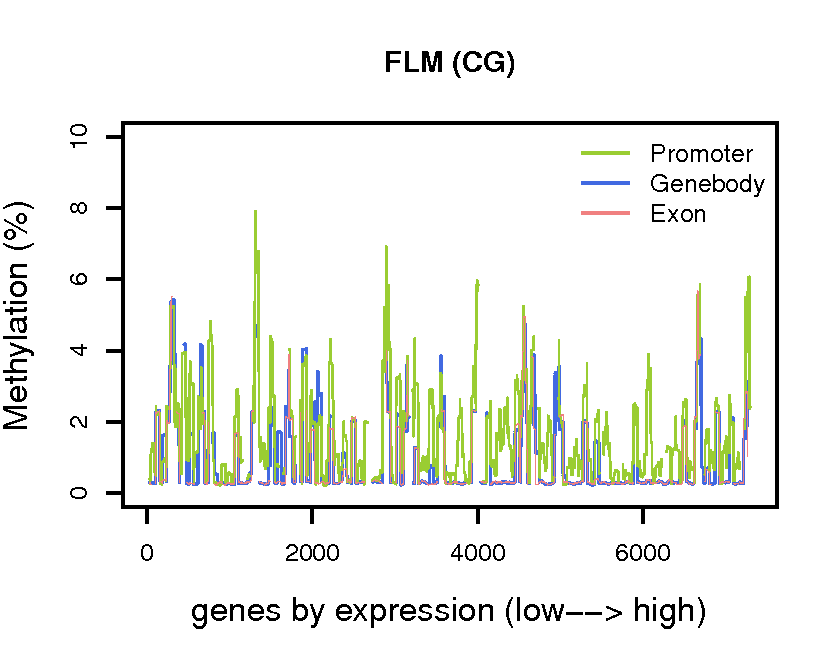

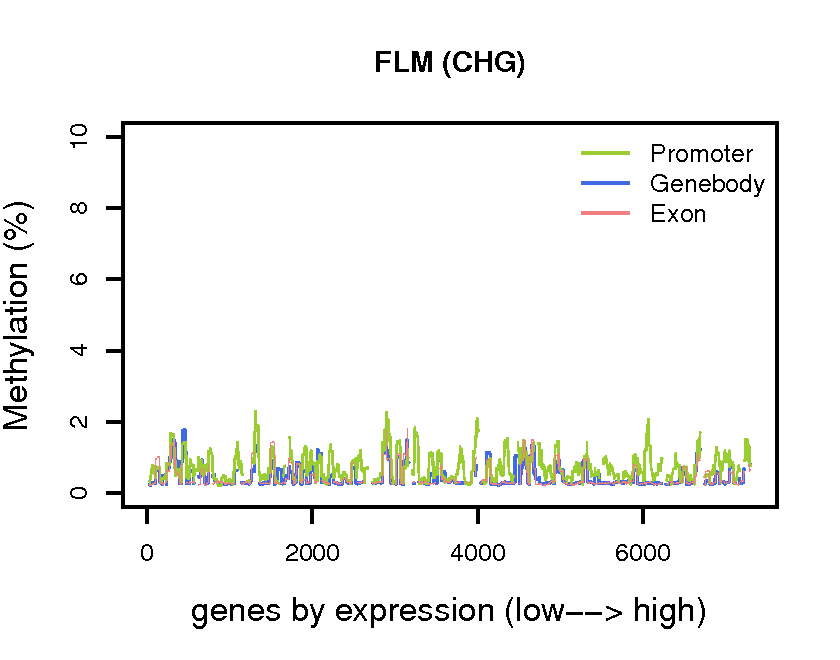

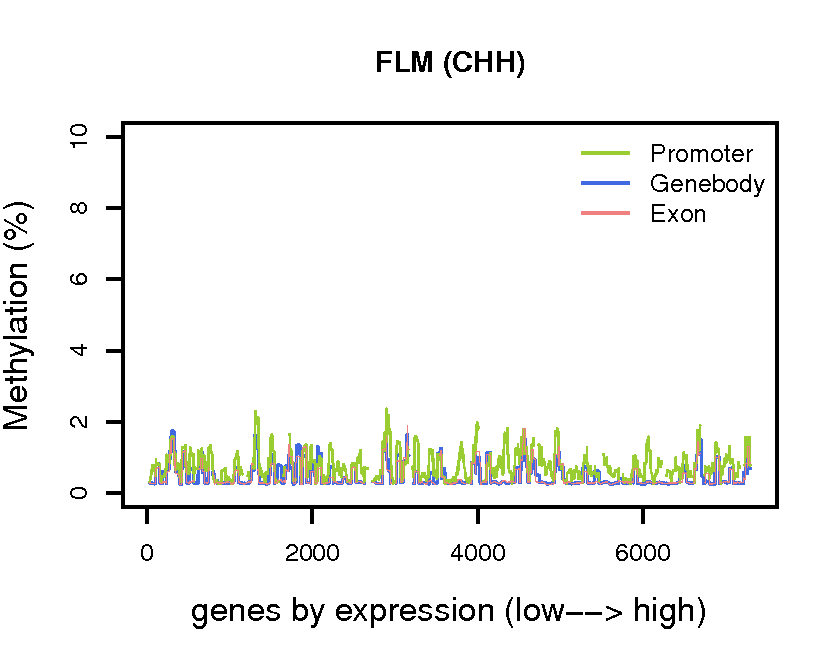
***

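For gene bodies, the correlation with expression was 0.0325 for CHG and 0.0581 for CHH methylation in FB, and 0.0187 and -0.0233 in FLM.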

**Figure S8.** Promoter and gene-body methylation levels ranked according to gene expression levels (low to high); methylation levels are plotted as moving averages of 50 genes.

**
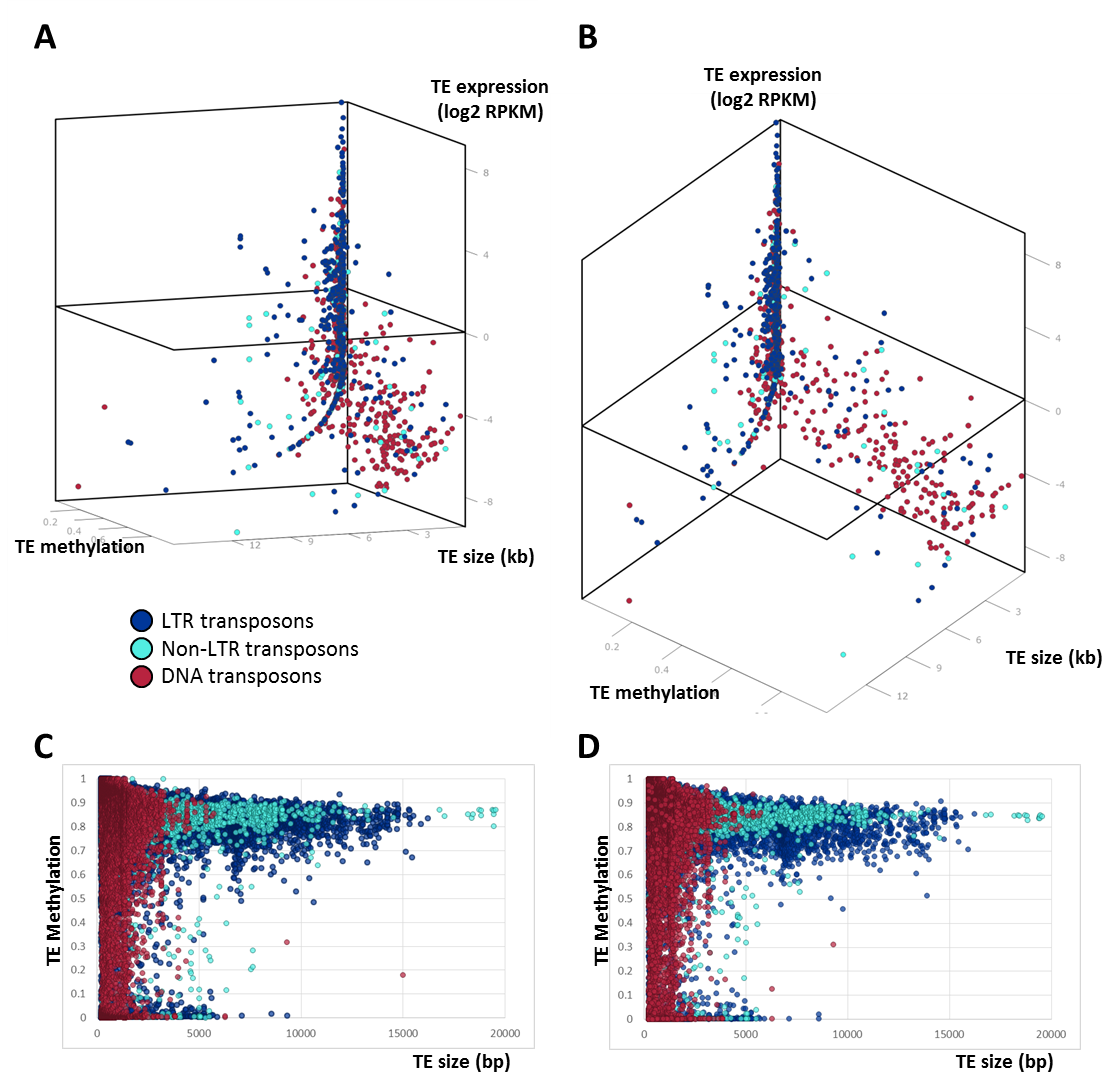
**

**Figure S9.** Transposon methylation and expression. CG methylation levels of individual TEs plotted against their size (kb) and expression levels (Log2 RPKM) in FLM (**A-B**) presented as two views of the same three-dimensional scatter plot. Only TEs with at least one mapped read (RPKM>0) are shown. The plane cut at log2 RPKM= 0 was set as a threshold for expressed TEs (corresponding to RPKM=1); see also Figure 2 (main text). CG methylation levels vs. size (bp) of TEs with RPKM=0 are presented as scatter plots for FB and FLM in panels (**D**) and (**E**)**.** Retrotransposons are shown in blue (dark blue for LTR, light blue for non-LTR retrotransposons); DNA transposons are shown in red.

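In FLM, 1148 classified TEs had a read. The correlation of their methylation with RPKM was -0.386 for CHG (95% interval -0.441 to -0.331) and -0.357 for CHH (-0.416 to -0.297).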

**A.**

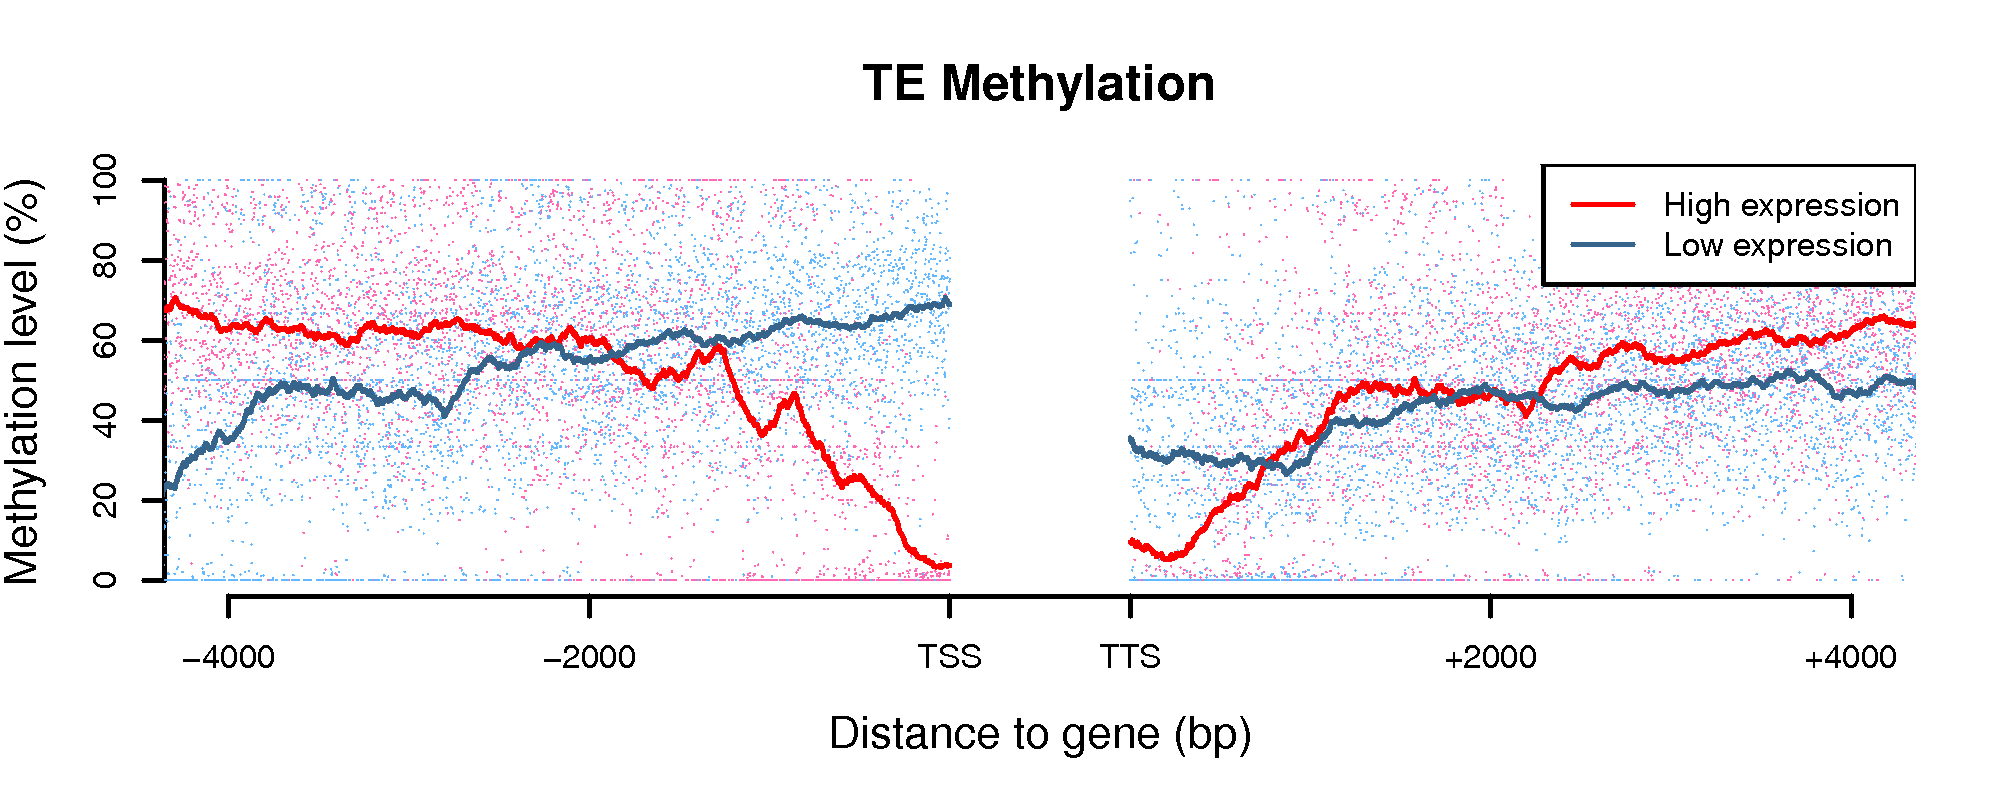

**B.**

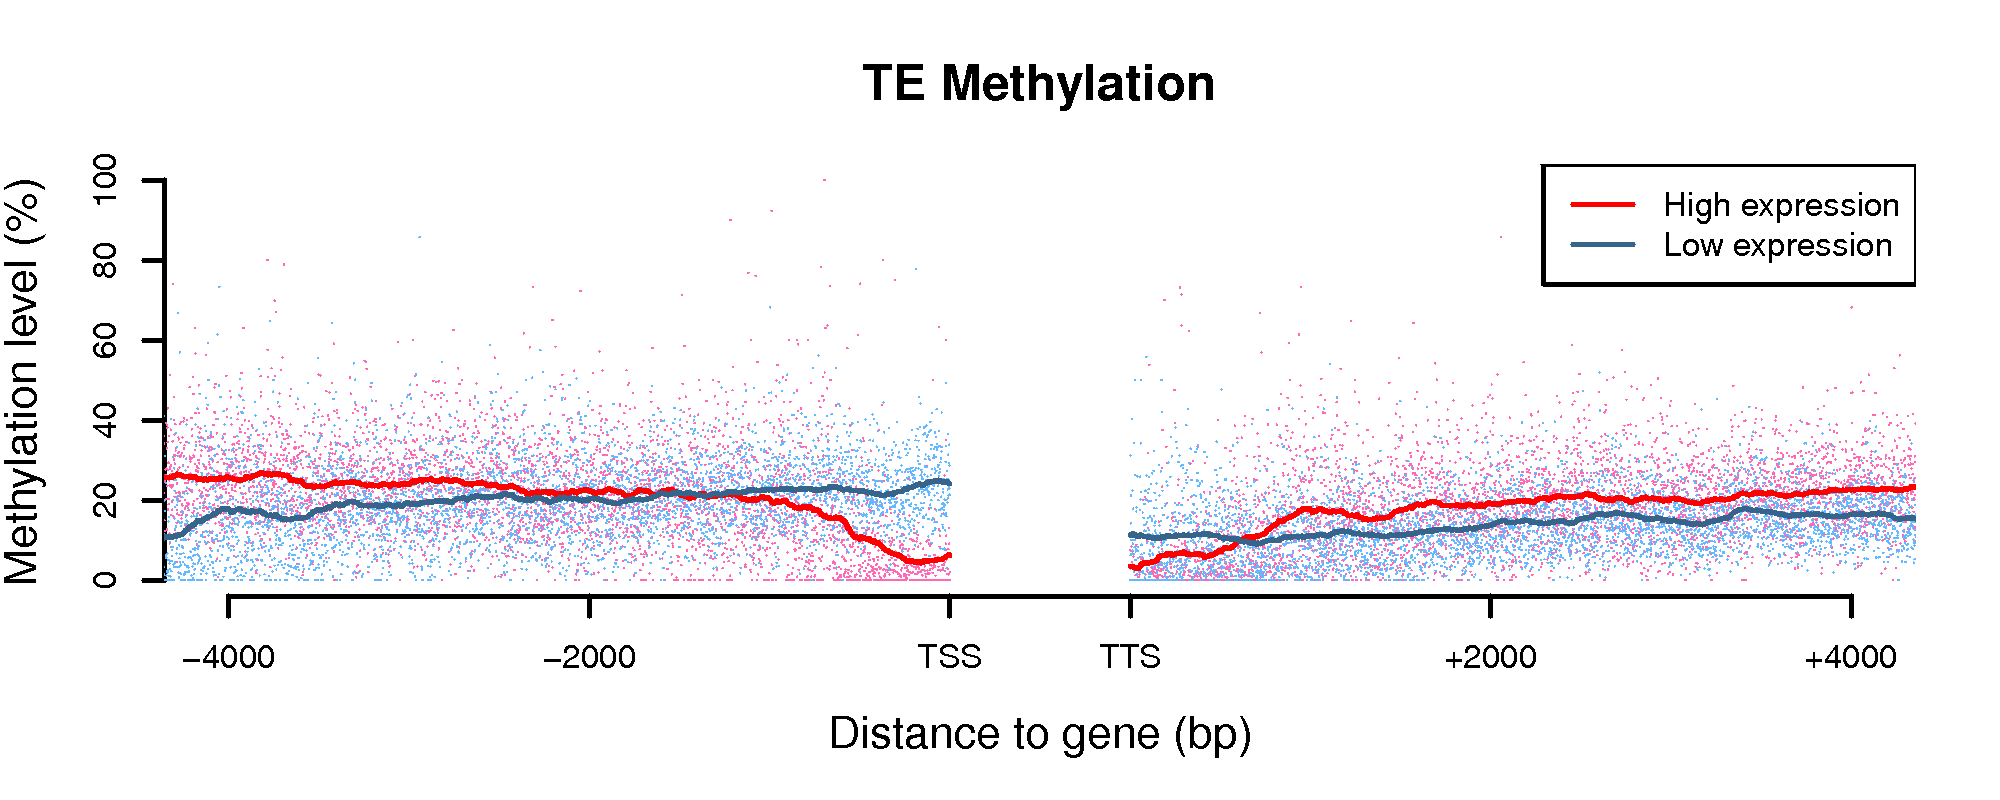

**C.**

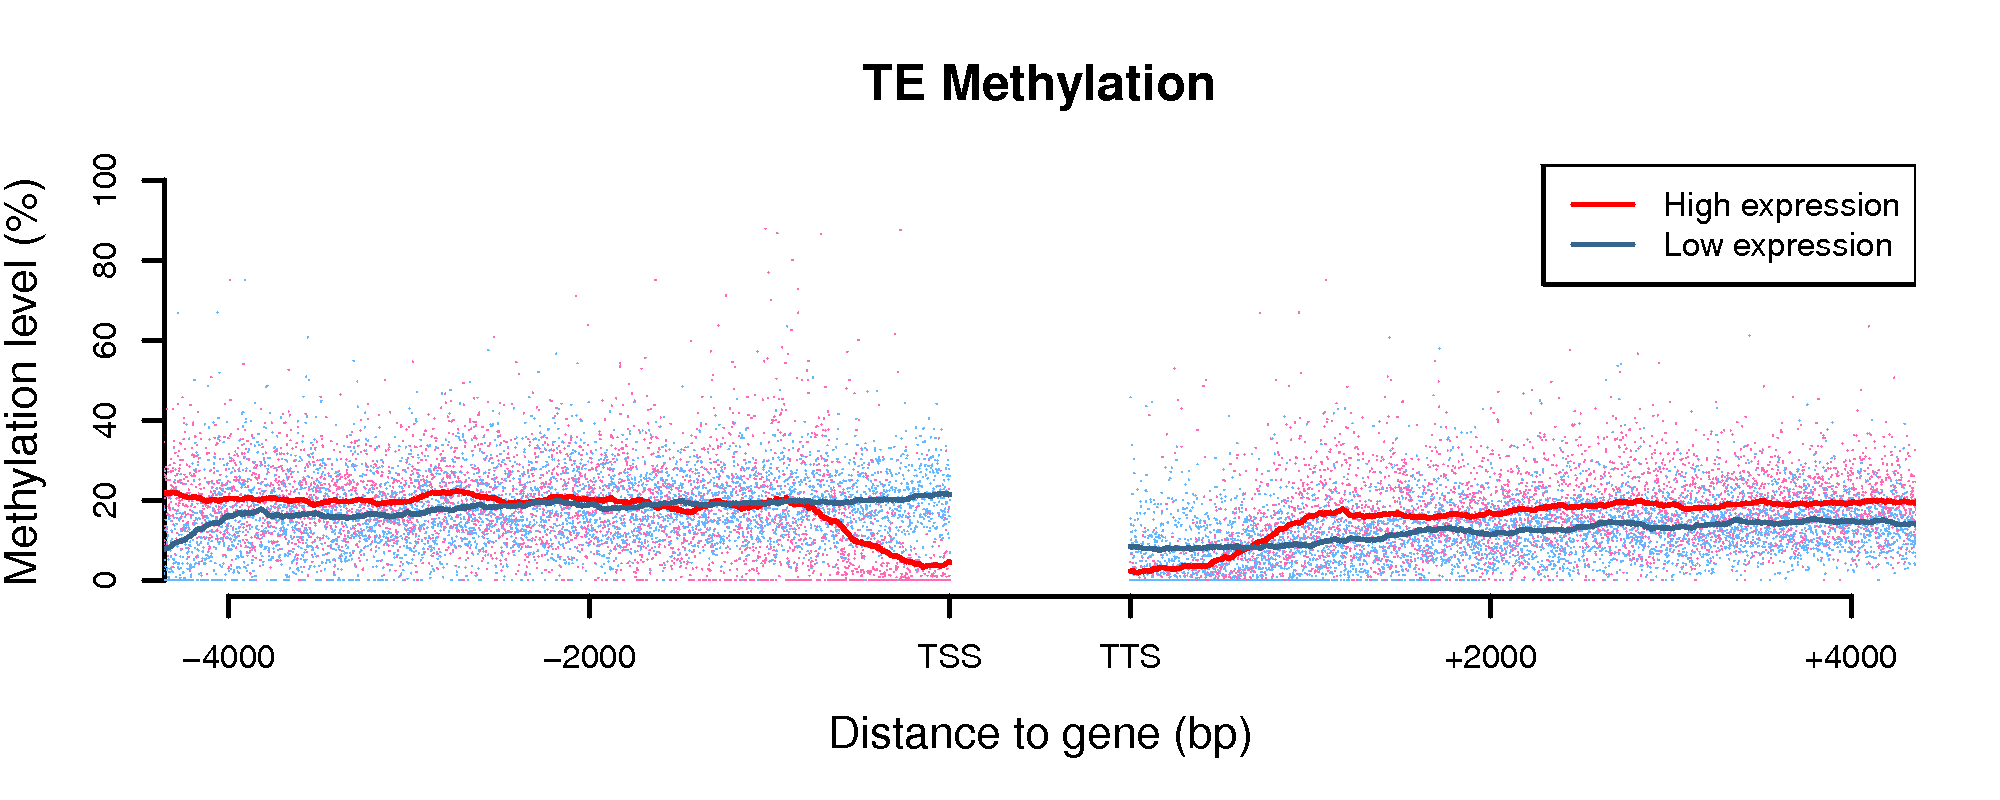

**Figure S10.** Transposon methylation and neighbor gene expression levels for FLM (CG sites), FB (CHG sites) and FLM (CHG sites) are shown in panels (**A**), (**B**) and (**C**), respectively. Methylation levels are referred to TEs located upstream or downstream to highly (top 25%) or lowly (bottom 25%) expressed genes. *Red* (highly expressed genes) and *blue* (lowly expressed genes) lines represent the moving average of methylation levels in 100 bp windows. t-test *p*-values of the differences in % TE methylation between highly and lowly expressed genes were 2.2∙10^-16^ for TE-gene distances ≤0.5kb and ≤10^-4^ for TE-gene distances comprised between 0.5 and 1 kb.

**A.**

**
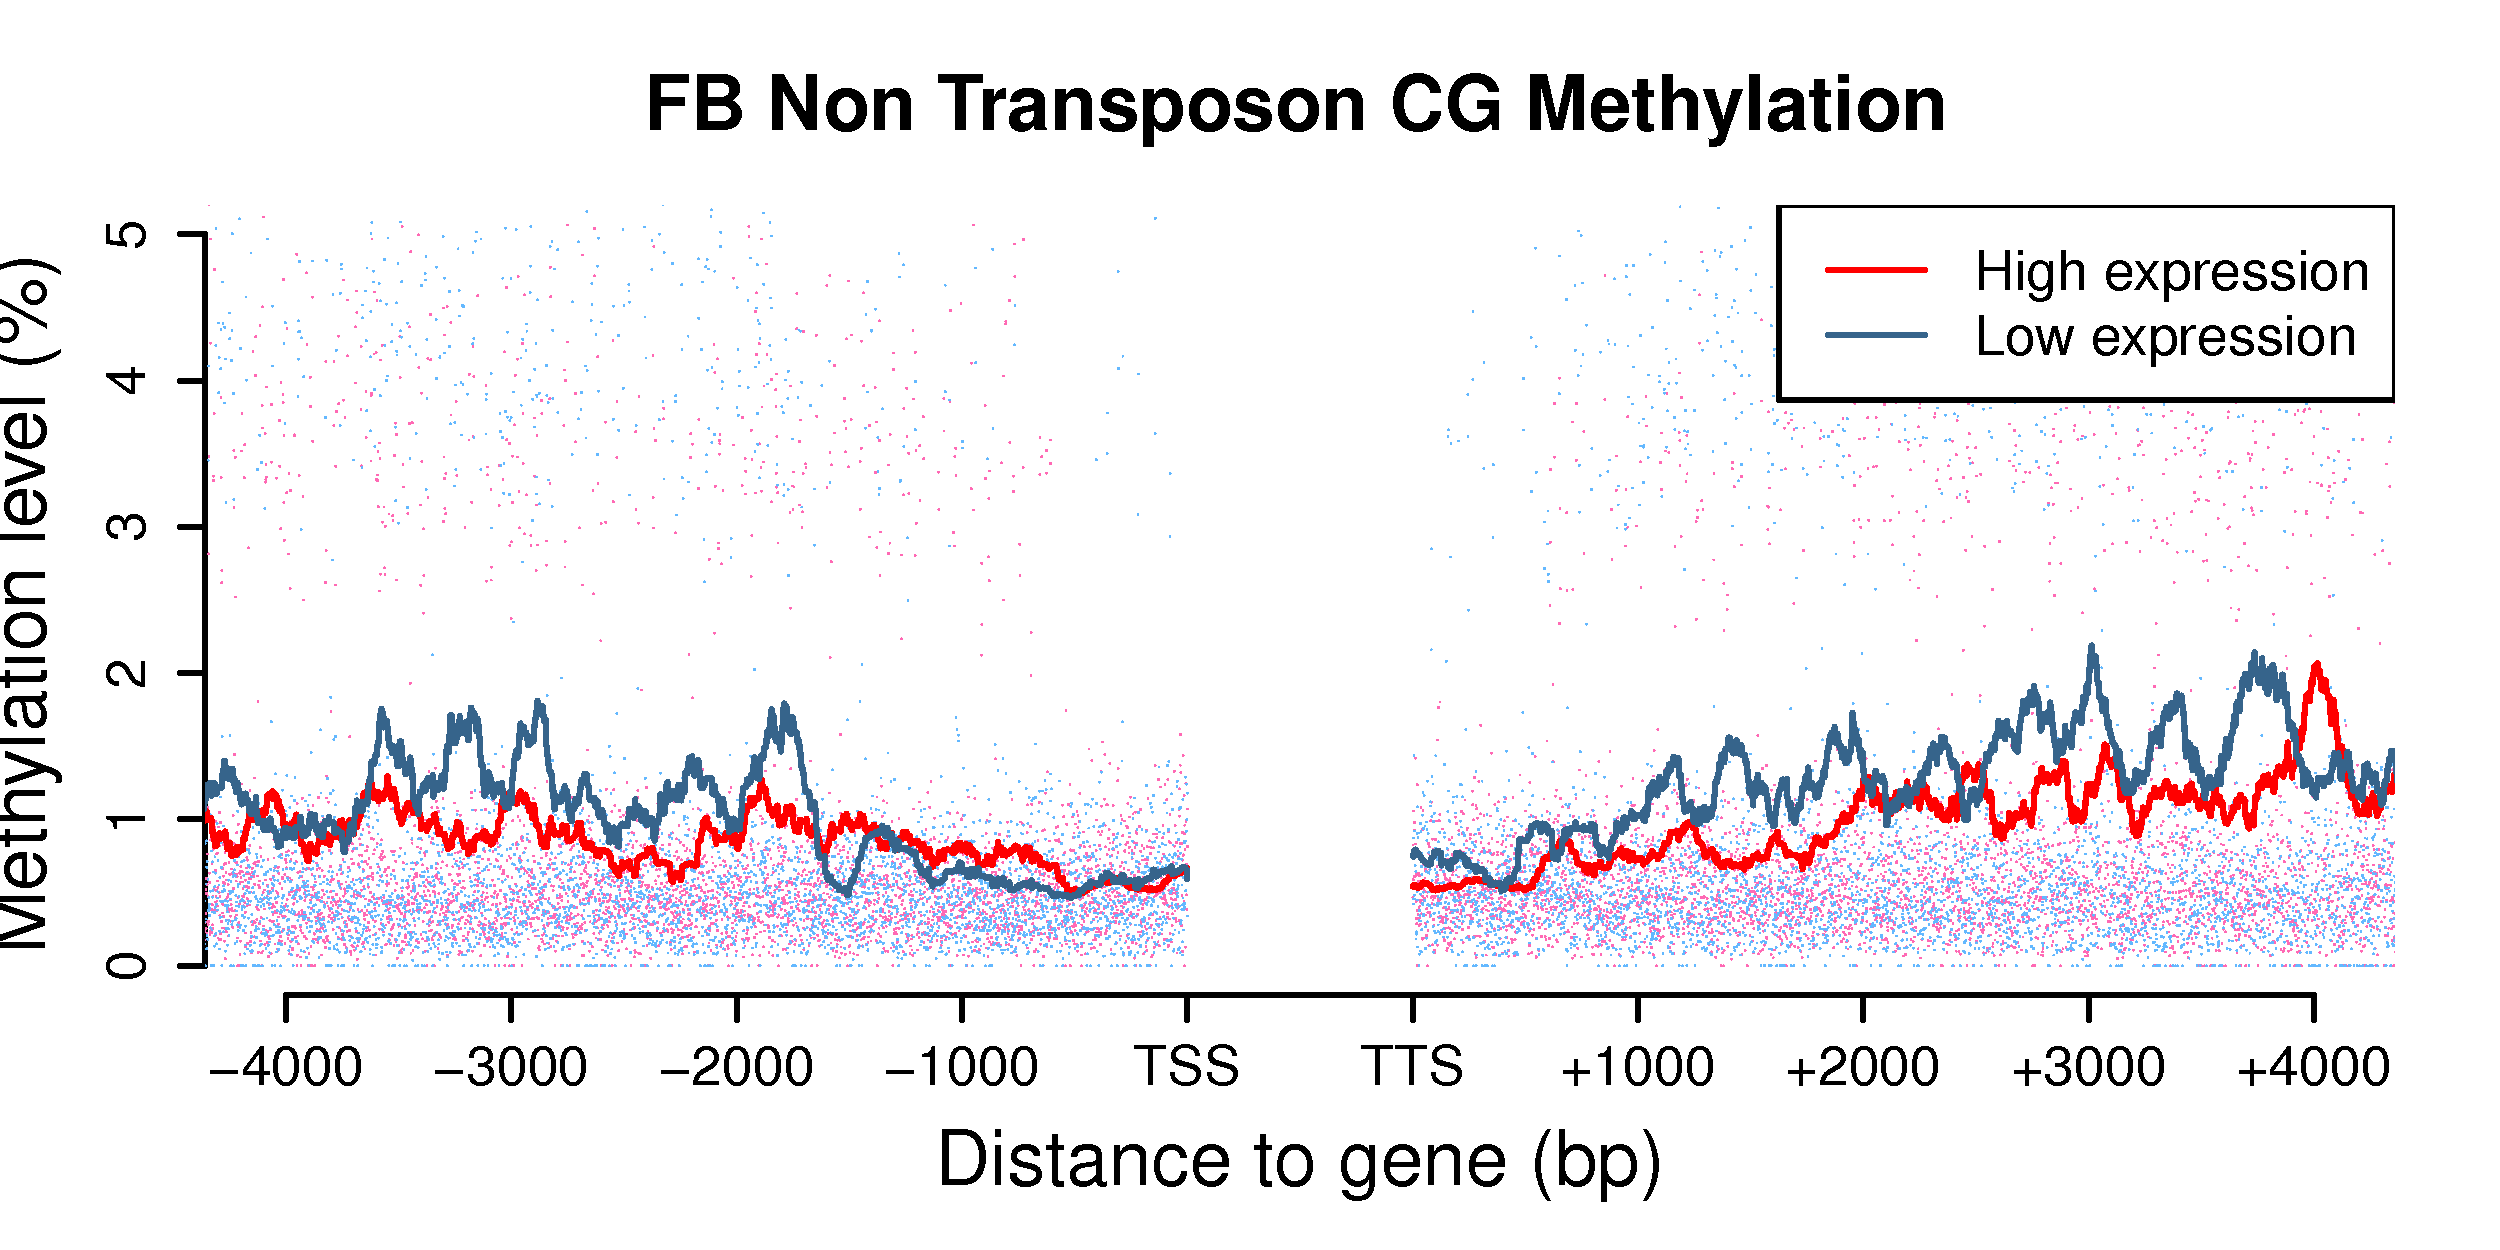
**

**B.**

**
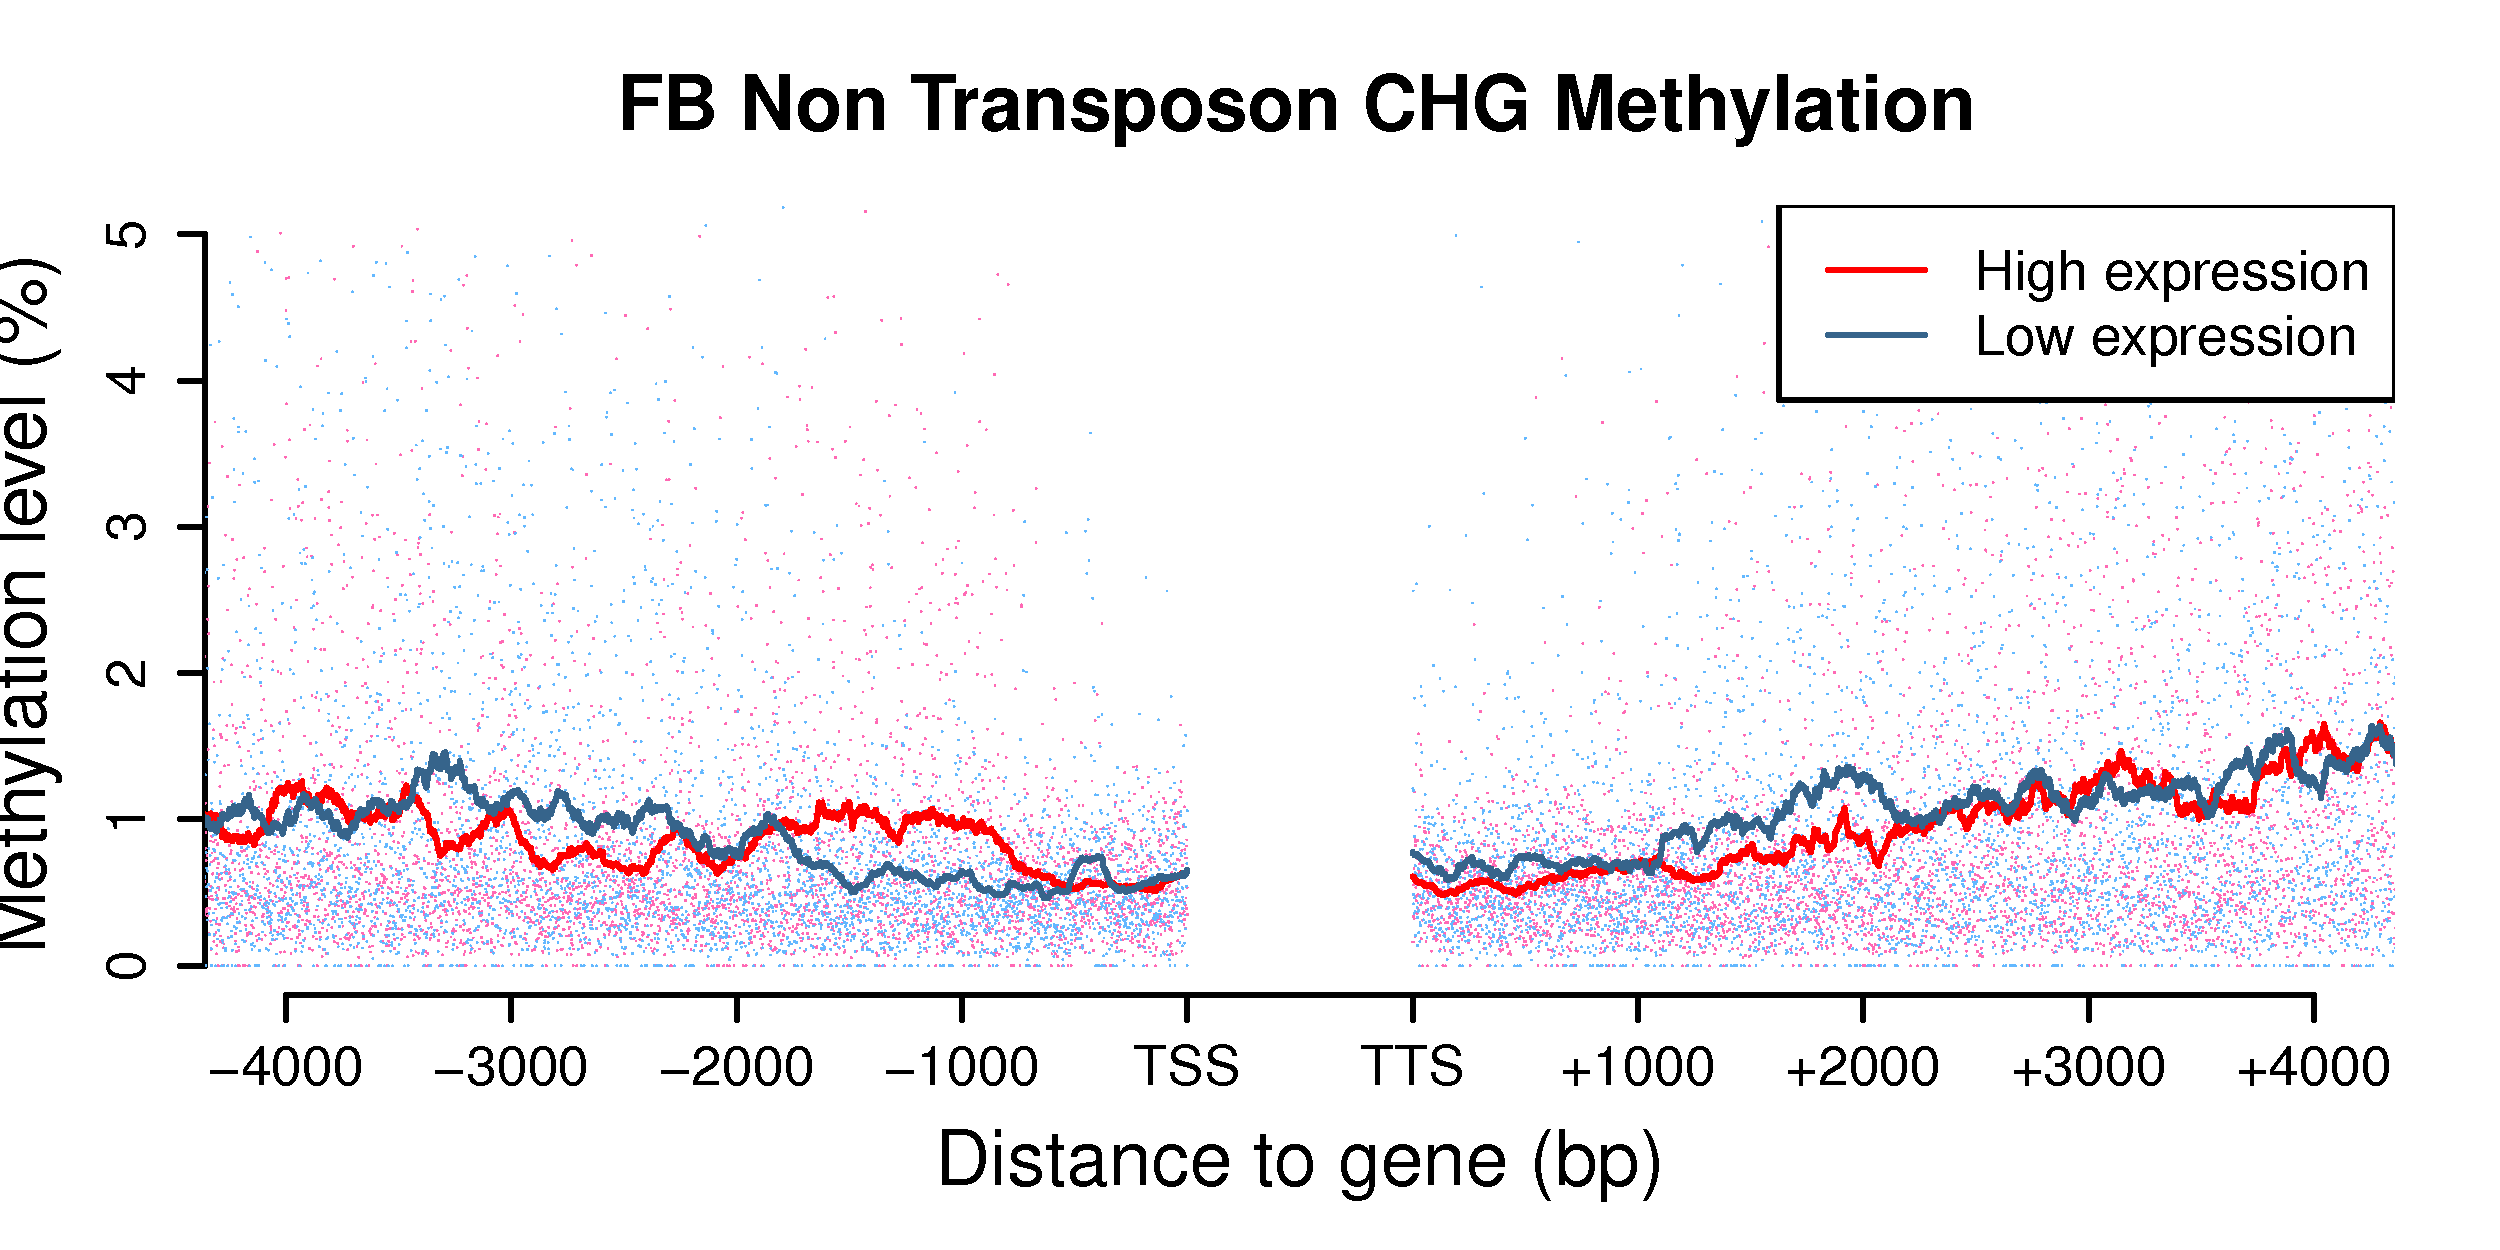
**

**C.**

**
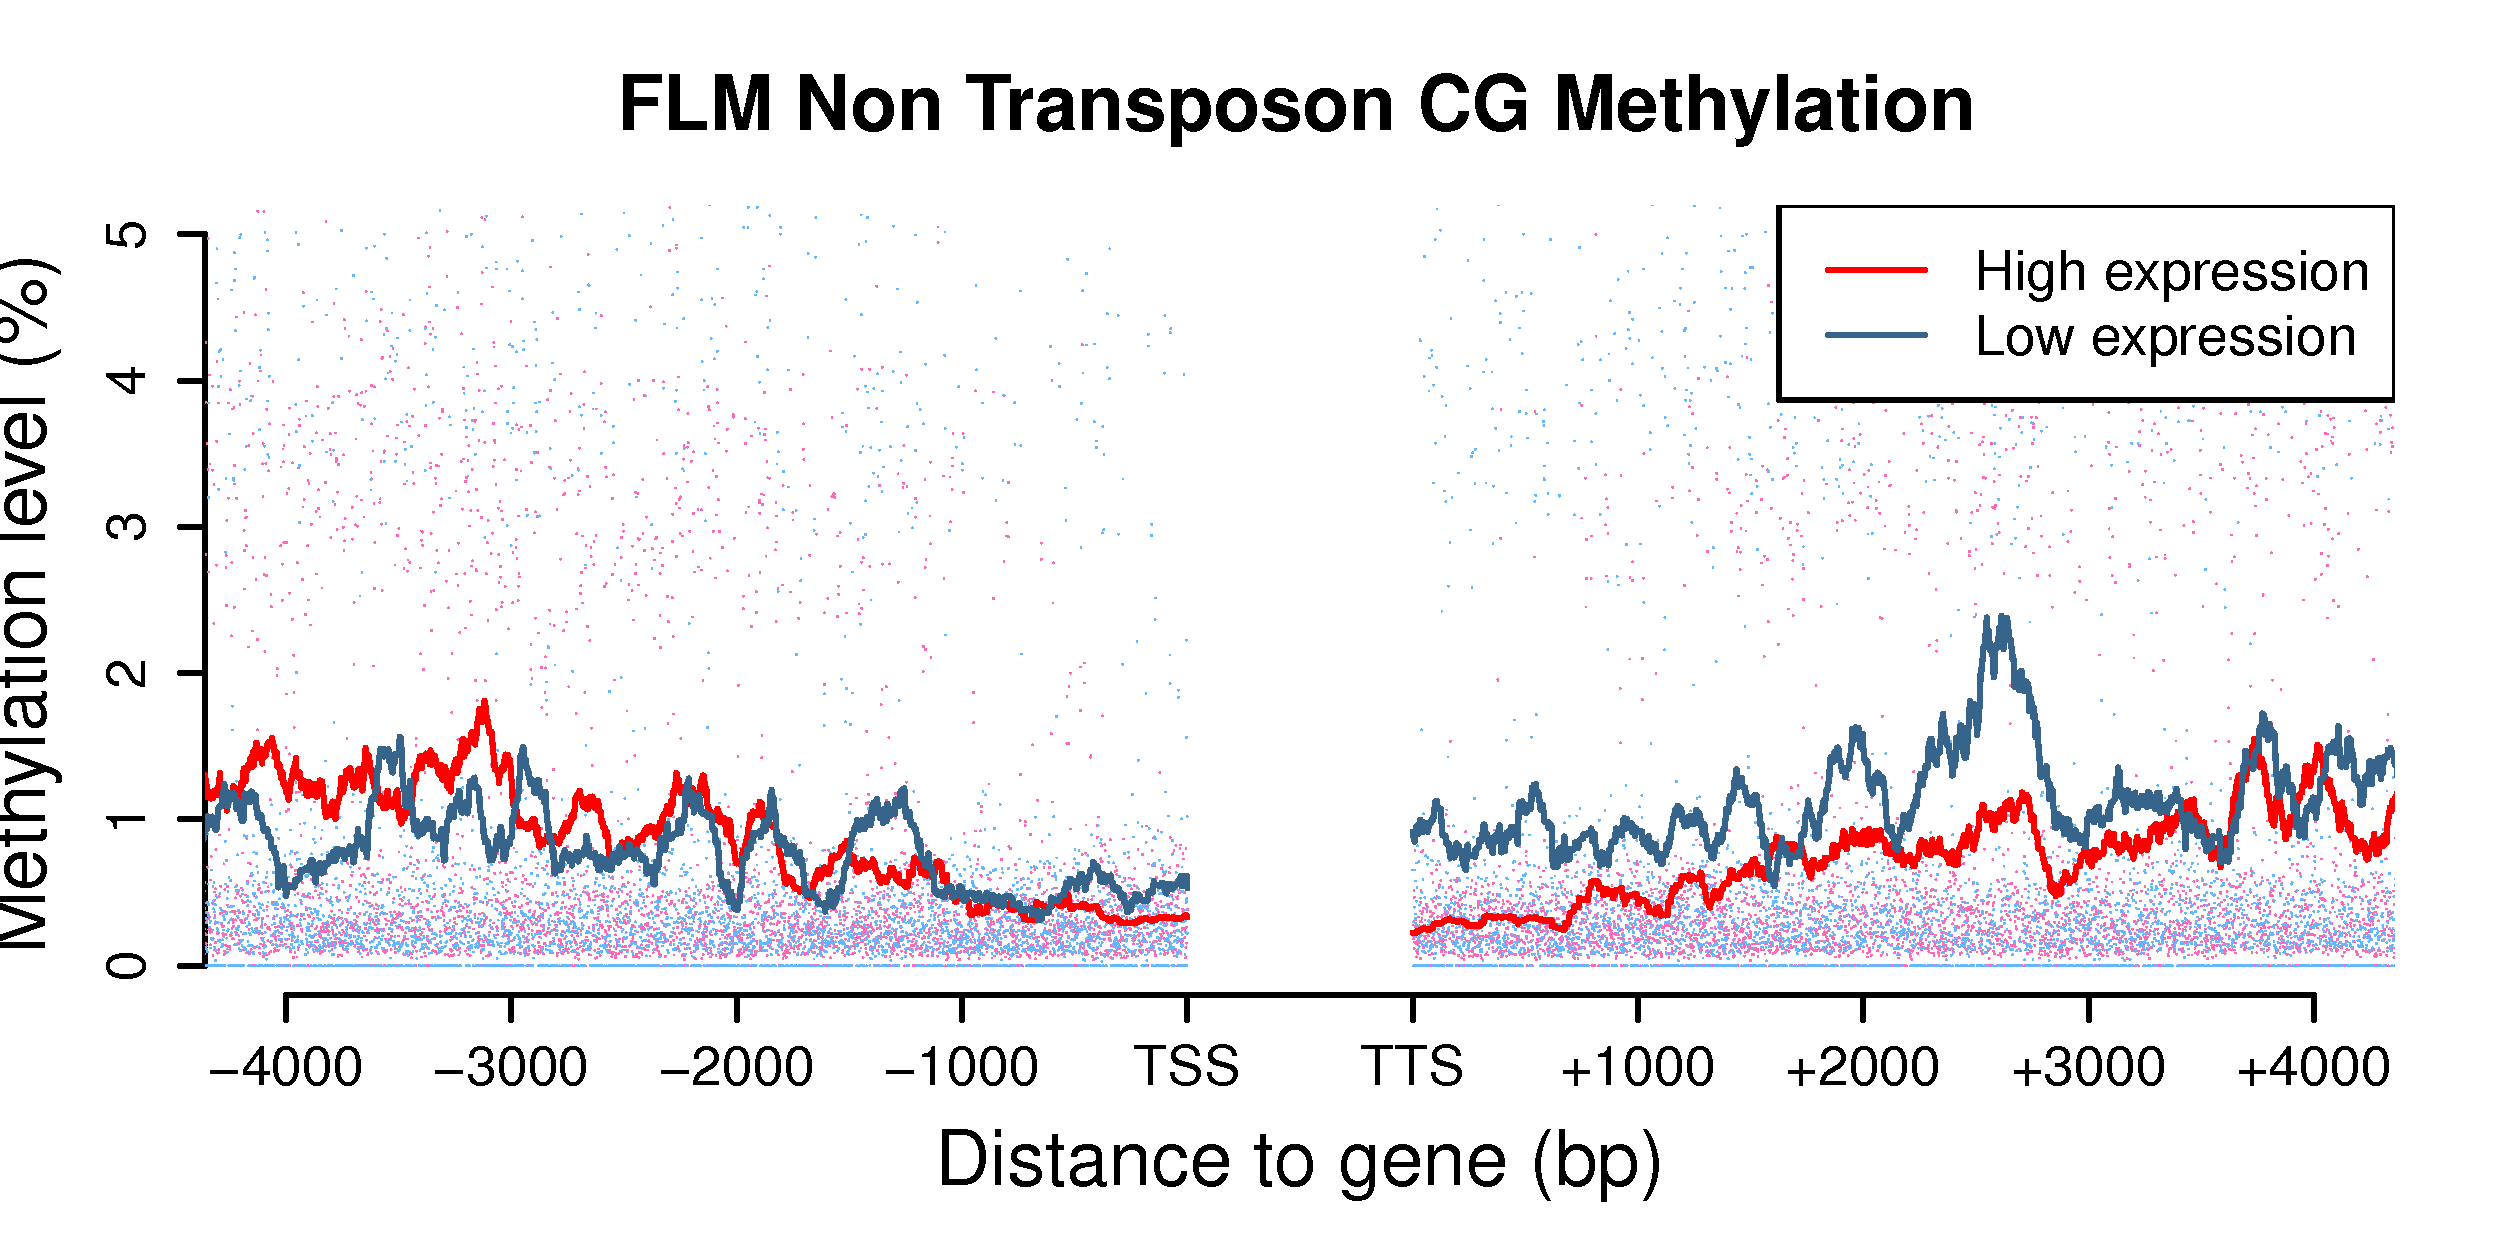
**

**D.**

**
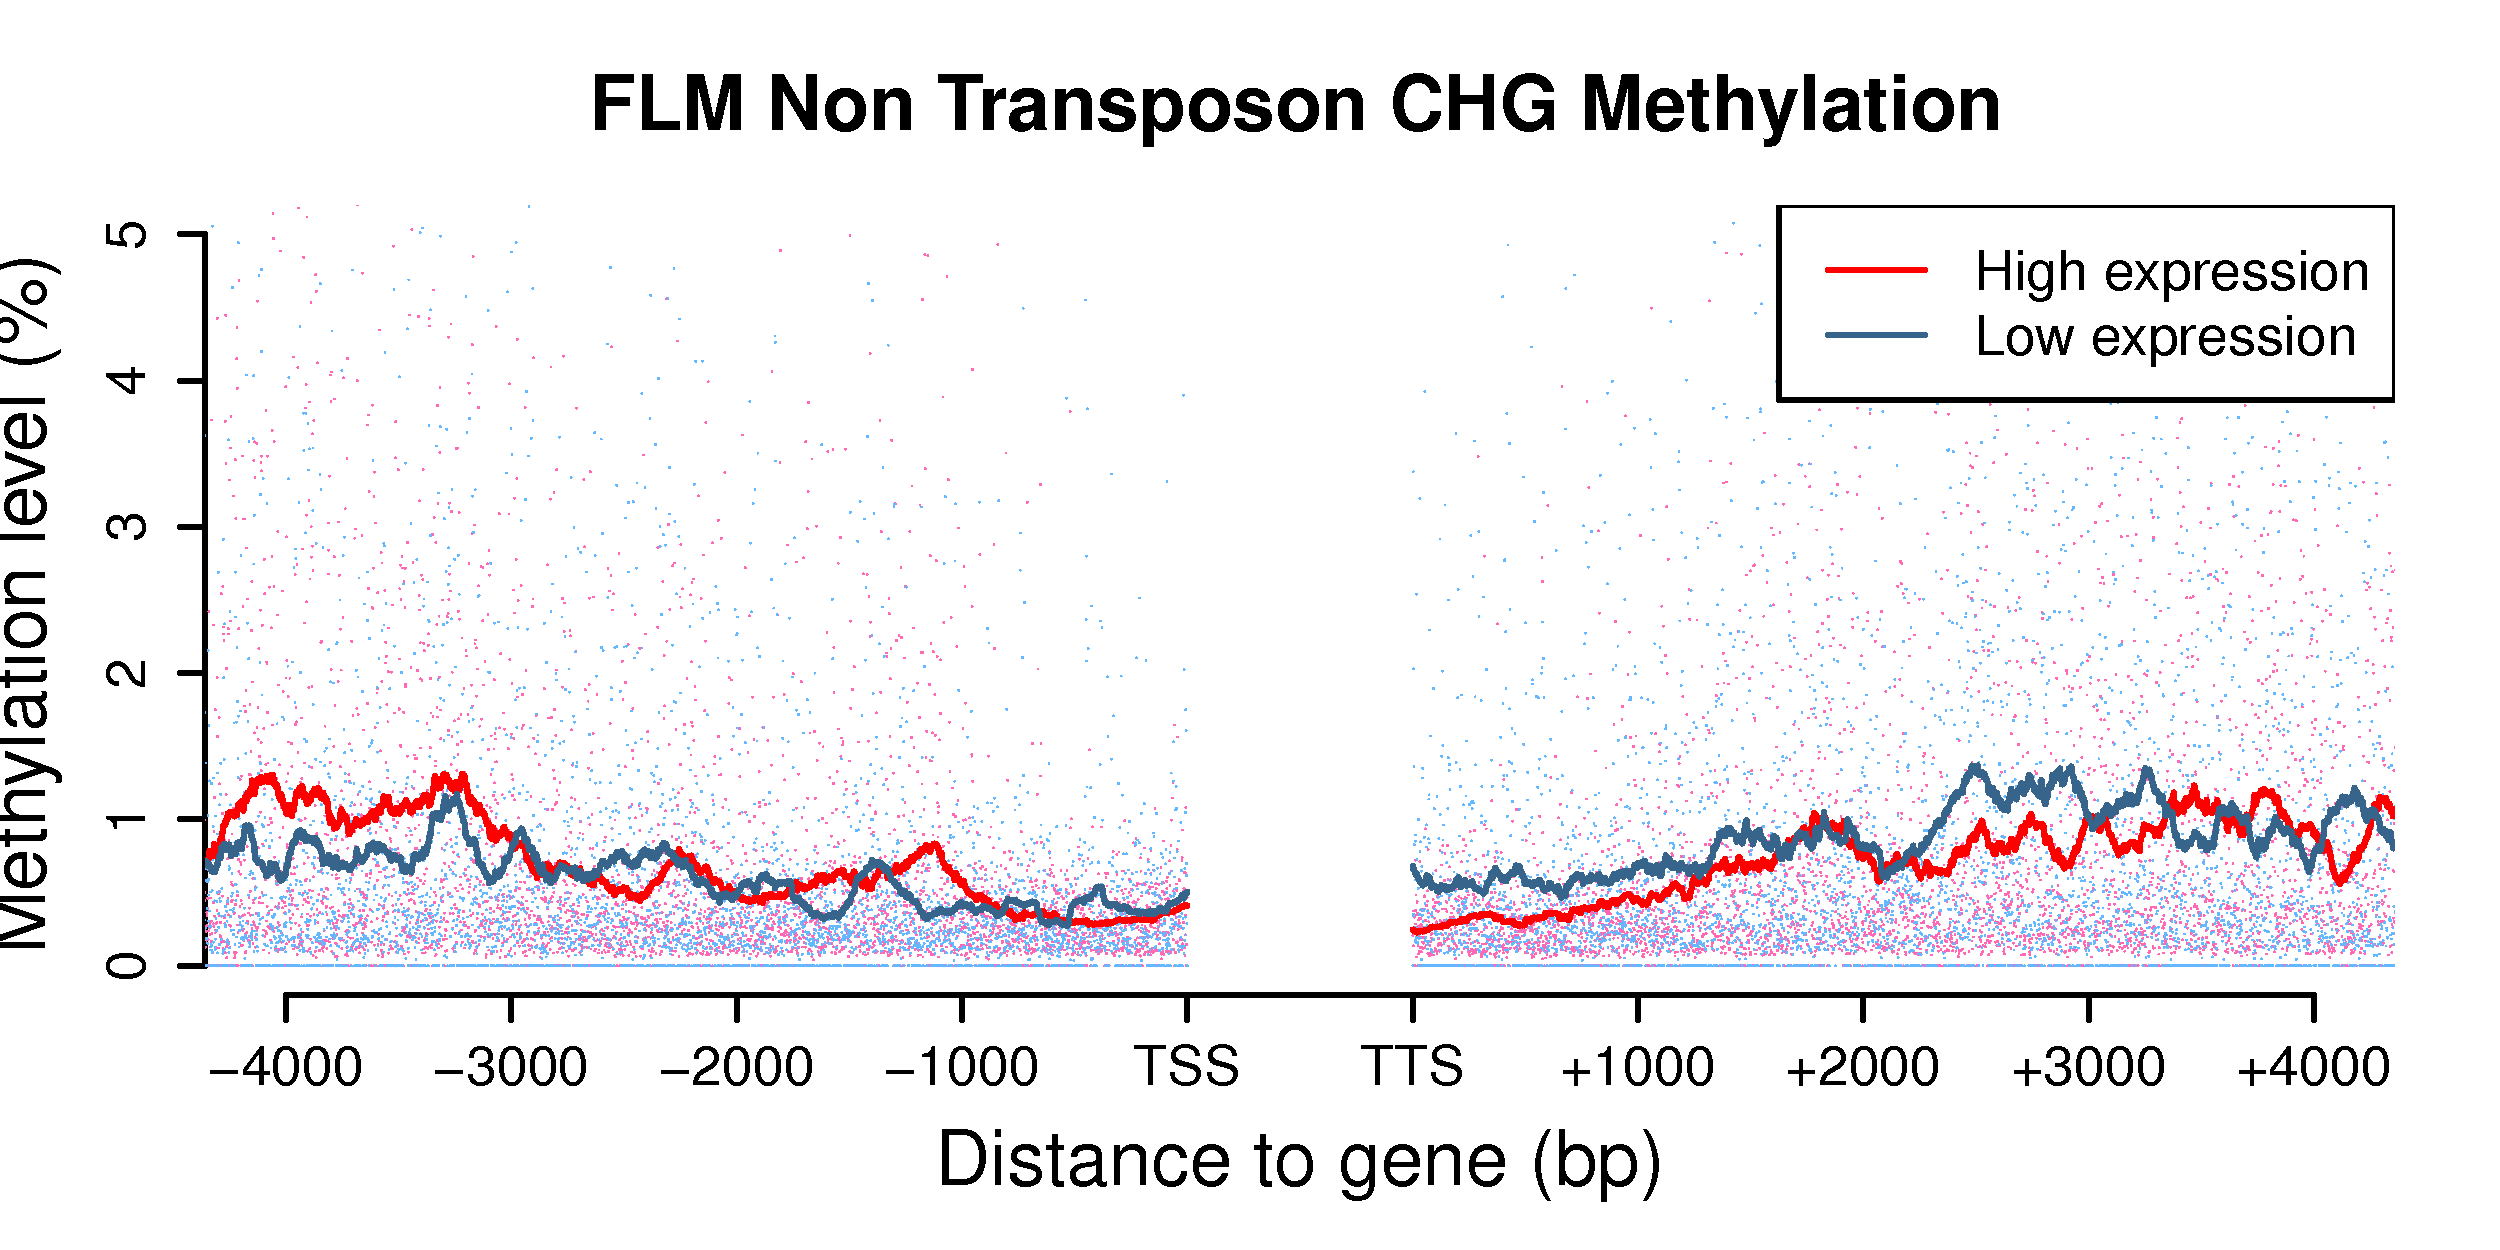
**

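Outside TEs, the CG level within 0.5 kb of a gene was 0.686% near genes of the top 25% and 0.627% near genes of the bottom 25% in FB, a difference of 0.0595 percentage points (95% interval -0.0418 to 0.145). In FLM the difference was -0.0984 points (-0.265 to 0.0168). From 0.5 to 1 kb it was 0.191 points in FB (0.00451 to 0.377) and 0.0170 in FLM (-0.172 to 0.207).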

**Figure S11.** Non-transposon DNA methylation and neighbor gene expression levels for FB (CG sites), FB (CHG sites), FLM (CG sites), FLM (CHG sites) are shown in panels (**A**), (**B**), (**C**), and (**D**), respectively. Methylation levels are referred to non-TE DNA regions upstream or downstream to highly (top 25%) or lowly (bottom 25%) expressed genes as indicated. *Red* (highly expressed genes) and *blue* (lowly expressed genes) lines represent the moving average of methylation levels in 100 bp windows.

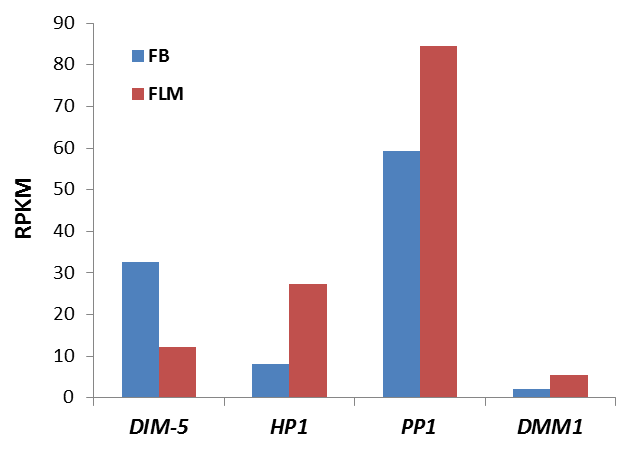

**Figure S12.** Expression levels of putative *T. melanosporum* DNA methylation accessory proteins in FB (*blue bars*) and FLM (*red bars*). Expression levels (RPKM) refer to the *T. melanosporum* homologs (gene IDs in brackets) of the following validated components of the *N. crassa* DNA methylation machinery: histone-lysine N-methyltransferase DIM-5 (GSTUMT00003241001); H3K9me3 histone binding protein, “heterochromatin protein 1” (GSTUMT00000912001); H3S10p phosphatase PP1 (GSTUMT00009673001); DNA methylation modifier DMM-1 (GSTUMT00000976001).

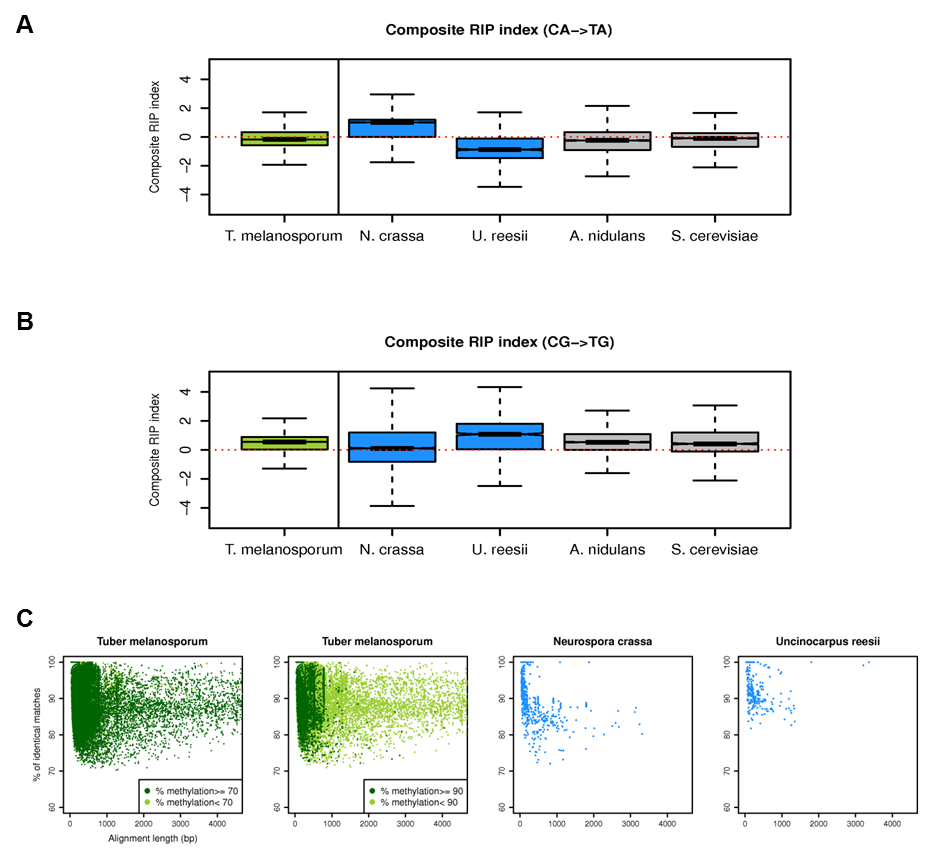

**Figure S13.** Cross-species genome comparisons between *T. melanosporum* and other fungi. (**A**) Box plots of the Composite RIP Index (CRI) for the truffle genome (*left panels*) and for the genomes of other fungi (*right panels*) based on CA to TA dinucleotide changes. (**B**) Same as (A) for CG to TG dinucleotide changes. Data were calculated as 50 kb genome-wide windows; deviation from baseline (CRI=0) increases with the likelihood of RIP occurrence. *N. crassa* served as a RIP positive control in panel (A); *U. reesii* was included in both analyses because of the exceptionally high CG->TG dinucleotide change frequency reported in a previous study [7]. (**C**) Scatter plots of sequence similarity versus alignment length in *T. melanosporum* are shown in the two *left-side panels*, where dark-green dots indicate methylation percentages ≥ 70% (*first left panel*) and ≥ 90% (*second left panel*) compared to *N. crassa* and *U. reesii* (*third and fourth* *panel*).

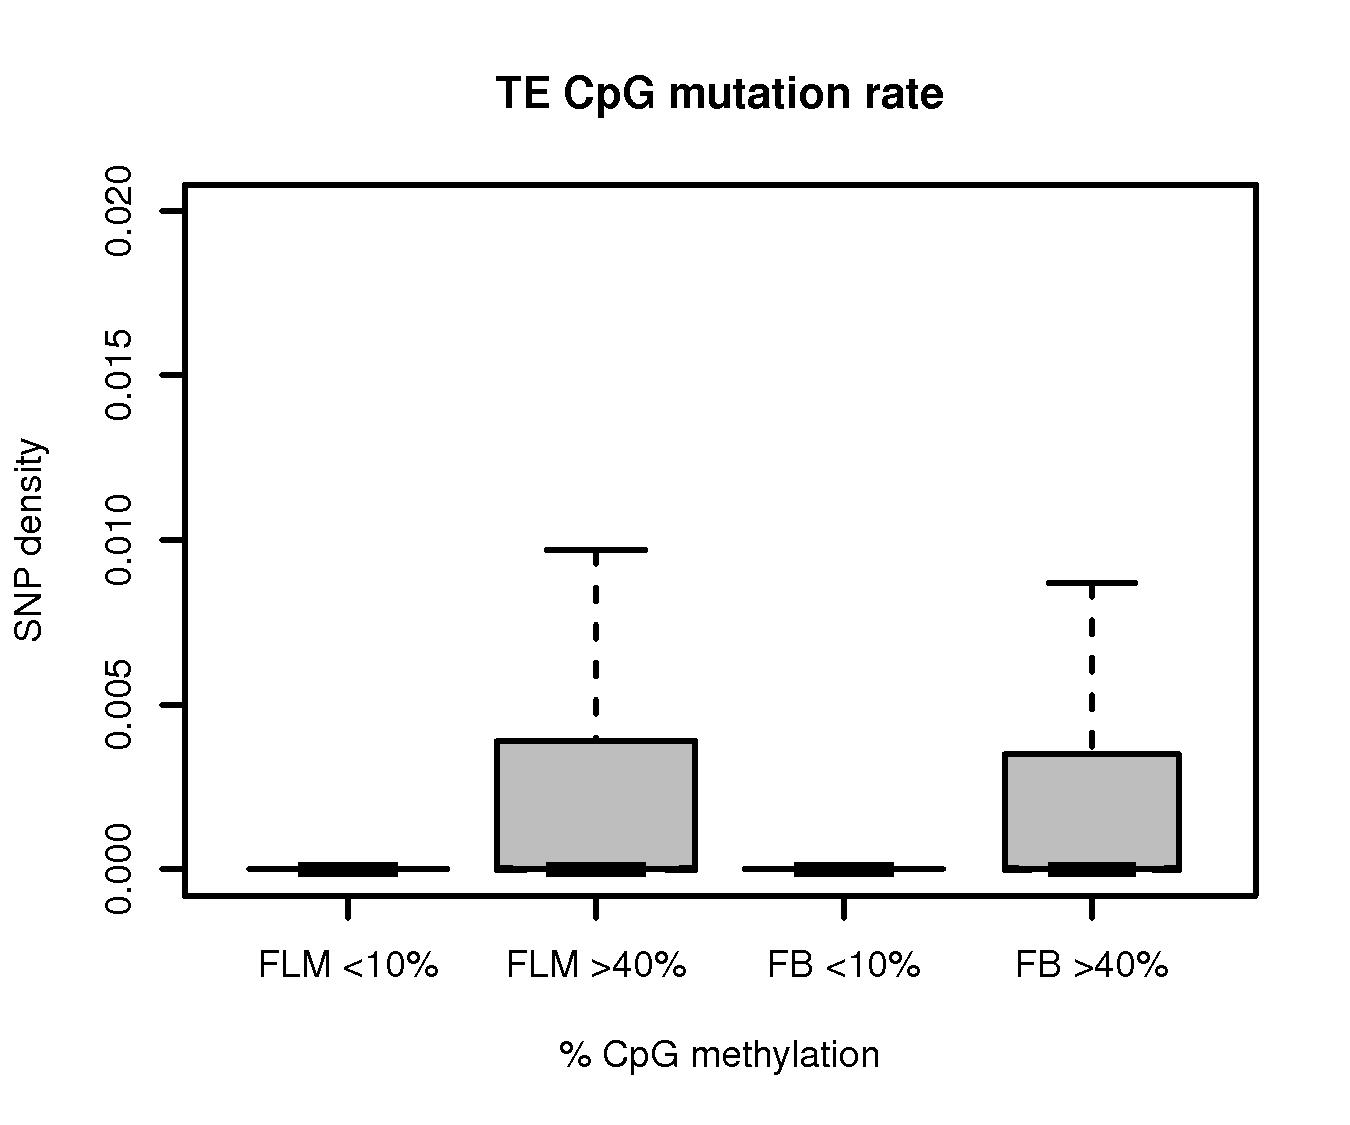

Low High Low High

FLM FB

CpG methylation

### Figure S14. Transposon CpG mutation rate as a function of DNA methylation. Mutations (single nucleotide polymorphisms, SNPs) on CpG sites were called from BS-seq data. For each TE, SNP density (i.e., mutation rate) was calculated. The box plot shows SNP density for highly (>40%) and lowly (<40%) methylated TEs; a high mutation rate appears to be associated with high TE methylation levels.

How the deposited data were processed for this re-analysis (not part of the article)

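DNA methylation was measured by bisulfite sequencing in 5 libraries (FB, FLM, ECM, untreated mycelium and 5-aza-treated mycelium) and RNA by sequencing in 4 (all of these except ECM), each from 1 sample without replicates. FLM was a culture of the Mel28 strain, FB a mature fruitbody whose strain is not stated, and the untreated and treated mycelia were liquid cultures of Mel28, so that stage, strain and growth vary together between FB and the mycelia.

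For the bisulfite libraries the authors aligned reads to the v1.0 assembly with BS Seeker and deposited, for each cytosine with at least 1 read, the counts of methylated reads and of all reads and their fraction. The version of BS Seeker is not given in the sources used here. On the deposited values, the fraction equalled methylated over all reads at each cytosine. Strands were not merged, and the minimum of 4 reads was not yet applied. For RNA the authors aligned reads of 50 nt with TopHat to transcripts of genes and TEs, and the deposited counts are raw HTSeq read counts of unique alignments that lie in a single gene or TE. The methods describe this for FB and FLM, and it was taken to hold for the 5-aza experiment. RPKM values were made by the authors from these counts, the feature length in the same table and 1 read total per library. The totals computed back from counts, lengths and RPKM are 74109065 for FB, 63742213 for FLM, 62107389 for untreated and 60644746 for 5-aza-treated mycelium. The totals of FB and FLM are the uniquely mapped reads of the methods in the opposite order. The gene lengths in the 2 gene tables are the same for 2.84% of the genes, so RPKM of genes was never compared between the stages and the 5-aza experiment, and read counts per gene were used there.

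Everything else was computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. Positions in the FB, FLM and ECM calls count from 0 and those of the 5-aza experiment from 1. After a shift by 1, 95.7% of the FB cytosines tested fell on a cytosine of the same strand in the treated library, against 6.35% without it. Cytosines without a stated context were left out (at most 643 per library). Levels are means of per-cytosine levels in percent, over cytosines with at least 4 reads, or at least 1 in ECM where TEs and genes are compared. Comparisons between libraries used cytosines with the minimum in both. A TE or gene needed at least 4 such cytosines of the context. Gene coordinates came from the reference annotation for 7420 of 7496 genes, and a strand could be read from the start codon for 3015. Of 45028 repeats, the 27168 with a class were used as TEs. Expression used the deposited RPKM, with RPKM above 0 for ratios and correlations, without a pseudocount, and RPKM above 1 as the threshold of an expressed TE. Small TEs are those up to 1.5 kb. CNV windows are windows of 100 kb with an absolute natural log ratio of coverage of at least 0.3, each library divided by its genome mean. A window counted as gained in FLM alone when the natural log ratio of coverage of both other mycelia to FB was below 0.15. Differentially methylated TEs have an absolute z over 1.96 over all TEs and a mean difference of at least 20 points.

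The mean number of reads per listed cytosine was 20.1 in FB, 19.9 in FLM, 1.35 in ECM, 7.35 in untreated and 8.64 in 5-aza-treated mycelium, and reads on genes numbered 23397373 in FB, 23816308 in FLM, 22446163 in untreated and 21802480 in 5-aza-treated mycelium. The median depth of the CG sites kept was 24, 23, 4, 8 and 9 reads in the order of the methylation libraries. With 4 reads, a level moves in steps of 25 points at a single site. The reads carry no molecular identifiers, so duplicate reads cannot be told apart. Exact binomial intervals treat the units counted, such as cytosines, TEs or windows, as independent draws. They cover neither clustering along the genome nor variation between samples.

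With 1 library per condition no test between conditions was made, and no p-value was computed between conditions or across TEs or genes, which are not replicates. P-values were computed in the binomial test of single cytosines within a library, an alternative rule for a methylated cytosine. Differences, correlations and ratios carry 95% intervals from 1000 bootstrap draws over scaffolds (200 for the correlations over windows), and an interval on one side of 0, or of 1 for ratios, served as the threshold. Gained windows were compared with windows of other scaffolds within 0.25 points of their GC content. Shares carry exact binomial intervals, and medians intervals from order statistics. Lists of TEs were placed as a percentile among 10000 random lists of the same size matched on mean expression. These steps were tested on simulated data. Bootstrap intervals of a difference held the true value in 93% and 95% of runs, and 7% passed the threshold without a true difference. Without a true effect, 7% of correlations passed their threshold and 9% of list percentiles were extreme. CNV windows of 1.6-fold were recovered in 97.5% of cases with 0 false calls, and differentially methylated TEs in 100% with 1 false call. Intervals of a ratio held the true value in 93.5% and binomial intervals in 97.6% of runs.

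The features named in the text follow a rule set in advance. It takes each gene that the paper names by identifier, the rDNA scaffolds that it names, the 3 TEs with the highest RPKM in FB and in FLM, the 3 TEs with the highest increase after 5-aza among those with a CHH loss over 5 points and an RPKM of at least 1 (no TE met this), and the 3 longest runs of CNV windows. Values in the copies of Tables S5 and S6 and in the figures had been seen before the rule was written. The LTR element that holds the rDNA-associated reads also falls under the rule, as its copies are the 3 highest in FB.

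Alternatives covered the read minimum, pooled reads, the rule for a methylated cytosine, window sizes, TE and gene filters, pseudocounts, centring on the median gene, site minimums, distances, the CNV threshold and scaling, and the rule for differential methylation. Settings with the read totals in the order of the methods, TEs over 1 kb from a gene, equal read numbers in both libraries and cytosines placed by their own distance were added after the data were seen. Methylation of exons and untranslated regions and unconverted genomic DNA were not analysed here, the first because the gene table gives no exons. The methylation values of Table S6 were not used, because they did not match their headings when tested against the calls. Scaffolds 298 and 355 were kept, but the LTR element R538, which has most of its FB reads there, was left out of the summed reads and random splits of the 5-aza experiment and of the values given without it.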

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

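Of the tests in this part, the one on genes annotated as repeats, the one on GC content and the one on the RNA of untreated mycelium in windows gained in FLM alone were chosen only after the result was seen. No condition has 4 or more samples, so the distance of a sample from the others was not testable.

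The repeat annotation also lists 17860 repeats without a class, whose expression the paper does not report. In all 4 RNA libraries they carry reads above the limit that a count of 0 allows. An RPKM above 1 was reached by 5.64% of them in FB, 5.96% in FLM, 7.22% in untreated and 7.61% in 5-aza-treated mycelium, against 0.858%, 0.872%, 1.05% and 1.04% of the classified TEs. They took 28.5 reads per 1000 gene reads in FB and 26.2 in untreated mycelium. Overlap with an annotated gene accounts for a small part, since 9.92% of the expressed ones in FB and 8.17% in 5-aza-treated mycelium overlap one. Genes annotated as repeats may be the source of the reads. They would be almost unmethylated, and 99.003% of the expressed repeats without a class had a CG level below 10% in FB. Expressed classified TEs have low levels too, so the value is what both readings need, and genes annotated as repeats and expressed transposons cannot be told apart with these tables. The repeats are expressed under each condition, and no biological explanation was tested.

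For the untreated and 5-aza-treated mycelia, which were grown from the same strain as FLM, the paper gives 1 value of coverage per library and does not report on their coverage along the genome. Of the 104 windows of 100 kb with a log coverage ratio (FLM/FB) of at least 0.3, 59.6% also passed with untreated mycelium in place of FLM and 58.7% with 5-aza-treated mycelium. The 104 windows include shorter ones at scaffold ends, and 77 have the full 100 kb. In 61 windows (44 of full size) all 3 mycelium libraries passed. In 39 windows (33 of full size) FLM alone was higher, with a log ratio below 0.15 in both of the other mycelia. Another 4 windows fell in between. The RNA of genes in these windows also differed. Between FLM and untreated mycelium, the median log2 ratio less that of genes outside CNV windows was 1.09 (95% interval 0.50 to 1.35, 145 genes) in the windows gained in FLM alone and -0.28 (-0.56 to -0.15, 128 genes) in the windows gained in all 3. Of 186 scaffolds with at least 3 windows, 7 were gained as a whole in all 3 mycelia and 4 as a whole in FLM alone.

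Several explanations of the 104 windows run against the values. In 10 groups of windows of full size by GC content, at most 12.1% of a group passed (exact binomial 95% interval 6.63 to 19.9%), against 7.20% of all windows of full size, which argues against GC content. The median GC content was 43.5% in the gained and 43.7% in the other windows. With only cytosines that have at least 4 reads in both FB and FLM, 91.3% of the windows passed, which argues against sequence that is missing from the FB strain, or diverged in it, as the cause of most windows. Of the cytosines called in FLM, 2.03% lacked a call in FB in the gained windows, against 0.970% in the others. A part played by such sequence is therefore not ruled out. The FLM share of the log ratio was 1.07, since FLM lay above its own genome mean in these windows and FB close to it, which is what amplification in FLM needs and a loss in FB does not give. A state of the single FLM culture is argued against as the cause of all the windows by the 59.6% that pass in an independent culture.

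For the windows gained in FLM alone, extra copies in that culture may account for the pattern. The RNA shift of 1.09 is what extra copies need, and its interval includes the log2 ratio of coverage at the same genes between the same cultures, 0.68, although the shift itself lies above it. In untreated mycelium over FB, the RNA of genes in these windows was shifted by 0.25, with an interval of -0.15 to 0.88 that includes 0, and that of genes in the windows gained in all 3 mycelia by 1.12 (0.33 to 1.82), as a state of the single FLM culture needs. These patterns were found and tested on the same data and remain hypotheses. For the windows gained in all 3 mycelia, a difference between the Mel28 strain and the strain of the fruitbody, which is not stated, stays open and untested, as does an effect of growth in culture, because strain, stage and growth vary together and each condition has 1 library.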

How the results depend on the processing

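Of the alternatives in this part, those with the read totals in the order of the methods, TEs over 1 kb from a gene, equal read numbers and cytosines of TEs by their own distance were chosen only after the data were seen, and the others before the data were examined. No paired analysis was possible because each condition has 1 library and no numbers pair the samples. The 75 results were recomputed under 212 alternatives (190 set in advance, 22 added). In 137 of these the result held. For a test this means the same direction and side of the threshold. For values without a test it means a value inside the interval of the main value, and for counts a limit of 1.5 times. Of the others, 48 values moved beyond that interval or limit, 3 fell short of the threshold, 3 newly passed it and 21 changed sign.

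Among the results that held under every alternative run for them, the loss after 5-aza held in 24 of 24 cases, with the CHH change in TEs from -3.39 to -3.32 points, the CHG change in TEs from -3.27 to -3.02, the CG change in TEs from -0.688 (pooled reads) to -0.135 and the genome-wide CG change from -0.148 (pooled reads) to -0.0603. The CG level of TEs exceeded that of genes by 67.6 to 70.8 points in FB, 69.2 to 71.8 in FLM and 67.9 in ECM. FB minus FLM stayed at 0.796 to 0.962 points for CHG and 0.2215 to 0.473 for CHH, and ECM minus FLM at -0.693 to -0.4895 for CG, 0.640 to 0.757 for CHG and 0.522 to 0.625 for CHH. The number of differentially methylated TEs ranged from 1198 to 1629, the number of expressed TEs in at least 1 stage from 233 to 425, and TE CG methylation in CNV less other windows from -5.98 to -5.46 points in FB. That last difference and the correlations of CG methylation with coverage over windows also kept intervals that include 0.

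With at least 1 read per cytosine, the CG level was 31.4% in FB and 32.0% in FLM. With at least 10 reads, the levels fell to 22.8% CG, 8.08% CHG and 9.21% CHH in FB and 24.4%, 7.34% and 8.96% in FLM. Pooled reads gave 18.0%, 7.02% and 8.24% in FB and 19.5%, 6.25% and 7.85% in FLM. Weight goes to deeper sites by construction there, and why deeper sites are less methylated was not tested. FB minus FLM for CG was 0.00563 points with at least 10 reads and, past the threshold, -0.771 with pooled reads. The CG sites below 10% or above 80% made up 96.3% in FB and 94.5% in FLM with at least 10 reads. The share of methylated cytosines was 39.3% in FB and 35.0% in FLM with at least 10 reads, 35.7% and 34.6% with a level of at least 5%, 29.8% and 28.9% with a level of at least 10%, and 27.1% and 27.4% with the binomial test. For these changes the cause was not tested. The ECM levels for CG, CHG and CHH were 19.5%, 7.23% and 8.72% with 1 ECM read or more and 13.4%, 5.67% and 6.74% with 2 or more, where ECM minus FB for CHG became -0.0177 and -0.0473 points. Each minimum takes other sites, and the cause of the change was not tested.

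Among TEs with RPKM above 1, the correlation of CG methylation with expression was 0.104 in FB and 0.0195 in FLM. Of these TEs, 96.5% in FB and 94.8% in FLM had a CG level below 10%. The correlation of promoter methylation with gene expression in FLM was 0.0302, and with TEs of 1 CG site or more the correlation of TE size with CG methylation in FLM was 0.0127. For all 4 values the cause was not tested. With RPKM above 0.5, small TEs were expressed in 2.25% of cases in at least 1 stage, 1.61% in FB and 1.71% in FLM, and with RPKM above 2 in 1.22%, 0.913% and 0.879%, as follows from the threshold itself.

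The ratio of FLM over FB in TE expression changed sign most often. With the read totals in the order of the methods, the median log2 ratio was -0.22 over all classes, Gypsy, other LTR and LINE elements alike and -0.31 for DNA transposons. With all TEs detected in at least 1 stage it was -0.065 over all, -0.033 for Gypsy, -0.053 for other LTR elements, -0.043 for LINE and -0.11 for DNA transposons. With RPKM above 1 it was -0.35 for DNA transposons and 0.46 for other LTR elements, and with centring on genes 0.40 over all and 0.31 for DNA transposons. The share of TEs higher in FLM went from 53.5% to 38.6% with the totals exchanged and 43.7% with all detected TEs. A change of totals shifts every ratio by -0.43 by construction, and the cause of the other changes was not tested. In the 5-aza experiment, the median log2 ratio of TEs with CHH loss was 0.017 with a pseudocount of 1, which draws ratios of low values to 0 by construction. For CHG loss it was 0.0011 with that pseudocount and 0.0046 with centring on genes, and for CG loss over 3 points it was 0.034, where the cause was not tested.

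For TEs near genes, the difference between genes of the top and bottom 25% within 0.5 kb was 7.59 points in FB and 5.69 in FLM with TEs that overlap no gene. By cytosine it was -18.9 in FB and -22.5 in FLM within 0.5 kb, past the threshold, and 5.19 and -0.609 from 0.5 to 1 kb, no longer past it. The cause was not tested. The share of expressed TEs near genes was 38.7% within 0.5 kb and 53.7% within 2 kb, as the distance itself fixes. CNV windows numbered 222 at 50 kb and 1350 at 10 kb against 110 at 100 kb. Smaller windows are more numerous by construction, but their share of the genome also rose. It was 7.21% at 100 kb, 7.91% at 50 kb and 10.6% at 10 kb, and the cause of that rise was not tested. With a threshold of 0.4, 71.2% of the windows with more coverage in FLM also passed in untreated mycelium and 70.0% in 5-aza-treated mycelium. The fold of the expressed TE share in CNV windows was 1.56 with RPKM above 0.5, where its interval includes 1. For the last 3 values the cause was not tested.

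The alternatives that gave no value were a loss over 10 points in the 5-aza experiment (1 TE for CHH, 4 for CHG and 0 for CG), RPKM of at least 0.5 there (0, 1 and 0 TEs), at least 10 sites for CG (3 TEs) and RPKM above 1 for non-LTR, non-LINE elements. The authors' methylation per TE as an alternative was not run, since the copy of Table S5 holds only its first TEs, and 1942 of those compared lie within 0.1 points of the recomputed values. Depth limits 3 groups of results. ECM has 1.35 reads per listed cytosine and 0.480% of cytosines at the minimum of 4, so its levels describe a small and selected set of sites. The 5-aza experiment has a median of 8 and 9 reads per CG site, where a level moves in steps of over 10 points. RNA reads on TEs are few, with 1 read in 36.9% of the detected TEs in FB and 52.4% in untreated mycelium. Of the TEs read in both FB and FLM, 19.8% had up to 3 reads in each. For untreated and 5-aza-treated mycelium this share was 32.4%. Ratios of these TEs carry a large counting error.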

Differences from the paper's values

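Of the tests and settings in this part, the distance to genes without overlapping TEs and cytosines of TEs by their own distance were chosen only after the values were seen, and the other alternatives were set before the data were examined. Of 70 values that the paper states and that were also computed here, 12 differ by more than 1.5-fold or in sign, and 58 do not.

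The paper's Table S1 gives a coverage per strand of 34.73 in FB and 31.61 in FLM, against a mean of 20.1 and 19.9 reads per listed cytosine here. No alternative was set for coverage. By this mean the values of the other 3 libraries lie within the limit. They are 1.35 here against the paper's 1.18 in ECM, 7.35 against 7.21 in untreated and 8.64 against 8.44 in 5-aza-treated mycelium. The mean leaves out cytosines without a read, which matters most in ECM. Over all cytosines seen in at least 1 library, ECM has 0.481 reads per cytosine, which is beyond the limit.

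At cytosines common to FB and FLM, the paper's difference (FB minus FLM) is 0.57 points for CG, 2.32 for CHG and 0.77 for CHH. The values here are -0.0117, 0.886 and 0.259. They differ from the paper's under each alternative set before the data were examined, with at least 1 read (-0.0888, 0.962 and 0.332), with at least 10 reads (0.00563, 0.796 and 0.2215) and with pooled reads (-0.771, 0.841 and 0.473). At sites common to the 3 stages, the paper's CHG level in FB is 5.2% and the level here 3.38%. With 1 ECM read (7.25%) or 2 ECM reads (5.71%), both set before the data were examined, it does not differ by the limit used. These minimums take far more sites (3184393 and 977525 at CG, against 55147 with 4 ECM reads), and most other levels at these sites then differ from the paper's, with CG in FB at 20.2% and 13.8% against 8.7% and CHH in FB at 8.34% and 6.47% against 3.7%.

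In TEs of FB, the paper gives about 30% for non-CG sites, against 17.4% here (15.8% for CHG and 17.9% for CHH), and both alternatives set before the data were examined still differ (17.6% with at least 10 reads and 17.3% with pooled reads). Of the classified TEs, the paper counts 21% as DNA transposons and the deposited table 31.7%, with no alternative set.

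The paper places 2.2% of TEs within 1 kb of a gene, against 5.09% here. Of the alternatives set before the data were examined, a distance of 0.5 kb (3.04%) does not differ, and a distance of 2 kb (9.39%) does. The RPKM threshold does not enter this share. Of the expressed TEs, the paper places 14% near genes, against 46.0% here, and the alternatives set before the data were examined all differ (53.7% within 2 kb, 38.7% within 0.5 kb, 50.2% with RPKM above 2). Counting only TEs within 1 kb that overlap no gene, a setting chosen after seeing the values, gives 16.2% of the expressed TEs and 4.02% of all TEs, and 1.97% of all TEs within 0.5 kb, and it drops the 94 expressed TEs that overlap a gene.

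The correlation of methylation with coverage ratios is about 0.26 for CNV windows and about 0.14 for other windows in Fig. 6B, read by eye and marked as the paper's. The Pearson correlations here are -0.150 and -0.0698 for CG, and windows of 50 kb, set before the data were examined, differ as well (-0.0795 and -0.0460). The Spearman correlation in CNV windows was 0.1002, with an interval of -0.235 to 0.353 that includes 0.

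Several statements of direction or order also differ. The paper's text gives FLM the higher coverage of the 2 deep libraries, its Table S1 gives FB, and the calls gave 20.1 in FB and 19.9 in FLM. The paper has FB slightly above FLM at CG sites, where the difference here was -0.0117 points with an interval that includes 0, while CHG and CHH were higher in FB here too. It places ECM between FB and FLM in methylation. For CG the order here was FLM (6.59%), FB (6.55%) and ECM (6.29%), and for CHG and CHH it was ECM (3.41% and 3.39%), FB (3.38% and 3.29%) and FLM (2.80% and 2.91%). The intervals of FB minus FLM for CG (-0.0462 points) and of ECM minus FB for CHG (0.0375 points) include 0, and the second value was -0.0177 with 1 ECM read or more and -0.0473 with 2 or more, so these 2 places in the order are not settled. The paper describes the most expressed TEs as small and little methylated. In FLM the 3 highest were up to 317 bp long with a CG level of 0%, as stated, but in FB the 3 highest were at least 3194 bp long, with CG levels of 73.2% and 69.4% in the 2 that have one. These 3 are copies of the LTR element that has 89.3% of its FB reads on scaffolds 298 and 355, and 220 of the 227 expressed TEs of FB with a level were below 20%.

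The paper describes lower methylation for cytosines of TEs near highly expressed genes, whereas the main comparison here took whole TEs, which is another unit. For whole TEs the difference was -3.26 points in FB within 0.5 kb, with an interval that includes 0, and 18.0 points from 0.5 to 1 kb, the opposite direction. Cytosines of TEs by their own distance, chosen after seeing the values, are nearer to the paper's unit. They gave -18.9 points in FB and -22.5 in FLM within 0.5 kb, the paper's direction. At CHG sites within 0.5 kb, whole TEs went against it (3.07 points in FB and 2.60 in FLM, with intervals above 0) and cytosines with it (-2.90 and -3.23). The paper finds TEs near genes of median to high expression, whereas the nearest genes fell evenly over the 4 groups of equal size, with 24.8%, 25.3%, 24.7% and 25.2% in FB.

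The paper reports higher expression after 5-aza for TEs that lost CHH methylation. The median of the 48 TEs with reads in both mycelia agreed (0.62), but the summed reads of such TEs outside the LTR element R538 were 0.954-fold those of untreated mycelium (0.725 to 1.20). The paper reports TEs in CNV windows as less methylated. The difference here had the paper's direction (-5.84 points in FB), with an interval that includes 0 for CG, and at CHG and CHH sites it was -2.11 and -2.25 points in FB and -1.87 and -2.02 in FLM, with intervals below 0. At a threshold of 0.4, set before the data were examined, only the interval for CHH in FLM stayed below 0 (-2.19 points, -4.15 to -0.159).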

Other observations

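Of the tests in this part, those on conversion in FB at CHH sites and by the next base, on the read totals, on rRNA, on the read limit, on the order of values in Table S6 and on extra copies and the expressed share in CNV windows were chosen only after the result was seen, as were the settings with equal read numbers and with TEs over 1 kb from a gene.

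The 5-aza-treated mycelium had less CHG and CHH methylation than the untreated one. More complete bisulfite conversion is argued against by gene bodies, whose CHH loss was 0.0121 times that of TEs. Depth is argued against by cytosines with equal read numbers in both libraries, where the CHH loss in TEs was -3.39 points. At CG sites the loss was small, and a loss on the same strand in most cells is argued against by the CG pairs. Loss on either strand in different cells would leave the levels of both strands alike, so this measure cannot show it. The share of 27131 CG pairs in TEs whose strands differ by over 50 points was 0.405% in untreated and 0.232% in treated mycelium, a difference of -0.173 points (95% interval -0.325 to -0.0831). By the base after the cytosine, the relative loss at CHG and CHH sites of TEs ranged from 16.6% to 19.1%. An effect of 5-aza remains a hypothesis that 1 culture per condition cannot separate from variation between cultures.

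TEs that lost over 5 points of CHH methylation and had reads in both mycelia had a higher median RPKM after 5-aza. Counting error of few reads per TE is argued against if reads are independent, since 0% of 10000 random splits of the pooled reads gave a median as high. Duplicate reads are not modelled by the splits and, without molecular identifiers, cannot be excluded. The condition of reads in both libraries could account for the rise. Summed over the 6446 TEs with that loss outside the LTR element R538, which the splits also leave out, reads per gene read were 0.954-fold those of untreated mycelium (0.725 to 1.20), or 0.951-fold with the 3 copies of the element kept. Of the 6446 TEs, 192 had reads in untreated and 115 in treated mycelium, with 48 in both. In the random splits, the median number of TEs with reads in both was 58. Whether 5-aza raised the expression of these TEs stays open.

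CHG methylation was higher in FB than in FLM. Less complete conversion in FB is argued against as its only cause by gene bodies, whose difference was 0.151 times that of TEs. At CHH sites the ratio of genes to TEs was 0.685, closer to what incomplete conversion gives, but at TE cytosines of CHH sites followed by A, FB minus FLM was -0.727 points (-0.862 to -0.5745), where incomplete conversion would give a gain. The base after the cytosine separated the stages. At CHG sites of TEs, FB minus FLM was 0.489 points before A, 0.838 before C and 2.92 before T (2.77 to 3.05), and at CHH sites -0.727, 0.337 and 1.56. Less the difference in genes, the difference at CHG sites before T was 9.39 times that before A, which argues against conversion for this part as well. The ratio of the CHG level before T to that before A was 0.530 to 0.549 in the 3 mycelium libraries and 0.663 in FB. A difference between stages, between strains or between growth conditions stays open for each of these values, untested.

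Some CG pairs of TEs were methylated in FLM and unmethylated in FB. They numbered 35792, or 5.48% of the pairs methylated in FLM, and the nearest CG pair within 200 bp was still methylated in FB in 63.8% of cases. In the opposite direction there were 24638 pairs (3.68%), with 68.2% of the nearest pairs still methylated. C-to-T variants of the FB strain and a loss of methylation at single pairs cannot be told apart here, because a variant and an unmethylated cytosine are both read as T.

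TE CG methylation was negatively correlated with TE expression. Reads from genes that overlap or adjoin a TE are argued against as the whole cause by TEs over 1 kb from a gene. There the correlation was -0.559 in FB, against -0.521 for all detected TEs. In FLM it was -0.325 (-0.400 to -0.250), against -0.381. Control of these TEs by methylation and the reverse direction both stay open, since the values are correlations.

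Among the TEs detected in both stages, the median log2 ratio of FLM over FB was 0.22, with an interval of -0.0089 to 0.22 that includes 0. Over all TEs detected in at least 1 stage, with log2(RPKM + 0.1), it was -0.065 (-0.083 to -0.043), so the direction depends on the TEs kept. The totals computed back from the RPKM values of FB and FLM are in the opposite order to that in the paper's methods, and with the order of the methods the median was -0.22. The 0.22 found with the deposited RPKM is the ratio that equal read counts give with the deposited totals. The totals do not enter the ratio of TEs to genes within a library. The median of TEs less that of genes was 0.40 (0.17 to 0.40), which argues against the exchange of totals as the whole cause, and the gene median itself was -0.18 over 7258 genes. Among TEs with higher CG methylation in FLM, 57 had reads in FB and 16 in FLM, and among those with higher CG methylation in FB, 23 had reads in FB and 47 in FLM. The direction is the one that repression by methylation would give, but it was noticed in the same data, and its difference was not tested.

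In FB, 98.5% of the reads on classified TEs lay on copies of the LTR element Tmel-B-R538-MAP6_classI-LTR-comp. The share was 51.1% in FLM, 77.6% in untreated and 54.1% in 5-aza-treated mycelium. rRNA counted as TE reads may be the source, because 89.3% of the element's reads in FB lay on scaffolds 298 and 355, which the paper names for rRNA genes. Without this element, TEs had 3.66 reads per 1000 gene reads in FB, 4.00 in FLM, 4.89 in untreated and 4.58 in 5-aza-treated mycelium.

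The share of expressed TEs was higher in CNV windows. Extra copies in mycelium are argued against as the whole cause, because in the windows with more coverage in FLM the fold in FB was 2.10 (1.29 to 2.97) with a threshold of 0.4 on the log ratio of coverage and 1.71 (1.01 to 2.54) with 0.3, near the 2.00 and 1.69 in FLM. No biological explanation was tested.

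In the FB and FLM calls, the highest number of reads per cytosine was 100, and 56616 cytosines in FB and 55773 in FLM had 81 to 100 reads. In ECM the highest number was 78, in untreated mycelium 1012 and in 5-aza-treated mycelium 1973. The limit equals the read length of those libraries, and it may come from 1 read kept per start position. Coverage ratios between these libraries and the 5-aza experiment are therefore limited at repeats of high copy number. No biological explanation was tested.

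The gene methylation values in the copy of Table S6 differ from those recomputed per gene, with a correlation of -0.0162 in FB as printed. When its values are moved by 1 line, the column headed for FB exons matches the recomputed FB gene values with r 0.998 over 1955 genes. A displacement of the columns may thus explain the difference, and the values of this table were not used. No biological explanation was tested.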
